# The Peptidoglycan Recognition Protein 1 confers immune evasive properties on pancreatic cancer stem cells

**DOI:** 10.1136/gutjnl-2023-330995

**Published:** 2024-05-16

**Authors:** Juan Carlos López-Gil, Susana García-Silva, Laura Ruiz-Cañas, Diego Navarro, Adrián Palencia-Campos, Antonio Giráldez-Trujillo, Julie Earl, Jorge Dorado, Gonzalo Gómez-López, Ana Monfort-Vengut, Sonia Alcalá, Matthias M Gaida, Sandra García-Mulero, Pablo Cabezas-Sáinz, Sandra Batres-Ramos, Emma Barreto, Patricia Sánchez-Tomero, Mireia Vallespinós, Leah Ambler, Meng-Lay Lin, Alexandra Aicher, Ana García García de Paredes, Carolina de la Pinta, Alfonso Sanjuanbenito, Ignacio Ruz-Caracuel, Mercedes Rodríguez-Garrote, Carmen Guerra, Alfredo Carrato, Guillermo de Cárcer, Laura Sánchez, César Nombela-Arrieta, Elisa Espinet, Víctor Javier Sanchez-Arevalo Lobo, Christopher Heeschen, Bruno Sainz

**Keywords:** PANCREATIC CANCER, STEM CELLS, IMMUNE RESPONSE, CANCER IMMUNOBIOLOGY

## Abstract

**Objective:**

Pancreatic ductal adenocarcinoma (PDAC) has limited therapeutic options, particularly with immune checkpoint inhibitors. Highly chemoresistant ‘stem-like’ cells, known as cancer stem cells (CSCs), are implicated in PDAC aggressiveness. Thus, comprehending how this subset of cells evades the immune system is crucial for advancing novel therapies.

**Design:**

We used the KPC mouse model (*LSL-Kras^G12D/+^; LSL-Trp53^R172H/+^; Pdx-1-Cre*) and primary tumour cell lines to investigate putative CSC populations. Transcriptomic analyses were conducted to pinpoint new genes involved in immune evasion. Overexpressing and knockout cell lines were established with lentiviral vectors. Subsequent *in vitro* coculture assays, *in vivo* mouse and zebrafish tumorigenesis studies, and *in silico* database approaches were performed.

**Results:**

Using the KPC mouse model, we functionally confirmed a population of cells marked by EpCAM, Sca-1 and CD133 as authentic CSCs and investigated their transcriptional profile. Immune evasion signatures/genes, notably the gene peptidoglycan recognition protein 1 (PGLYRP1), were significantly overexpressed in these CSCs. Modulating PGLYRP1 impacted CSC immune evasion, affecting their resistance to macrophage-mediated and T-cell-mediated killing and their tumourigenesis in immunocompetent mice. Mechanistically, tumour necrosis factor alpha (TNFα)-regulated PGLYRP1 expression interferes with the immune tumour microenvironment (TME) landscape, promoting myeloid cell-derived immunosuppression and activated T-cell death. Importantly, these findings were not only replicated in human models, but clinically, secreted PGLYRP1 levels were significantly elevated in patients with PDAC.

**Conclusions:**

This study establishes PGLYRP1 as a novel CSC-associated marker crucial for immune evasion, particularly against macrophage phagocytosis and T-cell killing, presenting it as a promising target for PDAC immunotherapy.

**WHAT IS ALREADY KNOWN ON THIS TOPIC**

- Although pancreatic ductal adenocarcinoma (PDAC) cancer stem cells (CSCs) have been identified in human tumours, little is known about murine CSCs in PDAC genetically engineered mouse models.
- Cancer cells display immune evasive properties that influence the tumour microenvironment; however, the role of CSCs in immune evasion/suppression is not well understood.

**WHAT THIS STUDY ADDS**

- Murine PDAC CSCs can be identified by combining EpCAM, Sca-1 and CD133 markers, and this population presents enhanced immune evasive properties conferred by peptidoglycan recognition protein 1 (PGLYRP1) expression.
- PGLYRP1 is a novel CSC marker whose overexpression leads to immunosuppression by interfering with TNFα signalling, and its loss renders PDAC cells vulnerable to immune cell-mediated elimination.

**HOW THIS STUDY MIGHT AFFECT RESEARCH, PRACTICE OR POLICY**

- Secreted PGLYRP1 could be used as a PDAC predictive biomarker in patient liquid biopsy samples, as well as a tool to stratify patients at early stages of disease.
- PGLYRP1 emerges as a new target for the development of inhibitors of PDAC, to be used in combination with other approved therapies or immune checkpoint inhibitors.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is a highly metastatic and chemo-refractory tumour^1^ with a 5-year survival rate of approximately 11%,^2^ the latter being attributed to a subpopulation of cells within the tumour known as cancer stem cells (CSCs).^3 4^ While CSCs are defined by their exclusive in vivo tumourigenicity, unlimited self-renewal, metastatic capacities and chemoresistance,^5 6^ few studies have addressed their interplay with the immune system. Our group identified that CD47 present on pancreatic CSCs circumvents macrophage (MΦ) phagocytosis^7^ and that metabolically active CSCs modulate known immune checkpoints such as programmed death-ligand 1 (PD-L1),^8^ a characteristic seen in other tumours.^9^ Immune checkpoint blockade has facilitated the development of new treatments that achieve partial or complete responses in cancer patients^10 11^; however, for PDAC, this approach has only produced limited (but promising) results.^12 13^ The latter is likely due to the aforementioned strategies used by CSCs to evade tumour immune surveillance and other immune evasive properties that we are still far from understanding, which likely contribute to the immunologically ‘cold’ phenotype and aggressiveness of PDAC.

In this study, we characterised a population of CSCs in *LSL-Kras^G12D/+^; LSL-Trp53^R172H/+^; Pdx-1-Cre* (KPC) mouse tumours, which exhibited a transcriptomic signature associated with immune evasion. Notably, peptidoglycan recognition protein 1 (*Pglyrp1*) was among the most significantly upregulated genes. Indeed, PGLYRP1 overexpression protected cells from immune-mediated cytotoxic effects, and its knockout (KO) impeded tumour growth in immunocompetent mice. We not only replicated these phenotypes in human models, but we additionally observed a significant increase in PGLYRP1 in patient serum samples, highlighting its possible use as a PDAC biomarker. Taken together, our results shed light on the role of a previously unidentified PDAC CSC-associated marker and immune evasive protein with diagnostic and treatment utility.

## Results

### Isolation of pancreatic cell populations with stemness features

To identify cell subpopulations within the mouse pancreas with stem-like potential, various stem cell-related cell surface markers (ie, EpCAM, Sca-1, cMet, CD34, CD49f and CD133) were tested,^14–17^ and only the combination of EpCAM and Sca-1, after stroma depletion (CD45^-^ and CD31^-^ cells), allowed for the separation of four distinct subpopulations (figure 1A, online supplemental figure S1A), which were subjected to spheroid and organoid formation assays. EpCAM^+^Sca-1^+^ cells displayed the highest sphere/organoid formation capacity (figure 1B,C), suggesting stem cell potential. We also detected by immunofluorescence EpCAM^+^Sca-1^+^ cells in normal pancreata sections (figure 1D) and also found that these cells expressed genes related to tissue stemness (online supplemental figure S1B). To test multilineage potential, we analysed lineage markers in spheroids and found amylase (acinar lineage), insulin (islet lineage), Hes1 and cytokeratin 19 (CK19) (both ductal lineage) single-positive cells, indicating that EpCAM^+^Sca-1^+^ cells can give rise to more differentiated cells (figure 1E). We also found that most EpCAM^+^Sca-1^+^ cells were also CD133^+^ (online supplemental figure S1C), and in functional assays, EpCAM^+^Sca-1^+^CD133^+^ cells (ie, triple positive) had the highest spheroid and organoid forming capacity (figure 1F,G). Remarkably, spheroids could be maintained across several generations, indicating extended self-renewal capacity (figure 1H).

10.1136/gutjnl-2023-330995.supp1 Supplementary data

**Figure 1:**
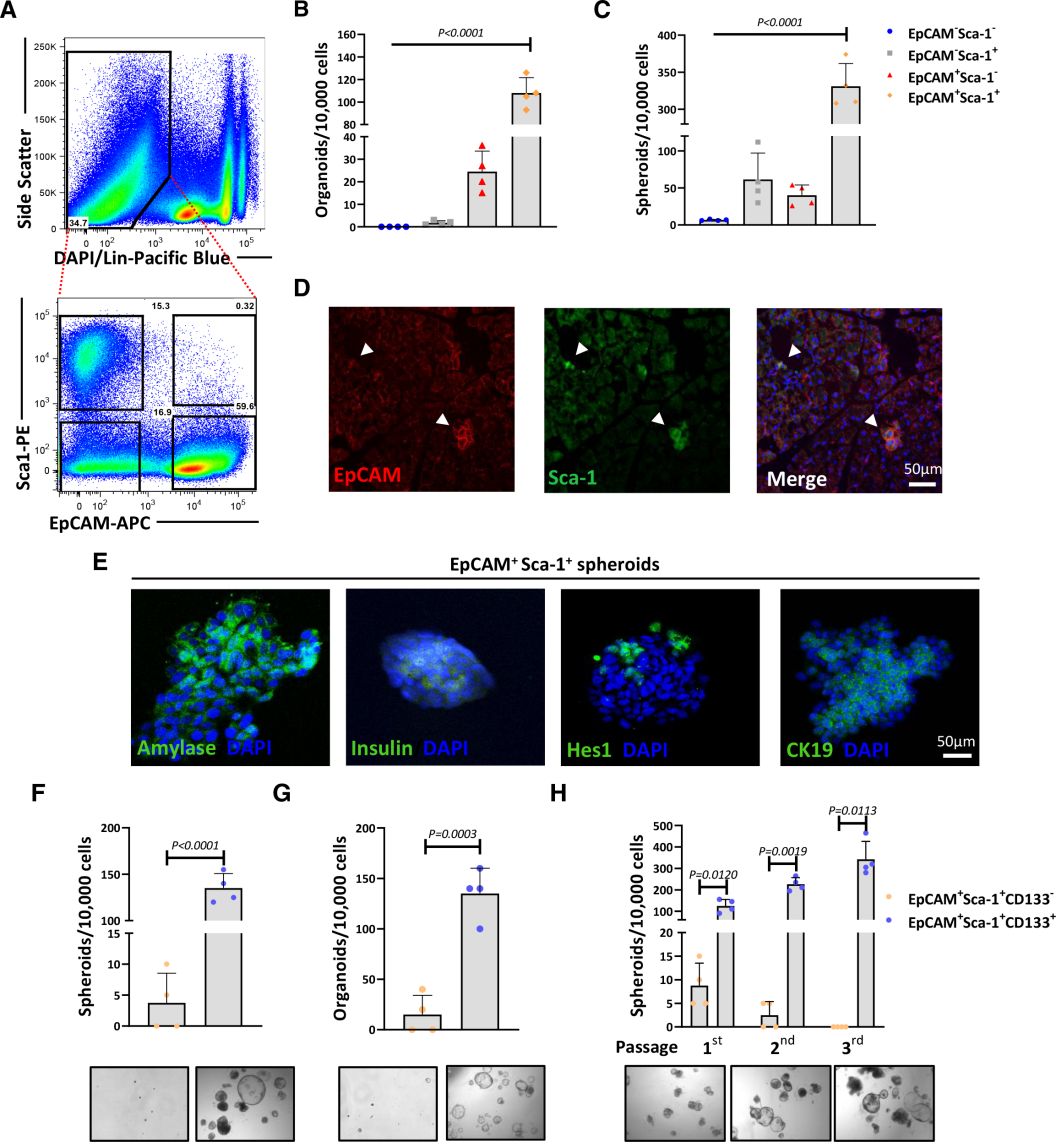
Isolation of pancreatic populations with stemness features. (A) Top panel: representative flow cytometry plot showing the gating strategy for isolation of pancreatic cell populations after lineage depletion from an 8-week-old C57Bl/6J mouse. Cells were stained with anti-CD45 and anti-CD31 (lineage cocktail). Bottom panel: lineage depleted cells were stained with anti-EpCAM and anti-Sca-1 resulting into four populations. (B–C) Quantification of organoid forming capacity in Matrigel (B) or spheroid forming efficiency (C) for the different pancreatic cell subsets identified in (A). Shown are mean organoid numbers/10 000 cells±STDEV or mean spheroid numbers/10 000 cells±STDEV (n=4, p values determined by one-way analysis of variance (ANOVA), with Dunnett’s test). (D) Representative confocal images of normal murine pancreatic tissue showing rare cells positive for EpCAM (red), Sca-1 (green) and DAPI (nuclear marker, blue). Arrows indicate EpCAM^+^Sca-1^+^ populations. Scale=50 µm. (E) Representative confocal images of EpCAM^+^Sca-1^+^ cell-derived spheroids after 10 days of culture. Spheroids were stained with antibodies against pancreatic lineage markers amylase, Hes1, insulin and cytokeratin 19 (CK19) (all in green) and DAPI (nuclear marker, blue). (F–G) Mean spheroid numbers/10 000 cells±STDEV (F) or mean organoids/10 000 cells±STDEV (G) and representative bright field images (bottom) of spheroids or organoids (in Matrigel) generated from sorted EpCAM^+^Sca-1^+^CD133^+^ and EpCAM^+^Sca-1^+^CD133^–^ cells after 10 days of culture (n=4, p values as determined by unpaired t-test). (H) Mean spheroid numbers/10 000 cells±STDEV of EpCAM^+^Sca-1^+^CD133^-^ and EpCAM^+^Sca-1^+^CD133^+^ cell-derived spheroids across serial passages (top) (n=4, p values determined by unpaired t-test). Representative bright field images (bottom) show EpCAM^+^Sca-1^+^CD133^+^ cell-derived spheroids at each passage. DAPI, 4',6-diamidino-2-phenylindole; EpCAM, epithelial adhesion cell adhesion molecule; Sca-1, stem cell antigen 1; STDEV, standard deviation.

### EpCAM^+^Sca-1^+^ cells expand during carcinogenesis and possess CSC features

In the KPC mouse model of PDAC,^18–20^ all epithelial cell descendants constitutively express active *Kras* and *p53* mutant genes. However, the limited number of malignant lesions suggests that not all cells are equally tumourigenic. We studied if this process would affect the frequency of the above-identified populations. Notably at 8–9 weeks, when acinar-ductal metaplasia (ADM) can be detected, there was a significant increase in EpCAM^+^Sca-1^+^ cells in the pancreata of KPC mice compared with KP controls, while other populations remained mostly unchanged (figure 2A, online supplemental figure S1D, E). At later time points (16 weeks), when PDAC is detectable, expansion of EpCAM^+^Sca-1^+^ cells was more pronounced (figure 2B), and EpCAM^+^Sca-1^+^ cells could be partitioned using CD133 expression, with higher levels observed in KPC vs KP pancreata (figure 2C), translating into higher spheroid forming capacity (figure 2D), higher tumour propagating capacity in an extreme limiting dilution assay (ELDA) (figure 2E) and sustained long-term (ie, serial transplantation) tumorigenicity (figure 2F). Importantly, other cell populations did not give rise to tumours (online supplemental figure S1F), supporting that only triple-positive cells have tumour initiating capacity. Of note, this population could also be detected in ADM and in PDAC lesions from KPC pancreata (figure 2G). Finally, using a lineage tracing single-cell RNA sequencing (scRNA-seq) dataset based on a *Ptf1a*-CreER; LSL-*KRas*-G12D; LSL-*tdTomato* PDAC mouse model,^21^ we found that epithelial cells expressing *Epcam*, *Ly6a*/Sca-1 and *Prom1/*CD133 expand from early metaplastic states to full tumour cells (figure 2H,I), supporting the existence of these cells early on and throughout tumour development. Thus, triple-positive cells possess all the essential characteristics to be considered *bona fide* CSCs.

**Figure 2:**
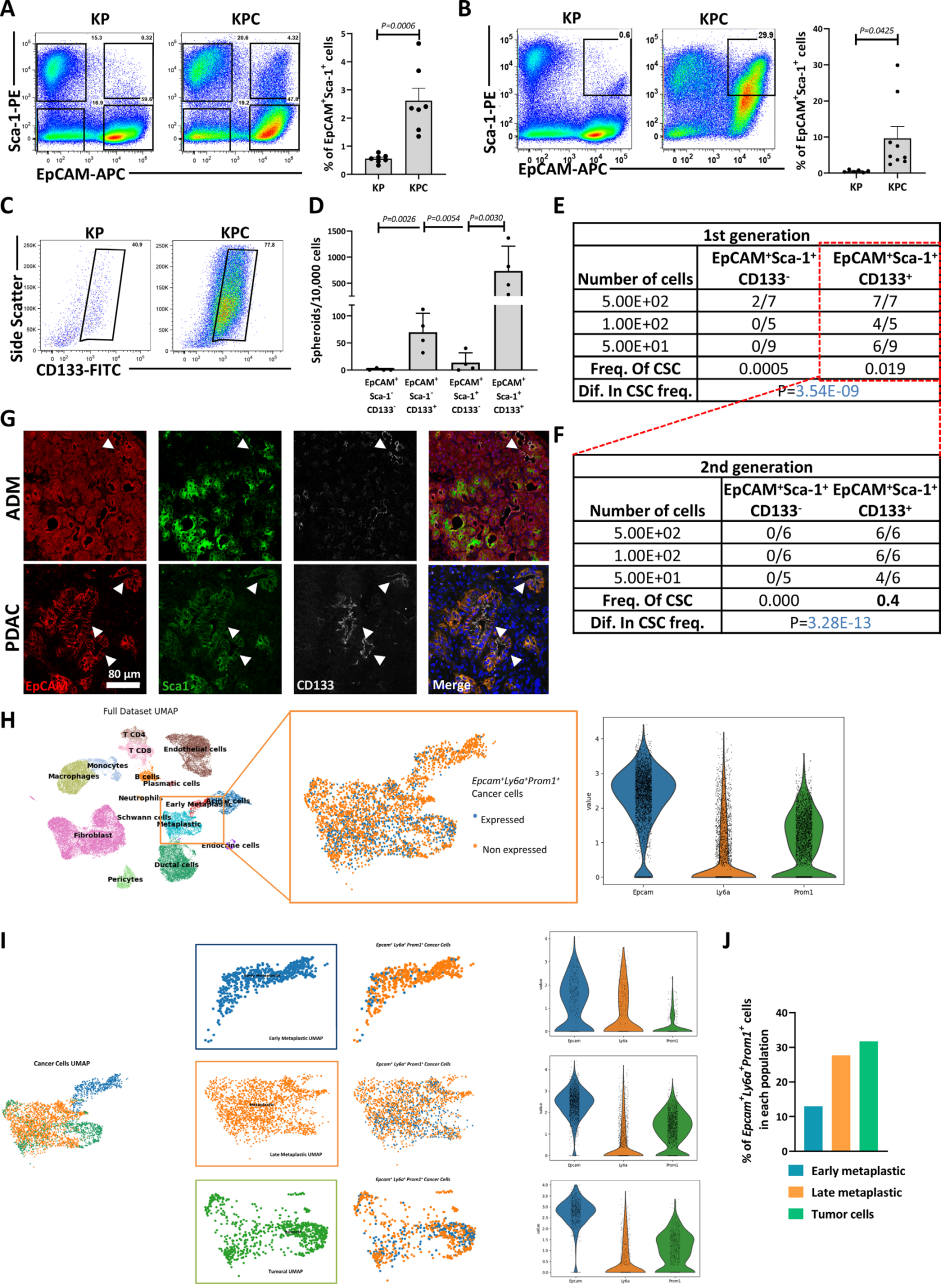
EpCAM^+^Sca-1^+^CD133^+^ cells possess CSC properties and expand during tumour progression. (A) Left panel: representative flow cytometry plot showing Lin^-^ pancreatic cells stained with EpCAM and Sca-1 from 8-week-old control LSL-Kras^G12D/+^; LSL-Trp53^R172H/+^ mice (KP) versus LSL-Kras^G12D/+^; LSL-Trp53^R172H/+^; Pdx-1-Cre mice (KPC). Right panel: histogram plot showing the mean±SEM percentage of EpCAM^+^Sca-1^+^ cells in control KP and KPC animals (n=6, p values determined by unpaired t-test). (B) Left panel: representative flow cytometry plot displaying EpCAM and Sca-1 expression in Lin^-^ cells from a KPC mouse tumour at 16 weeks and corresponding pancreata from a control KP mouse. Right panel: histogram plot showing the mean±SEM percentage of EpCAM^+^Sca-1^+^ cells in KP and KPC groups (n=6, p values determined by unpaired t-test). (C) Representative flow cytometry plot showing the expression of CD133 within the EpCAM^+^Sca-1^+^ gate in a KP and KPC mouse at 16 weeks. (D) Mean±SEM of the number of spheroids/10 000 cells generated by the indicated populations after 10 days in sphere culture conditions. Cells were sorted from the pancreata of 16-week-old KPC mice (n=4, p values determined by one-way analysis of variance (ANOVA), with Dunnett’s test). (E) Panel detailing the tumorigenic potential (number of tumours formed/number of injections) of the indicated number of EpCAM^+^Sca-1^+^ cells injected in the flanks of athymic nude mice. Cells were sorted from KPC tumours and segregated by CD133 expression. Predicted frequency (freq.) of CSCs as a function of the evaluated dilutions are shown (p values determined by χ^2^ analysis obtained using ELDA software). (F) Panel detailing secondary engraftment potential of EpCAM^+^Sca-1^+^CD133^+^ and EpCAM^+^Sca-1^+^CD133^-^ tumour cells isolated from parental tumours generated in (E). Predicted CSC frequencies (freq.) as a function of the evaluated dilutions are shown (no. of injections >5, p values determined by χ^2^ analysis obtained by ELDA software). (G) Representative confocal images showing triple staining with antibodies against EpCAM (red), Sca-1 (green), CD133 (grey) and DAPI (nuclear marker, blue). Top panel: pancreata from a KPC mouse at 8 weeks where acinar-ductal metaplasia (ADM) can be observed. Bottom panel: tumour (PDAC) from a 16-week-old KPC mouse. Arrowheads indicate the triple-positive population. Scale=80 µm. (H) Left panel: UMAP representing the clusters from the lineage tracing single-cell RNA sequencing (scRNA-seq) dataset from Schlesinger *et al*.^21^ Middle panel: the metaplastic cell cluster is amplified with Epcam^+^Ly6a^+^Prom1^+^ cells highlighted in blue, and the percentage of triple-positive cells is indicated. Right panel: expression of the markers in the metaplastic population. (I) Left panels: UMAP corresponding to the different states of early tumorigenesis included in this dataset. Middle panels: amplification of the different states in early tumour evolution. Triple-positive cells are highlighted in blue. Right panels: violin plots showing the levels of expression of the indicated genes in the populations displayed. (J) Histogram representing the percentage of early metaplastic, late metaplastic and tumour cells expressing the three markers from the total in each population. CSC, cancer stem cell; ELDA, extreme limiting dilution assay; EpCAM, epithelial adhesion cell adhesion molecule; Ly6a, lymphocyte antigen 6A; PDAC, pancreatic ductal adenocarcinoma; Prom1, prominin-1; Sca-1, stem cell antigen 1; STDEV, standard deviation; UMAP, Uniform Manifold Approximation and Projection.

### Triple-positive CSCs are enriched in stemness and immune evasion signatures

Transcriptomic analysis of triple-positive CSCs versus all other tumour cells was performed, and gene set enrichment analysis (GSEA) revealed a significant enrichment in stem cell signatures (figure 3A) and other pathways associated with inflammation and leucocyte migration (online supplemental figure S2A). Importantly, we observed that triple-positive CSCs were also enriched in immune modulation/evasion, innate immune response and tumour invasion signatures (figure 3B). While already described PDAC progression and/or stemness-related genes (ie, *Mmp7*, *Cxcl5, Msln*, *Dckl1*, *Tspan8* and *Lgr5*) were among the most significantly upregulated in CSCs,^22–26^ we also identified, for the first time, *Pglyrp1* as significantly upregulated (figure 3C). In mammals, PGLYRP1 is mainly produced by neutrophils in antibacterial granules, also regulating innate immunity,^27 28^ or by epithelial cells to modulate the microbiome.^29–31^ Recently, PGLYRP1 was associated with immune evasive mechanisms in T cells from certain tumours (ie, melanoma), positioning it as a potential target for cancer treatment.^32^ However, to date, PGLYRP1 has not been studied in PDAC or in PDAC CSCs.

**Figure 3:**
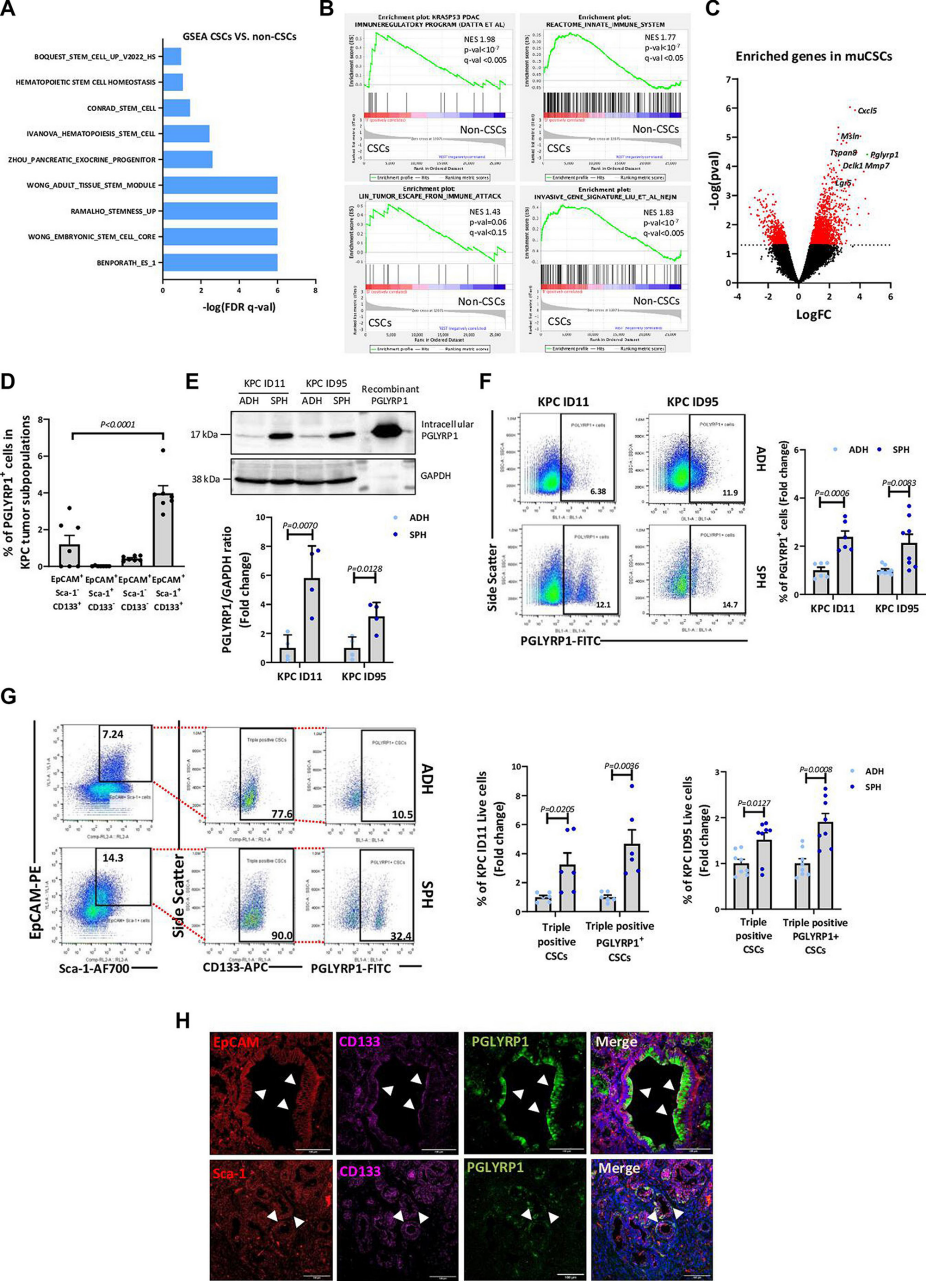
Transcriptomic analysis of triple-positive CSCs and validation of PGLYRP1 as a CSC marker. (A) Gene sets enriched in the transcriptional profile of the EpCAM^+^Sca-1^+^CD133^+^ population (CSCs) versus the rest of populations (non-CSC), showing an enrichment in stem cell signatures. Shown are the -log(FDR q-val) values for each pathway using the indicated published gene signatures, nominal p<0.05, FDR <15% (n=3 biological replicates). (B) GSEA plots showing enrichment of indicated signatures in the EpCAM^+^Sca-1^+^CD133^+^ population (CSC) versus all other tumour cells (non-CSC). (C) Volcano plot showing the significantly enriched genes (in red) in EpCAM^+^Sca-1^+^CD133^+^ CSCs versus all other tumour cells (n=3 biological replicates). (D) Quantification of PGLYRP1^+^ cells in the indicated populations in KPC PDAC tumours detected by flow cytometry, represented as percentage±SEM (n=7, p values determined by one-way ANOVA with Dunnett’s test). (E) Top panel: representative western blot of PGLYRP1 levels from protein extracts derived from adherent (ADH) and spheroid (SPH) cultures. GAPDH was used as an internal loading control. Bottom panel: mean fold change of PGLYRP1/GAPDH densitometric ratios±STDEV, with ADH set as 1.0 (n=3, p values determined by unpaired t-test). (F) Left panel: representative flow cytometry plots showing the percentage of PGLYRP1-FITC expressing cells in both cell lines cultured as ADH and SPH. Right panel: quantification represented as the mean fold change±SEM, with ADH set as 1.0 (n=6, p values determined by unpaired t-test). (G) Left panel: representative flow cytometry plots showing the expansion of the EpCAM^+^Sca-1^+^CD133^+^ CSC and triple-positive PGLYRP1^+^ compartments in KPC cell lines cultured as ADH and SPH. Right panels: frequency of triple-positive and PGLYRP1^+^ triple-positive cells in the indicated cell cultures. Data are represented as the mean fold change in the percentage of the indicated populations±SEM, with ADH set as 1.0 (n=6, p values determined by unpaired t-test). (H) Representative confocal images showing CSC marker expressing cells. EpCAM or Sca-1 (red), CD133 (pink), PGLYRP1 (green) and DAPI (nuclear marker, blue). Arrowheads indicate the CSC population. ANOVA, analysis of variance; CSCs, cancer stem cells; EpCAM, epithelial adhesion cell adhesion molecule; FDR, false discovery rate; FITC, fluorescein isothiocyanate; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; GSEA, gene set enrichment analysis; PDAC, pancreatic ductal adenocarcinoma; PGLYRP1, peptidoglycan recognition protein 1; Sca-1, stem cell antigen 1; STDEV, standard deviation.

*Pglyrp1* expression was first validated in primary KPC tumours (figure 3D, online supplemental figure S2B), confirming its expression predominantly in the triple-positive population. Next, we cultured primary KPC tumour-derived cell lines in adherence or as spheroids, the latter being a common methodology to enrich for CSCs,^33^ and performed transcriptomic analyses. 

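KPC mice are a genetically engineered model that develops pancreatic tumours, and the cells analysed here were lines derived from such tumours. RNA from 3 lines, numbered 1, 6 and 45 in the sample labels and called cell lines 1, 2 and 3 here, was hybridised to 1-colour mouse expression arrays, with 1 adherent and 1 spheroid culture per line and thus 6 arrays in all. The supplementary methods give 72 h of culture for both conditions, whereas the sample labels give 4 days. For spheroids the labels name serum-free RPMI with B27 supplement and the supplementary methods serum-free DMEM/F12 with it. The labels also describe an amplification step for small amounts of RNA before labelling. The deposited scanner files hold the intensity of 59305 gene spots per array, which belong to 55681 probes. Probes well above background made up 45.7%, 44.9% and 44.4% of all probes on the adherent arrays of cell lines 1, 2 and 3 and 48.7%, 45.6% and 53.3% on the spheroid arrays, and no spot was saturated. The arrays lay on 3 slides and were scanned on 2 dates. Slide 1 held the adherent arrays of cell lines 1 and 2 and the spheroid array of cell line 1, slide 2 held the adherent array of cell line 3 and the spheroid array of cell line 2, and slide 3 held the spheroid array of cell line 3 alone. Both arrays of cell line 1 were scanned on a date of their own, so this batch is the same as that cell line.

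As in the methods, the background was corrected with normexp and the arrays were normalised by quantiles. The methods' text names no offset, and 50 was set before the data were examined. The log2 values the authors deposited in their normalised table differed from the recomputed ones by a median of at most 0.00244 on each array. Spots marked as outliers were left out and spots of one probe were averaged. The filter is not described in the methods, and 26296 probes well above background on at least 3 of the 6 arrays were tested with limma. Of these, 16875 probes could be assigned to 12909 genes, and the probe with the highest mean signal stood for its gene. Every log2 difference below is spheroid minus adherent. The number of arrays limits the precision, since 3 cultures against 3 allow no exact permutation p under 0.1.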

Again, we observed the previously mentioned signatures and genes (online supplemental figure S2C, D), as well as increased total, secreted and surface-linked PGLYRP1 expression in spheroids from two KPC-derived (ID11 and ID95) cell lines (figure 3E,F, online supplemental figure S2E). Moreover, we found *Pglyrp1* expression in metaplastic cells from the previously mentioned scRNA-seq dataset (online supplemental figure S2F). 

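In limma without a term for the cell line, 4 of the 26296 probes differed between spheroid and adherent cultures after Benjamini-Hochberg adjustment at an FDR of 0.05, 3 of them higher in spheroids. At an unadjusted p of 0.05 the number was 4404. With the cell line as a block, which compares the cultures within each line, 81 probes passed, 61 of them higher. With the slide as a block, 583 probes passed, the largest change among the alternatives. All 4 probes were among those called with either block. Of the genes named by the paper for triple-positive CSCs (Mmp7, Cxcl5, Msln, Dclk1, Tspan8, Lgr5 and Pglyrp1), 6 of 7 had a higher mean in spheroids and 5 were higher in each of the 3 cell lines. None passed the FDR over all probes without the block and 1, Cxcl5, passed with it. Adjusted over the list alone, 1 gene, Cxcl5, passed without the block, and 4 passed with it: Cxcl5, Tspan8, Pglyrp1 and Lgr5.

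The signal of Pglyrp1 was 7.80 ± 1.66 (SD, n = 3 cell lines) on the log2 scale in adherent cultures and 12.24 ± 4.26 (SD, n = 3) in spheroids. The difference of 4.44 (standard error 2.06) did not pass in limma without a block, with an adjusted p of 0.341. With the cell line as a block the standard error was 1. The p in limma was then 0.00744 unadjusted and 0.105 adjusted over all probes, which did not pass. With the slide as a block Pglyrp1 passed, with a difference of 7.20 and an adjusted p of 0.00939. The slide block does not pair cultures of one line: on slide 2 it sets the spheroid culture of cell line 2 against the adherent culture of cell line 3, and the spheroid array of cell line 3, alone on slide 3, adds nothing to it. Within the lines Pglyrp1 rose by 6.46, 5.47 and 1.41 in cell lines 1, 2 and 3, and with an array or a line left out the mean difference lay between 2.59 and 6.77. The probe was well above background on 2 of the 3 adherent arrays but not on that of cell line 3, so the value there is a lower bound. Cxcl5, which encodes a chemokine, rose by 7.05, 6.80 and 7.05 in the 3 lines, with an adjusted p of 0.076 in limma without the block and 0.00514 with it.

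Table S5 lists the 100 genes most upregulated in sorted triple-positive CSCs, which were measured on other arrays. Of its 94 different symbols, 86 were measured here. Their median log2 difference was 0.65, against -0.00347 for all 12909 genes, and 62 were higher in spheroids, 40 of them in every line. The set passed in limma's camera with a preset correlation of 0.01 (p = 0.00049), but not when the correlation was estimated from the arrays (p = 0.392) or in the rotation test fry (p = 0.252). With the cell line as a block, limma's rotation test fry gave p = 0.00608 and camera with an estimated correlation p = 0.0553. Adjusted over the list alone, 8 of the genes passed without the block and 40 with it, counted in either direction. Among the 8, Ccn2 (-2.23) and Dctd (-1.42) were lower in spheroids. Over all probes tested the numbers were 0 and 4, and those 4 were all higher. The paper states that the signatures and genes found in triple-positive CSCs were seen again in spheroids (online supplemental figure S2C, D).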

We also observed enrichment in both triple-positive and PGLYRP1^+^ triple-positive subpopulations in spheroids (figure 3G). In agreement with these data, PGLYRP1 colocalised with EpCAM^+^Sca-1^+^ and EpCAM^+^CD133^+^ cells in KPC tumours (figure 3H).

To evaluate the expression of PGLYRP1 during tumour evolution, we combined immunofluorescence analyses with interrogation of single-cell RNA-seq data. In histological sections of the healthy pancreas, we could not detect PGLYRP1 expression in epithelial cells (figure 4A), although in pancreatitis, some acini presented PGLYRP1 (figure 4B). In KPC transformed pancreas; however, PGLYRP1 was detectable as early as 10 weeks and throughout tumour evolution (figure 4C). PGLYRP1 was also expressed in metastatic lung lesions, colocalising with cytokeratins and EpCAM (figure 4D). While PGLYRP1 overexpression is associated with PDAC tumour cells, inflammation can slightly increase its expression in acini (figure 4E). In transcriptomic data, *Pglyrp1* expression increased approximately four times from early metaplastic to late metaplastic cells (figure 4F). Interestingly, nearly half of the triple-positive CSCs expressed *Pglyrp1* in early metaplastic states, increasing to almost 100% in later stages (figure 4G). Taken together, these results suggest that the expression of PGLYRP1 by CSCs and other tumour cells could be relevant for tumour initiation and progression.

**Figure 4:**
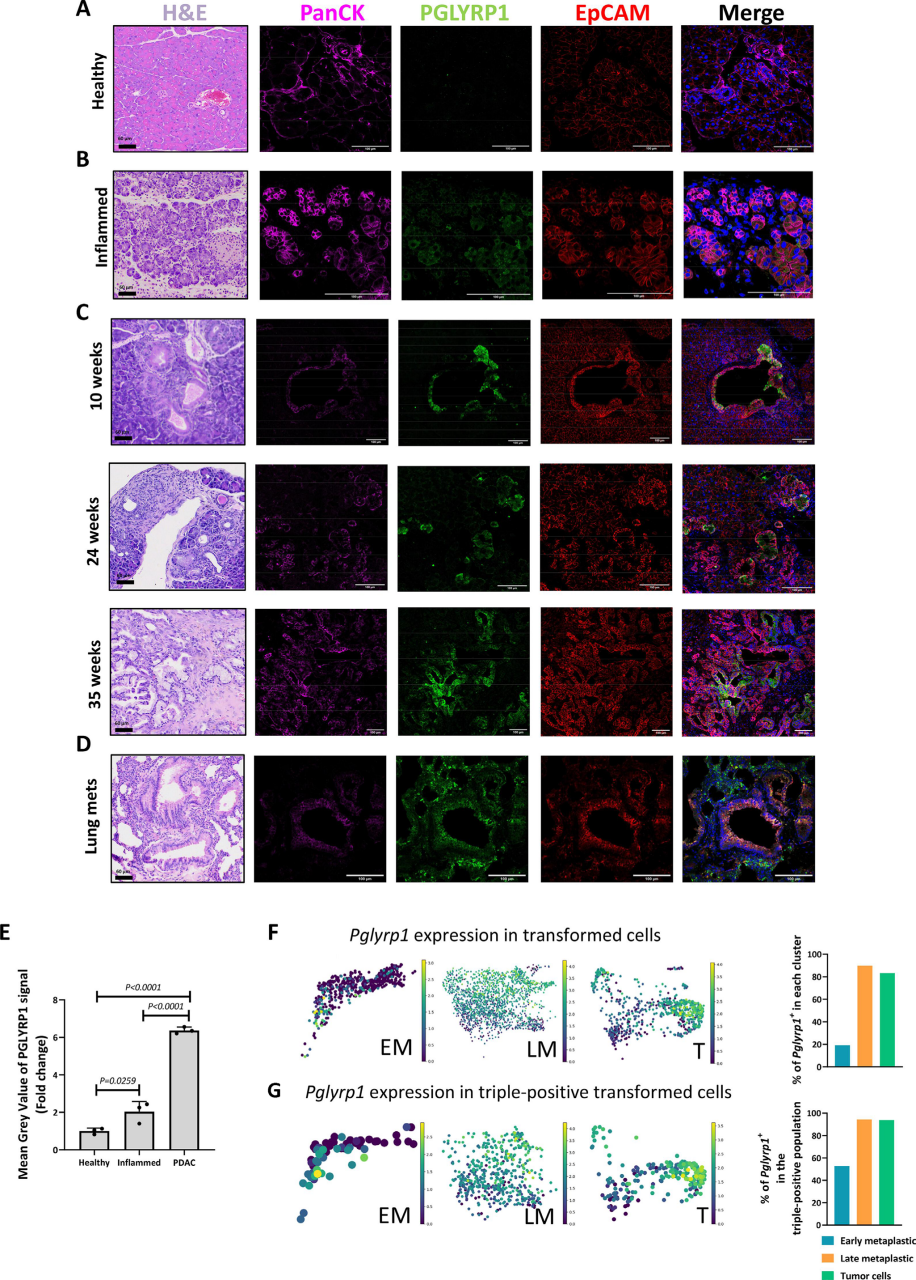
PGLYRP1 expression during tumour evolution. Representative H&E-stained images and confocal microscopy images of PanCK (pink), PGLYRP1 (green), EpCAM (red) and DAPI (nuclear marker, blue) in (A) a mouse healthy pancreata, (B) pancreatic tissue following cerulein-induced pancreatitis, (C) in the pancreas of a 10-week, 24-week and 35-week-old KPC mice and (D) in a lung metastasis (PGLYRP1 colocalises with EpCAM^+^PanCK^+^ lesions; PGLYRP1 staining can also be found in surrounding immune cells). For all images, brightness and contrast were adjusted with ImageJ. Scale bar=60 µm (H&E images) and scale bar=100 µm (fluorescence images). (E) Quantification of PGLYRP1 expression, comparing the mean grey value of the PGLYRP1 staining signal, shown as the mean fold change±STDEV, with healthy pancreas set as 1.0 (n=3, p values determined by one-way ANOVA with post hoc Tukey test). (F) Left panels: UMAPs showing *Pglyrp1* expression in the Schlesinger *et al* dataset^21^ in early metaplastic (EM), late metaplastic (LM) and tumour cell (T) states. Right panel: histogram representing the percentage of *Pglyrp1* expressing cells for each state. (G) Left panels: UMAPs showing *Pglyrp1* expression in the triple-positive population in the Schlesinger *et al* dataset^21^ in early metaplastic (EM), late metaplastic (LM) and tumour cell (T) states. Right panel: histogram representing the percentage of *Pglyrp1* expressing cells in triple-positive cell population for each state. ANOVA, analysis of variance; CSCs, cancer stem cells; DAPI, 4',6-diamidino-2-phenylindole; EpCAM, epithelial adhesion cell adhesion molecule; PanCK, pan-cytokeratin; PGLYRP1, peptidoglycan recognition protein 1; STDEV, standard deviation.

### PGLYRP1 is not relevant for stemness but essential for tumour formation

To determine if PGLYRP1 is involved in stemness, PGLYRP1 KO cells were generated in KPC ID11 and ID95 cells (figure 5A,B). To maintain the heterogeneity of the primary culture and the CSC compartment, CRISPR KO validation was performed on the cell pool instead of from a single-cell-derived culture. A consistent reduction in PGLYRP1 expression was confirmed. We next performed an ELDA of wild-type (WT) and KO cells in C57Bl/6J immunocompetent mice. In addition, PGLYRP1 overexpressing (OE) cells were generated (online supplemental figure S3A) and included. While no relevant differences in tumour numbers or weights between WT and OE cells were observed (figure 5C), OE cell-derived tumours grew significantly faster (figure 5D, online supplemental figure S3B, C), and many presented a less differentiated appearance in histological analyses (online supplemental figure S3D). Strikingly, PGLYRP1 KO significantly impaired tumour take (figure 5E). For ID11, no tumours formed when 10^3^ KO cells were injected, and for ID95, KO cells were unable to form tumours at all dilutions (figure 5D,E, online supplemental figure S3B–D). To discard differences in PGLYRP1 KO cell proliferation, we quantified cell numbers in vitro over 3 days and observed no differences compared with WT cells (figure 5F). Importantly, using ID95 cells expressing Cas9 and a control Scramble guide, we could discard that the effects observed for PGLYRP1 KO cells in vivo were due to a CRISPR/Cas9 immunogenic effect as no differences between WT and Scramble cells were observed (online supplemental figure S3E).

**Figure 5:**
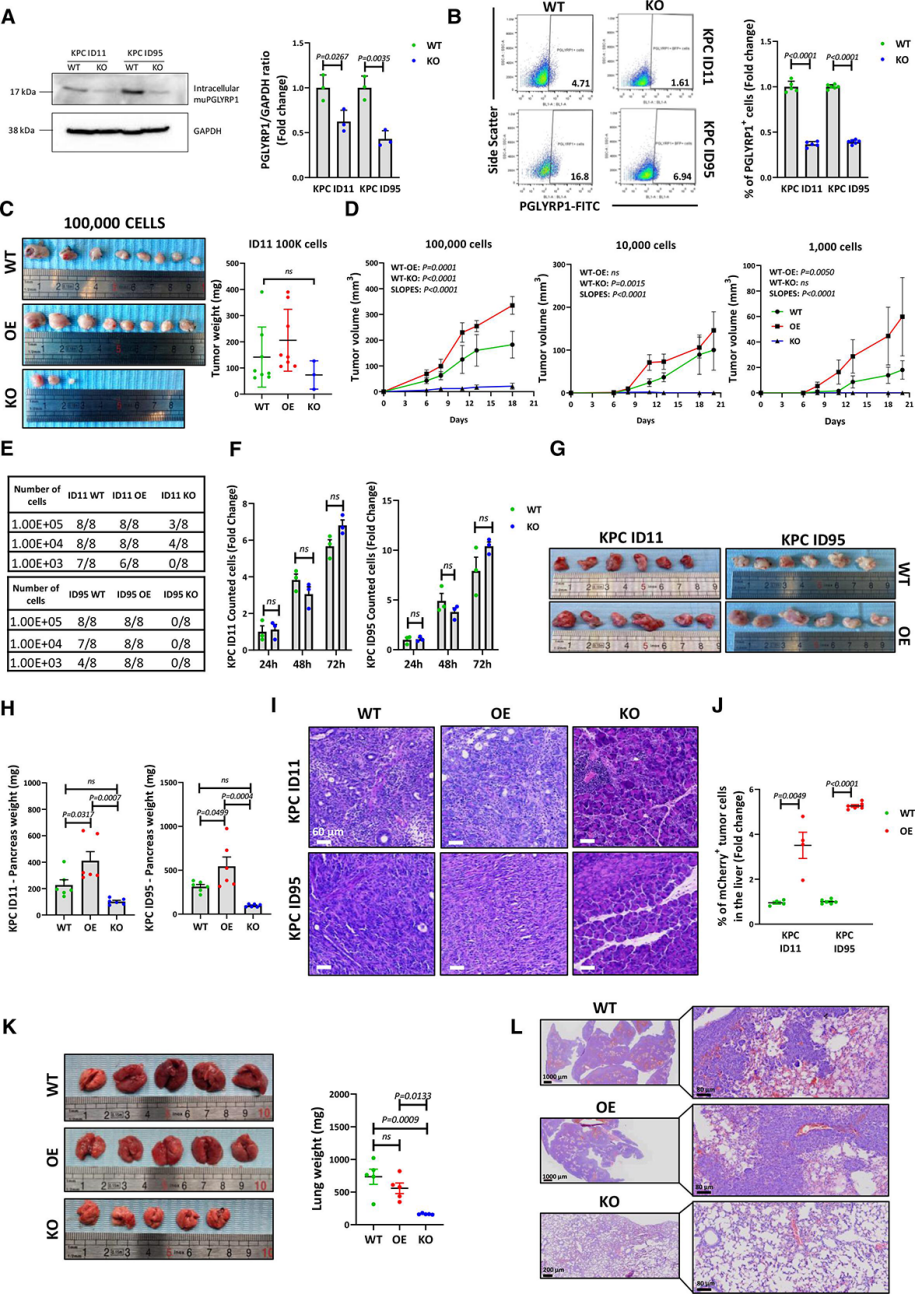
Tumorigenic and metastatic potential of PGLYRP1 knockout and overexpression models. (A) Left panel: representative western blot of intracellular PGLYRP1 levels in protein lysates from wild-type (WT) and CRISPR knockout (KO) KPC ID11 and ID95 cell lines. GAPDH was used as an internal loading control. Right panel: mean fold change of the PGLYRP1/GAPDH densitometric ratios±STDEV, with each WT set as 1.0 (n=3, p values determined by unpaired t-test). (B) Left panel: representative flow cytometry plots of PGLYRP1 expression in both WT and KO cell lines. Right panel: mean fold change in PGLYRP1 expressing cells±SEM, with WT set as 1.0 (n=5, p values determined by unpaired t-test). (C) Left panel: images of tumours obtained from a subcutaneous extreme limiting dilution assay (ELDA). Shown are tumours extracted from immunocompetent C57Bl/6J mice 3 weeks postinjection of 100 000 WT, PGLYRP1 overexpressing (OE) or KO cells derived from the ID11 cell line. Right panel: mean tumour weights (mg)±SEM (no. of injections=8, p values determined by one-way ANOVA with post hoc Tukey test). (D) Growth curves indicating the mean tumour volume (mm^3^)±SEM over 20 days following injection of 100 000, 10 000 or 1000 ID11 wild-type (WT), PGLYRP1 OE or KO cells. The slopes for each group were compared using the ‘comparing slopes tool’ (GraphPad v8), and the p value presented was calculated by comparing all slopes. P values to compare between groups were calculated by two-way ANOVA. (E) Panels detailing the tumorigenic potential of the indicated numbers of injected ID11 and ID95 WT, PGLYRP1 OE or KO cells in immunocompetent C57Bl/6J mice. Each column shows the number of tumours formed/number of injections. (F) Proliferation (no. cells) of KPC ID11 and ID95 WT and PGLYRP1 KO at 24, 48 and 72 hours (h) after seeding, represented as the mean fold change±STDEV with WT 24 hours set as 1.0 (n=3, per condition and time, p values determined by unpaired t-test). (G) Images of tumours at the time of sacrifice from orthotopic injection of 10^4^ ID11 or ID95 WT or OE cells in immunocompetent C57Bl/6J mice. KO cells did not succeed in forming tumours. (H) Mean pancreata weight (mg)±SEM (n=6, p values determined by one-way ANOVA with post hoc Tukey test). (I) Representative H&E-stained sections of orthotopic tumours and pancreata from (G). Scale=60 µm. (J) Mean fold change in the percentage of mCherry^+^ tumour cells in digested livers±STDEV, with WT set as 1.0, as detected by flow cytometry (n=4 for ID11 and n=6 for ID95, p values determined by unpaired t-test). (K) Left panel: images of the lungs at the time of sacrifice from intravenous injection of 10^6^ KPC WT, PGLYRP1 OE or KO cells in immunocompetent C57Bl/6J mice. Right panel: Mean lung weight (mg)±SEM (n=5, p values as determined by one-way ANOVA with post hoc Tukey test). (L) Representative H&E-stained sections of lung metastases from (K). Left images: zoom 10× (scale=1000 µm or 200 µm). Right images: zoom 40× (scale=80 µm). ANOVA, analysis of variance; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; PGLYRP1, peptidoglycan recognition protein 1; STDEV, standard deviation.

To investigate the potential influence of the immune system and further study the possible role of PGLYRP1 in PDAC stemness, we performed an additional tumour formation assay in immunodeficient NOD.CB17-Prkdc^scid/scid^/Rj (NOD.SCID) mice injecting 10^3^ cells, the limiting dilution obtained above. In this setting, KO cells generated the same number of tumours compared with WT and OE cells (online supplemental figure S3F). Although ID11 KO cells grew significantly slower than WT cells, tumours did not show significant diferences in final average weight and volume, which was replicated with the ID95-derived cell lines, suggesting that PGLYRP1 does not impair tumour initiation/stemness and that adaptive immune cells and fully functional innate immune cells were likely responsible for impeding KO cell growth in the immunocompetent setting (online supplemental figure S3G). Moreover, these data discarded a possible role for PGLYRP1 in stemness, although they suggest that PGLYRP1 is an important putative immune evasion protein used by CSCs. Following this idea, we investigated if PGLYRP1 expression favoured primary tumour formation and metastatic colonisation after orthotopic implantations in C57Bl/6J mice pancreata. PGLYRP1 overexpression increased primary tumour size (figure 5G,H) and induced a more dedifferentiated phenotype as determined by histological analysis (figure 5I). Moreover, disseminated cells from OE tumours colonised the liver more efficiently (figure 5J). Again, KO cells did not form tumours or metastases (figure 5G–J). To bypass tumour formation as a requisite for distant organ colonisation, 10^6^ WT, OE and KO cells were intravenously injected in C57Bl/6J mice. PGLYRP1 WT and OE cells succeeded in forming metastases in the lungs, while KO cells did not (figure 5K,L). Altogether, these data support the hypothesis that PGLYRP1 is necessary for initiation and metastasis in immunocompetent mice.

### PGLYRP1 confers immune protection and alters the immune tumour microenvironment

In line with an immune evasive role, we found that PGLYRP1^+^ cells also coexpressed higher levels of PD-L1 and CD86 compared with PGLYRP1^-^ cells (figure 6A,B), both of them immune checkpoint ligands that engage with PD-1 and cytotoxic T-lymphocyte-associated antigen 4 (CTLA-4) on T cells, respectively, and inhibit T cell activation and antitumour responses,^34^ indicating an overlap between PGLYRP1 and established immune checkpoint ligands. To directly test the immunoevasive capacity, WT, OE and KO cells were cocultured with MΦs and activated T cells to evaluate phagocytosis and cytotoxicity, respectively. We found that KO cells were phagocytosed more efficiently and were more vulnerable to cytotoxic killing than WT cells, while OE cells were more resistant to immune cell attack (figure 6C–E). Supporting these results, anti-PGLYRP1 antibodies increased KPC WT susceptibility to MΦ-mediated phagocytosis (figure 6D). Thus, PGLYRP1 expression seems to have an active role in immune evasion in vitro and may condition the immune landscape in vivo. To test the latter, we performed immune phenotyping in the orthotopic tumours established above and observed a significant decline in immune cell infiltration, particularly in the myeloid cell, monocyte and neutrophil subsets in OE versus WT tumours (figure 6F). However, there were no significant changes in MΦs, CD206^+^ MΦs, general T cells, and CD4^+^ and CD8^+^ T-cell subsets in OE tumours (figure 6F), indicating that PGLYRP1 does not likely influence the infiltration or retention of these immune subsets. In PGLYRP1 KO cell-injected pancreata (in which tumours did not form), we could only evaluate the immune cells that remained after tumour cell clearance, which we compared against the pancreata of control mice. All the immune populations analysed, except for CD206^+^ TAMs, augmented in comparison with healthy controls, indicating the presence of a robust immune infiltration/response against injected KO cells (figure 6G). Thus, PGLYRP1 expression seems to modulate the immune response during tumour formation by altering immune cell infiltration and conferring resistance to activated T cells and MΦs.

**Figure 6:**
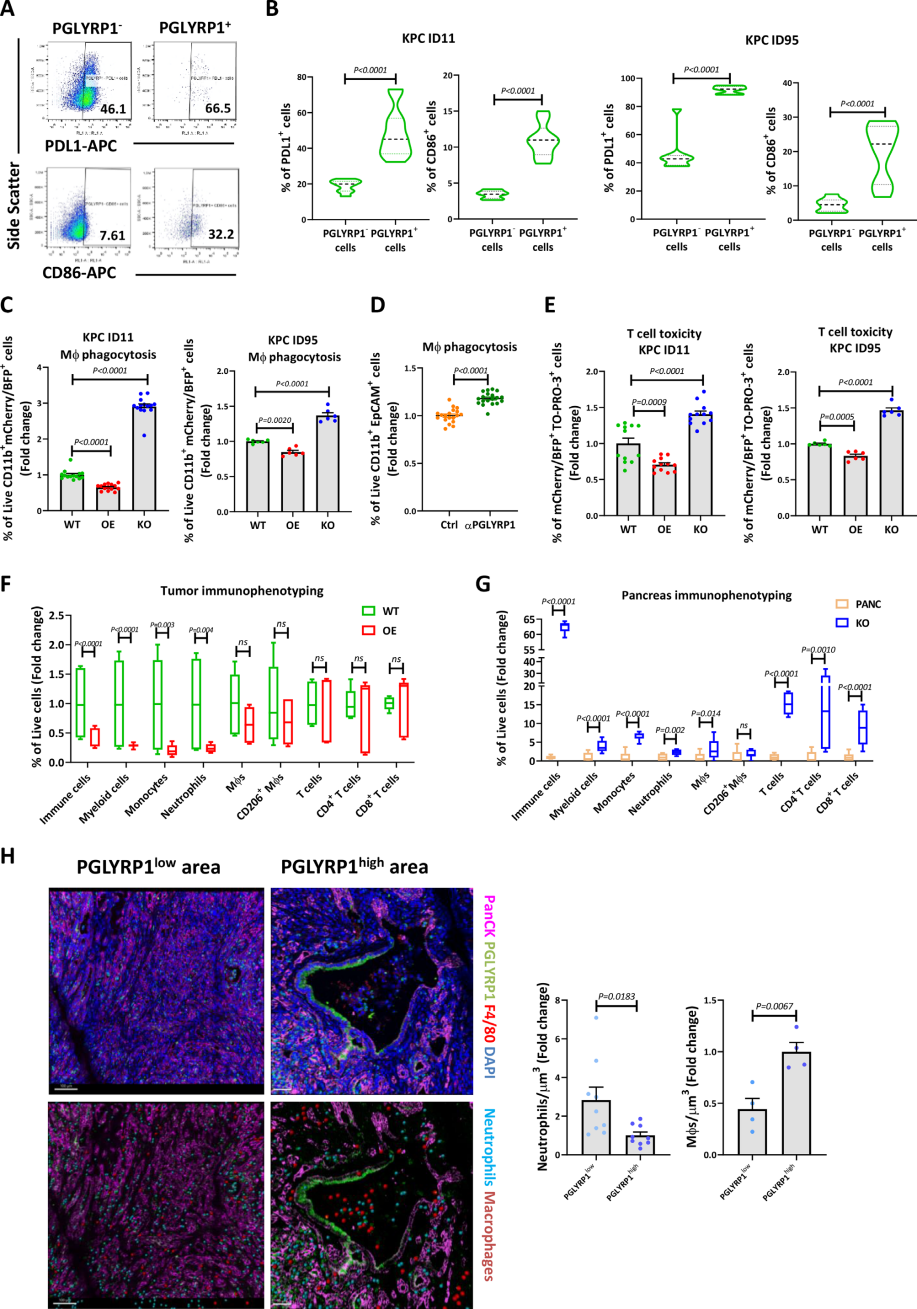
PGLYRP1 promotes immune evasion and alters immune infiltration. (A) Representative flow cytometry plots of PD-L1 and CD86 expression in PGLYRP1^-^ or PGLYRP1^+^ populations. (B) Violin plots representing the quantification of the mean percentage of PD-L1^+^ and CD86^+^ cells in the PGLYRP1^-^ or PGLYRP1^+^ populations for the ID11 cell line (left) and the ID95 cell line (right) determined by flow cytometry (n=9, p values determined by unpaired t-test). (C) Quantification of MΦ-phagocytosed cells (ID11, left; ID95, right), determined by flow cytometry as double-positive (mCherry/BFP^+^ and CD11b^+^) live cells, represented as mean fold change±SEM, with WT set as 1.0 (n=14 for ID11 and n=6 for ID95, p values determined by one-way ANOVA with post hoc Tukey test). Bone marrow-derived primary MΦs were obtained from three different donor mice. (D) Quantification of MΦ-phagocytosed PGLYRP1 WT cells (Ctrl) without or with anti-PGLYRP1 (αPGLYRP1) treatment (0.5 µg/mL; 24 hours), determined by flow cytometry as double-positive (EpCAM^+^ and CD11b^+^) live cells, represented as mean fold change±SEM, with Ctrl set as 1.0 (n=19, p values determined by unpaired t-test). (E) Quantification of dead cells (TO-PRO-3^+^) in the tumour population (mCherry^+^/BFP^+^) for ID11 (left) and ID95 (right) cells, determined by flow cytometry and represented as mean fold change±SEM, with WT set as 1.0 (n=12 for ID11 and n=6 for ID95, p values determined by one-way ANOVA with post hoc Tukey test). T cells were obtained from lymph nodes and spleen of three different donor mice. (F) Percentage of the different indicated immune cell populations in the TME from WT or OE tumours, determined by flow cytometry and represented as box plots (n=3 mice per condition and cell line, p values determined by unpaired t-test). (G) Percentage of the different indicated immune cell populations in the pancreata microenvironment from control or KO-cell-injected pancreata, determined by flow cytometry and represented as box plots (n=3 mice per condition, p values as determined by unpaired t-test). (H) Left panel: representative images of PGLYRP1^low^ and PGLYRP1^high^ tumour areas from spontaneous KPC tumours obtained by 3D quantitative confocal microscopy. Top images show a conventional IF staining, while bottom images show a postprocessed image where neutrophils (light blue) and macrophages (burgundy) are annotated through Imaris spots function for quantification. Right panels: number of indicated immune cells±SEM (neutrophils or macrophages) per µm^3^ in both tumour areas based on PGLYRP1 expression (low or high) (n=9 tumours for neutrophils and n=3 tumours for macrophages, p values determined by unpaired t-test). ANOVA, analysis of variance; EpCAM, epithelial adhesion cell adhesion molecule; IF, immunofluorescence; KO, knockout; MΦ, macrophage; OE, overexpressing; PD-L1, programmed cell death ligand 1; PGLYRP1, peptidoglycan recognition protein 1; TME, tumour microenvironment; WT, wild type.

To assess the expression and impact of PGLYRP1 on the PDAC immune compartment, the stroma cell populations expressing PGLYRP1 were analysed using the previously mentioned scRNA-seq dataset.^21^ Neutrophils, monocytes, CD4^+^ and CD8^+^ T cells were found to express *Pglyrp1*, although in a lower proportion compared with tumour cells (online supplemental figure S4A, B). Histological sections of KPC tumours confirmed neutrophils as the primary immune cell expressing PGLYRP1 in PDAC (online supplemental figure S4C). Although there is a reduction in neutrophil numbers in OE tumours, a transcriptional analysis of these tumour-associated neutrophils (TANs) revealed that OE-infiltrated TANs express lower levels of migration-related genes (eg, *Cxcr2* and *Cxcr4*) and, interestingly, higher levels of immunosuppressive molecules, including *Pglyrp1* (online supplemental figure S5A), compared with WT tumours. Reduced neutrophil motility in a transwell migration assay (online supplemental figure S5B) and decreased surface expression of CXCR2 and CD95 by flow cytometry in recombinant (r)PGLYRP1-stimulated neutrophils supported these findings (online supplemental figure S5C). Additionally, PGLYRP1 alone enhanced neutrophil survival similar to lipopolysaccharide (LPS), and conditioned medium (CM) from KPC OE cells increased neutrophil survival compared with KPC WT CM (online supplemental figure S5D). M0 MΦs exposed to rPGLYRP1 did not polarise to an M1 or M2 phenotype (online supplemental figure S5E), but when M1-polarised or M2-polarised MΦs were treated with rPGLYRP1, *Cd86* expression was reduced in all MΦ subtypes and *Arg1* expression increased in M2 MΦs (online supplemental figure S5F). In MΦs, CD86 serves as a costimulatory molecule that activates T cells via the interaction with CD28. Consequently, rPGLYRP1 may diminish the immunogenicity of these cells by downregulating CD86 expression. However, the presence of CTLA-4 on T cells alters the function of CD86 towards inducing T cell anergy. Despite its reduced expression, CD86 remains active in MΦs. Moreover, PGLYRP1 exposure also induced the expression of *Camp*, which has been shown to activate CSCs,^35^ reduced the expression of *Tnf* (online supplemental figure S5G) and increased MΦ migration (online supplemental figure S5H), despite no significant effects on MΦ infiltration in PGLYRP1 OE tumours in vivo. In light of the aforementioned results, we used 3D quantitative confocal microscopy to further analyse the spatial distribution of neutrophils and MΦs in KPC spontaneous tumours. Areas with high PGLYRP1 expression exhibited reduced neutrophil but higher MΦ infiltration (figure 6H). These findings support the in vitro migration results and open up the question regarding the role of MΦs in PGLYRP1 expression, given their increased presence in PGLYRP1^high^ areas.

Regarding T cells, exposure of activated and non-activated T cells to rPGLYRP1 showed no variation in exhaustion markers (online supplemental figure S5I). However, activated T cells exhibited reduced viability compared with non-activated T cells (online supplemental figure S5J), highlighting a possible mechanism by which PGLYRP1 protects cells from cytotoxic T-cell mediated death. Overall, these data support the hypothesis of an immunomodulating role for PGLYRP1 promoting an immunosuppressive environment through reduced migration of neutrophils, increased presence of protumoral macrophages and possibly direct induction of activated T cell death.

### TNFα induces PGLYRP1 expression, protecting CSCs from immune clearance

Our RNA microarray data highlighted an enrichment in the TNFα-TNFR1 signalling pathway in triple-positive CSCs (figure 7A and online supplemental figure S6A), including *Tnf* and *Tnfrsf1a* upregulation, which we validated at the mRNA, protein and/or cell surface levels using CSC-enriched spheres or PGLYRP1^+^ triple-positive cells (figure 7B–E, online supplemental figure S6B). Interestingly, a functional connection between TNFα and PGLYRP1 has been described recently.^36^ Bushal *et al* have shown that in microglia, TNFα induces the expression of PGLYRP1. In agreement, another study using oesophageal cancer cells showed that PGLYRP1 modulates TNFα-tumour necrosis factor receptor 1 (TNFR1) signalling by binding TNFR1.^37^ Thus, we hypothesised that TNFα might regulate PGLYRP1 in PDAC CSCs. Indeed, The Cancer Genome Atlas (TCGA) data^38^ showed a positive correlation between *TNF* and *PGLYRP1* expression, supporting a putative functional connection (figure 7F). To experimentally dissect this plausible link, we exposed KPC cells to recombinant (r)TNFα, resulting in increased *Pglypr1* mRNA expression (figure 7G) and frequency of PGLYRP1^+^ cells (figure 7H) along with an expansion in PGLYRP1^+^ CSCs, which was counteracted by the addition of rPGLYRP1 (figure 7I), likely via its binding to TNFR1. Importantly, the non-CSC population did not increase PGLYRP1 expression on rTNFα stimulation (figure 7J). The observed competition with TNFα was confirmed by assessing the expression of TNFα-induced genes in KPC cells treated with rPGLYRP1 (online supplemental figure S6C) and was further validated by using infliximab (TNFα inhibitor) to reduce basal PGLYRP1 expression in spheroid conditions (online supplemental figure S6D). Thus, the sum of these data links PGLYRP1 induction in PDAC CSCs with increased TNFα-TNFR1 signalling.

**Figure 7:**
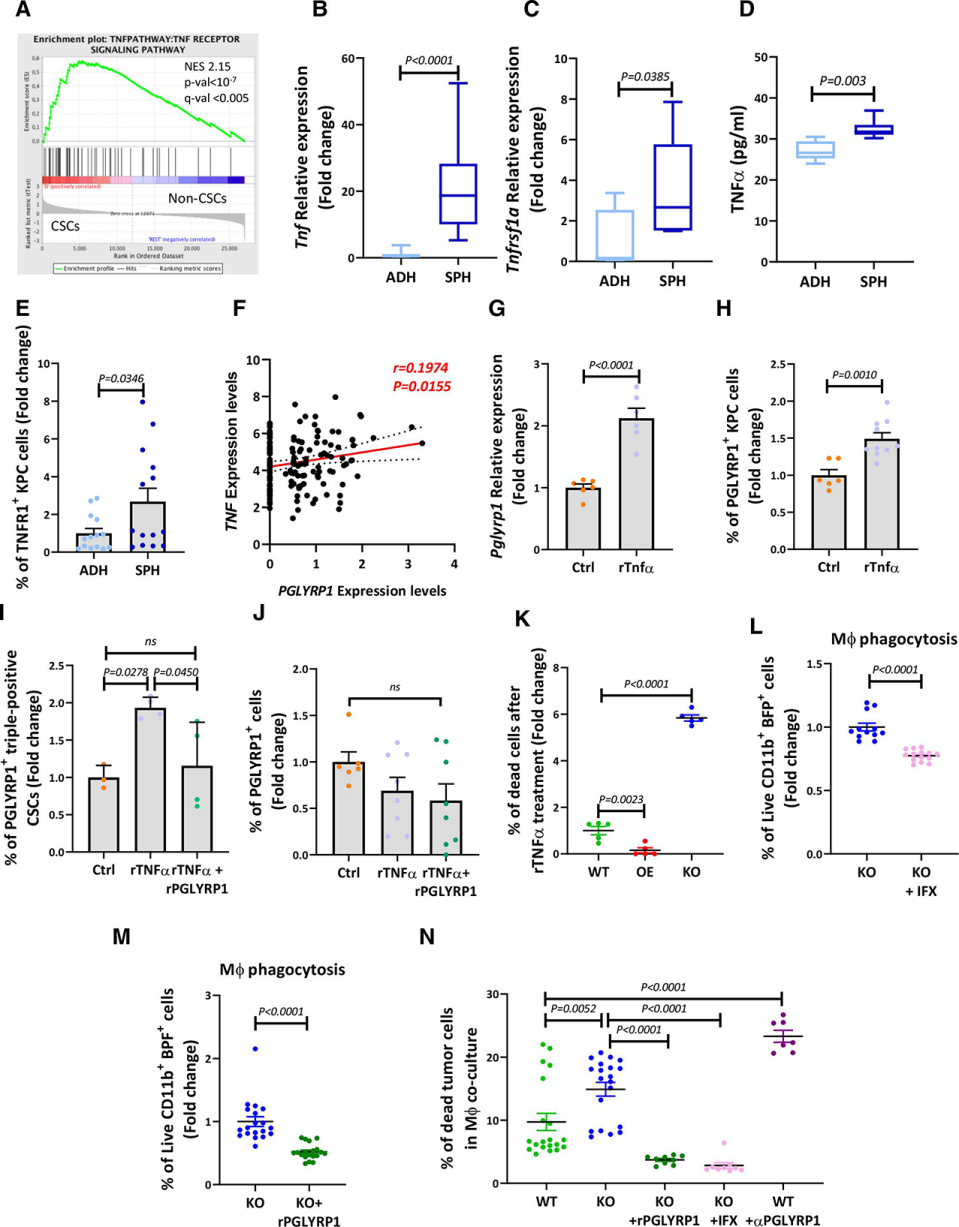
TNFα induces PGLYRP1 expression, protecting CSCs from immune clearance. (A) GSEA plot representing enrichment of the TNF-TNFR signalling pathway from transcriptomic data generated from tumour-isolated triple-positive CSCs versus non-CSCs. (B) RT-qPCR analysis of *Tnf* mRNA expression in KPC cells in adherent monolayer (ADH) or spheroid (SPH) culture conditions. Shown is the mean fold change±SEM, with ADH set as 1.0 (n=4 for ADH and n=5 for SPH, p values determined by unpaired t-test). (C) RT-qPCR analysis of *Tnfrsf1a* mRNA expression in KPC ADH or SPH cultures. Shown is the mean fold change±SEM, with ADH set as 1.0 (n=3, p values determined by unpaired t-test). (D) Box plots representing the mean levels of soluble TNFα (pg/ml) as determined by ELISA comparing KPC ADH versus SPH cell conditioned medium (n=6, p values determined by unpaired t-test). (E) Quantification of flow cytometric analyses of TNFR1^+^ KPC cells grown in ADH or SPH conditions. Shown is the mean fold change±SEM, with ADH set as 1.0 (n=7, p values determined by unpaired t-test). (F) Correlation dot plot of *TNF* and *PGLYRP1* expression in the TCGA database. P value and r were calculated employing Pearson’s correlation. (G) RT-qPCR analysis of *Pglyrp1* mRNA expression in KPC cells after recombinant (r)TNFα stimulation (20 ng/mL) for 6 hours. Shown is the mean fold change±SEM, with Ctrl set as 1.0 (n=6 for controls and n=12 for TNFα treated, p values determined by unpaired t-test). (H) Quantification by flow cytometry of PGLYRP1^+^ cells after treatment with rTNFα (20 ng/mL, 6 hours). Shown is the mean fold change±SEM, with Ctrl set as 1.0 (n=6 for control and n=12 for rTNFα treated, p values determined by unpaired t-test). (I) Quantification by flow cytometry of PGLYRP1^+^ triple-positive CSCs after treatment with rTNFα (20 ng/mL; 6 hours) and rTNFα + rPGLYRP1 (20 ng/mL+1 µg/mL; 6 hours). Shown is the mean fold change±STDEV, with Ctrl set as 1.0 (n=3 for controls and n=4 for treated group, p values determined by one-way ANOVA with post hoc Tukey test). (J) Quantification by flow cytometry of PGLYRP1^+^ non-CSCs after treatment with rTNFα (20 ng/mL; 6 hours) and rTNFα + rPGLYRP1 (20 ng/mL+1 µg/mL; 6 hours). Shown is the mean fold change±STDEV, with Ctrl set as 1.0 (n=3 for controls and n=4 for treated group, p values determined by one-way ANOVA with Dunnett’s test). (K) Quantification of dead cells (TO-PRO-3^+^) after 6 hours of TNFα (20 ng/mL) treatment of KPC WT, PGLYRP1 OE or KO cultures, determined by flow cytometry. Data are represented as the mean fold change±SEM, with WT set as 1.0 (n=5, p values determined by one-way ANOVA). (L) Quantification of MΦ-phagocytosed PGLYRP1 KO cells without or with infliximab (IFX) treatment (10 µg/mL; 24 hours), determined by flow cytometry as double-positive (BFP^+^ and CD11b^+^) live cells, represented as mean fold change±SEM, with KO set as 1.0 (n=12 for KO and n=14 for KO+IFX, p values determined by unpaired t-test). (M) Quantification of MΦ-phagocytosed PGLYRP1 KO cells without or with rPGLYRP1 treatment (1 µg/mL; 24 hours), determined by flow cytometry as double-positive (BFP^+^ and CD11b^+^) live cells, represented as mean fold change±SEM, with KO set as 1.0 (n=19, p values determined by unpaired t-test). (N) Quantification of MΦ-induced cell death in WT and PGLYRP1 KO cells, determined by flow cytometry as EpCAM^+^ or BFP^+^ dead cells, in basal conditions or KO cells treated with rPGLYRP1, infliximab (IFX) or WT cells treated with anti-PGLYRP1 antibody (αPGLYRP1) represented as percentage±SEM (n=20 for WT and KO, 9 for KO+rPGLYRP1 and IFX, and 7 for WT+ αPGLYRP1, p values determined by unpaired t-test). ANOVA, analysis of variance; CSCs, cancer stem cells; GSEA, gene set enrichment analysis; KO, knockout; MΦ, macrophage; rPGLYRP1, recombinant peptidoglycan recognition protein 1; RT-qPCR, reverse-transcription quantitative PCR; STDEV, standard deviation; TCGA, the cancer genome atlas; TNFα, tumour necrosis factor alpha; TNFR, tumour necrosis factor receptor; WT, wild type.

We next explored TNFα as a potential cytotoxic mediator shaping tumour evolution and the role of PGLYRP1 in regulating/counteracting this effect. Exposure of WT, PGLYRP1 OE and KO cells to rTNFα decreased KO cell viability compared with WT cells, but PGLYRP1 OE cells were significantly protected (figure 7K). While WT cells were also susceptible to the cytotoxic effect of rTNFα, the addition of rPGLYRP1 counteracted this phenotype (online supplemental figure S6E). These results suggested that PGLYRP1 is not only induced by TNFα, but it also serves as a protective mechanism against TNFα-derived cytotoxic effects, promoting tumour cell survival. If this hypothesis is true, the blockade of TNFR1 signalling with the TNFα inhibitor infliximab or the presence of rPGLYRP1 should have an impact on MΦ-mediated phagocytosis of PGLYRP1 KO cells. Indeed, both approaches reduced phagocytosis (figure 7L,M). These results were further supported by the reduced viability of PGLYRP1 KO KPC cells when treated with MΦ CM (online supplemental figure S6F), which contains MΦ-secreted TNFα.^39^ Indeed, when KPC PGLYRP1 KO cells were cocultured with MΦs in the presence of rPGLYRP1 or infliximab, reduced cell death was observed, while when KPC WT cells were cocultured with MΦs in the presence of anti-PGLYRP1 antibodies, increased cell death was observed (figure 7N). In summary, PDAC cells, particularly CSCs, upregulate PGLYRP1 in response to inflammatory signals, notably TNFα from both tumour and tumour microenvironment (TME) cells (eg, MΦ), as a strategy to mitigate its cytotoxic effects by blocking TNFα/TNFR1 signalling.

### PGLYRP1 is present in human PDAC cells, enhances immune evasion and is a potential PDAC biomarker

To validate the results obtained in PDAC murine models in human samples, we evaluated the expression of PGLYRP1 in patients. First, we assessed, by RNA-seq,^40^ the expression of *PGLYRP1* in EPCAM^+^ cells from the Espinet *et al* dataset.^40^ Overall, there was an increase in *PGLYRP1* expression in tumours compared with healthy adjacent tissue; however, many tumours expressed low levels of *PGLYRP1* (figure 8A), as would be expected of a marker (ie, CSC marker) whose expression is restricted to a subpopulation of cells. Thus, we analysed a scRNA-seq dataset obtained from primary tumours of patients with PDAC^41^ and found that PGLYRP1 was expressed in few cells, mainly in the tumour compartment (figure 8B,C). *PGLYRP1^+^* cells were enriched in genes related with stemness, aggressiveness and chemoresistance (figure 8D), in agreement with our results in KPC mice. We next validated the results obtained employing patient-derived xenograft (PDX)-derived primary PDAC cells (ie, PANC185 and PANC354) in vitro. As expected, human PDAC spheroid cultures expressed higher PGLYRP1 levels (figure 8E,F). Human PDAC cells are EPCAM^+^ but do not express Sca-1, as it is a murine protein with no human homologue. Thus, CD133 and CXCR4, which are markers linked with a metastatic CSC subpopulation,^4^ were used to verify the enrichment of PGLYRP1 expression in human CSCs ex vivo and in vitro (figure 8G,H). We also confirmed PGLYRP1 expression in epithelial tumour cells across a series of tissue samples including PDXs and freshly resected tumours and its absence in healthy tumour-adjacent pancreas (online supplemental figure S7A), with results similar to those obtained in our mouse models. To further validate these results, we analysed PGLYRP1 expression in a tissue microarray (TMA) containing cores from 113 patients. Although most of the patient samples expressed PGLYRP1 in the TME, a smaller fraction expressed PGLYRP1 in tumour cells (online supplemental figure S7B). Interestingly, PGLYRP1 expression was detected in 26.19% of samples with poor or undifferentiated histological tumour differentiation (grade 3–4) and in 11.94% with well to moderate differentiation (grade 1–2). Consequently, the grade 3–4 samples, associated with aggressive tumour behaviour, presented higher levels of PGLYRP1 than grade 1–2 samples, although it was not significant probably due to the limited number of samples (online supplemental figure S7C). Concerning immune evasion, we confirmed that PGLYRP1^+^ human cells also co-expressed PD-L1 and CD86 (figure 8I, online supplemental figure S7D). PGLYRP1 KO and OE cell lines were also generated (online supplemental figure S7E–G), and WT, OE and KO cells were cocultured with human MΦ and activated T cells to measure their capacity to avoid phagocytosis (figure 8J) and cytotoxic killing (figure 8K), confirming the immune evasive role of PGLYRP1 in the human setting. We also analysed immune infiltration ex vivo and in silico. In our TMA, patients with detectable levels of PGLYRP1 in the tumour compartment presented lower infiltration of immune cells (online supplemental figure S7H), although not significant, again probably due to the limited number of samples. Employing TCGA data, we found that *PGLYRP1* correlated negatively with CD45 and CD11b genes (*PTPRC* and *ITGAM*, respectively) and positively with *ARG1* and *MPO* (figure 8L).

**Figure 8:**
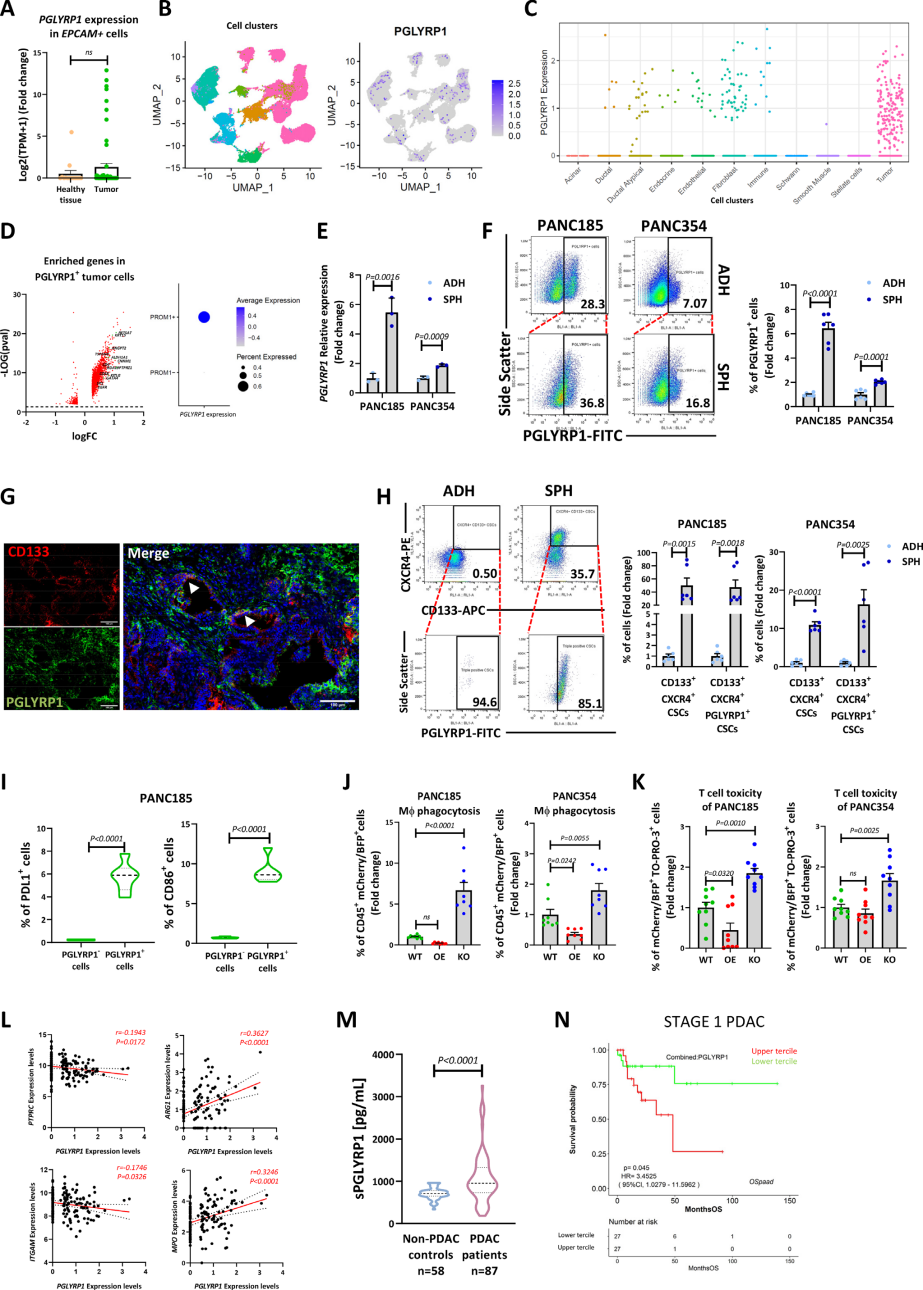
PGLYRP1 in human PDAC CSCs. (A) Mean fold change±SEM of *PGLYRP1* expression in freshly sorted EPCAM^+^ cells from human tumours (tumour) or healthy adjacent pancreatic tissue (healthy tissue), determined by RNA-seq (Espinet *et al* dataset^40^) and with healthy tissue set as 1.0 (n=14 for healthy tissue and n=62 for tumours, p values determined by unpaired t-test). (B) Left panel: UMAP of the different cell clusters present in the Hwang *et al* scRNA-seq dataset of human PDAC.^41^ Right panel: UMAP of *PGLYRP1* expressing cells in the different clusters. (C) Representation of *PGLYRP1* expressing events in each cluster. (D) Left panel: volcano plot showing the significantly enriched genes (in red) in tumour *PGLYRP1* expressing versus *PGLYRP1* non-expressing cells. Genes related to stemness, tumour aggressiveness and chemoresistance are labelled and coloured in green (significant genes, FC >0.25 and p<0.05). Right panel: *PGLYRP1* expression in tumour cells according to *PROM1* expression. (E) Mean fold change±STDEV of *PGLYRP1* mRNA expression in two PDX-derived primary human PDAC cell lines (PANC185 and PANC354) cultured as adherent monolayers (ADH) or spheroids (SPH), determined by RT-qPCR and with ADH set as 1.0 (n=3, p values determined by unpaired t-test). (F) Left panel: representative flow cytometry plots of the percentage of PGLYRP1^+^ cells in ADH or SPH cultures. Right panel: quantification of the mean fold change±SEM of PGLYRP1^+^ cells in ADH or SPH cultures, with ADH set as 1.0 (n=3, p values as determined by unpaired t-test). (G) Representative confocal images of human PDAC tumour stained with CD133 (red), PGLYRP1 (green) and DAPI (blue). Arrowheads indicate double-positive cells. Scale=100 µm. (H) Left panel: representative flow cytometry plots of the percent of CXCR4^+^CD133^+^ CSCs (top) or CXCR4^+^CD133^+^PGLYRP1^+^ (bottom) cells in human PDAC cells grown as ADH or SPH cultures. Right panels: quantification of the indicated populations in PANC185 and PANC354 cultures. Data shown as the mean fold change±SEM, with ADH set as 1.0 (n=3, p values determined by unpaired t-test). (I) Violin plots representing the mean percentage of PDL1^+^ or CD86^+^ cells in the PGLYRP1^-^ or PGLYRP1^+^ populations in PANC185 cells (n=6 for all groups, p values determined by unpaired t-test). (J) Mean fold change±SEM of MΦ-phagocytosed cells determined by flow cytometry as double-positive (mCherry^+^/BFP^+^ and CD45^+^) live events for both PANC185 and PANC354, with WT set as 1.0 (n=8, p values determined by one-way ANOVA). Primary MΦs were obtained from five different healthy donors. (K) Mean fold change±SEM of dead cells (TO-PRO-3^+^) in the tumour population (mCherry^+^/BFP^+^) for both PANC185 and PANC354, determined by flow cytometry and represented with WT set as 1.0 (n=9, p values determined by one-way ANOVA with post hoc Tukey test). T cells were obtained from five different healthy donors. (L) Correlation dot plot of *PTPRC* (CD45), *ITGAM* (CD11b), *MPO*, *ARG1* and *PGLYRP1* expression in the TCGA database. P value and R were calculated employing Pearson’s correlation. (M) Violin plots representing the mean levels of soluble PGLYRP1 (pg/ml) as determined by ELISA comparing non-PDAC controls (n=58) with patients having PDAC (n=87) (p values determined by unpaired t-test). (N) Overall survival (OS) probability curve of patients with stage 1 PDAC from seven publicly available datasets analysed via OSpaad online software. At stage 1, the upper tercile of patients according to PGLYRP1 expression has poorer OS than the lower tercile. P-values determined by log-rank test. ANOVA, analysis of variance; ARG1, arginase1; CSCs, cancer stem cells; EpCAM, epithelial adhesion cell adhesion molecule; ITGAM, integrin subunit alpha M; MΦ, macrophage; MPO, heme protein myeloperoxidase; PDAC, pancreatic ductal adenocarcinoma; PDX, patient-derived xenograft; PGLYRP1, peptidoglycan recognition protein 1; PTPRC, protein tyrosine phosphatase receptor type-C; RT-qPCR, reverse-transcription quantitative PCR; scRNA-seq, single-cell RNA sequence; STDEV, standard deviation; TCGA, the cancer genome atlas; UMAP, Uniform Manifold Approximation and Projection; WT, wild type.

To further study the interaction between human tumour cells and immune cells in vivo, we used a *Danio rerio* xenograft model, which has a functional innate immune system from birth.^42^ PDAC WT and KO cells were injected into 48-hour postfertilisation embryos, and tumour formation and metastatic capacity were measured up to 6 days postinjection (dpi). Although the growth rate of PANC185 cells was not suitable for quantification, PANC354 KO cells showed an impaired growth capacity compared with WT cells (online supplemental figure S7I), possibly due to immune clearance by MΦs. Concerning metastatic capacity, PGLYRP1 KO in both cell lines significantly reduced the number of tail micrometastases (online supplemental figure S7J,K), supporting the hypothesis that PGLYRP1 has a role in tumour formation and metastasis.

Next, we analysed the META,^43^ Moffitt,^44^ Janky^45^ and TCGA databases to additionally validate *PGLYRP1* expression in patient samples. The Moffitt dataset (GSE71729) revealed that 45 genes, including PGLYRP1, were commonly upregulated across primary tumour, liver and lung metastasis compared with healthy tissue (online supplemental figure S8A) and that most of the signalling pathways associated with these genes were related with the immune system and antibacterial defence (online supplemental figure S8B). We also interrogated PGLYRP1^high^ patients from the Janky, TCGA and META datasets, revealing downregulation of gene signatures such as inflammatory response or TNFα-signalling via nuclear factor kappa B (online supplemental figure S8C), highlighted in red). These findings demonstrate that PGLYRP1 is upregulated in PDAC and that immunomodulation of the TME appears to be a consistent feature associated with PGLYRP1 expression. Additionally, we explored a more general link between PGLYRP1 expression and CSC features by assessing PGLYRP1 expression in different cancer cell lines and observed an enrichment in PGLYRP1 expression in spheroids in all cell lines tested, except for colorectal cancer cells, suggesting that PGLYRP1 could also be important in CSCs of other tumour types, but it is not a pan-CSC marker (online supplemental figure S8D).

Finally, considering PGLYRP1 secretion, we assessed the potential utility of PGLYRP1 as a PDAC serum biomarker. 145 samples were analysed (58 non-PDAC controls, including 18 healthy controls, 25 high-risk controls, 19 patients with non-tumoral pancreatic diseases and 87 patients with PDAC), and PGLYRP1 levels were found to be significantly higher in patients with PDAC (figure 8M, online supplemental figure S8E), suggesting that PGLYRP1 could be a useful biomarker in differential PDAC diagnosis. Nevertheless, no differences in PGLYRP1 serum levels were found among different tumour stages (online supplemental figure S8F).

We also evaluated the relationship between PGLYRP1 expression and overall survival (OS) with Ospaad, an online tool published by Zhang *et al* which combines data from seven different patient cohorts (eg, TCGA and ICGC).^46^ Interestingly, patients at stage 1 could be stratified according to PGLYRP1 expression with the upper tercile exhibiting worse OS compared with the lower tercile (figure 8N). These data indicate that PGLYRP1 could potentially serve as a valuable and specific biomarker for detecting PDAC in liquid biopsies of patients and for stratifying patients at early stages in clinical settings, although more cohort studies are needed.

## Discussion

In this study, we identified and characterised a population of murine PDAC cells with CSC features in vitro and in vivo. Although EpCAM, Sca-1 and CD133 identified a stem-like population in vitro in normal pancreas, more assays are needed to validate them as *bona fide* stem cells. However, the three-marker combination identified a population of cells in PDAC tumours that expanded during tumour formation and possessed relevant CSC characteristics. Of note, EpCAM^+^CD24^+^CD44^+^CD133^-^Sca-1^-^ population bearing CSC properties and metastatic potential was reported in a KP^KO^C model.^47 48^ Additionally, two other works identified a CSC subpopulation in a KP^fl/fl^C mouse based on Musashi gene expression.^49 50^ These disparities may be due to variations in the CSC markers used and/or the lack and/or specific mutations affecting *Trp53* across the models. Moreover, Dosch *et al* showed that the KPC mouse model lacks ‘single marker-defined’ CSCs^51^; thus, a combination approach, such as the one we propose here with EpCAM, Sca-1 and CD133, will likely prove more accurate for identifying murine PDAC CSCs. Leinenkugel *et al* recently described that pancreatic cells with stem potential in both healthy and mutated *Kras* tumours were Sca-1^+^, which is in line with our results supporting the validity of Sca-1 as a potential marker for CSCs.^52^ While other marker combinations could also possibly detect PDAC CSCs, transcriptional and functional analyses validated our triple-positive population as *bona fide* CSCs. In addition to an enrichment in stem pathways, EpCAM^+^Sca-1^+^CD133^+^ cells also displayed a gene expression profile enriched in innate immunity and tumour immune evasion signatures.

Among the significantly upregulated genes, we identified *Pglyrp1*, which has a role in innate immunity as an antibacterial protein and participates as a proinflammatory factor in autoimmune diseases.^53 54^ Recently, it has been described as a protumour protein produced by T cells in some cancers.^32^ Furthermore, has been identified in the PDAC secretome.^37 55^ However, its functional role in PDAC had never been studied before. Here, we now present a novel role for PGLYRP1 as a critical contributor of CSC immune evasion in murine and human tumours. PGLYRP1^+^ cells displayed enhanced immune evasive properties, and its modulation could significantly impact these traits. For example, tumours generated by PGLYRP1 OE cells were characterised by decreased infiltration of immune cells, while the immune cell infiltration in mice pancreata injected with KO cells was significantly higher compared with healthy pancreata, suggesting that immune cells precluded tumour formation. The latter is supported by the fact that PGLYRP1 KO cells efficiently formed tumours in immunocompromised mice but not in immunocompetent animals, and in vitro, PGLYRP1 KO cells are more susceptible to T-cell-mediated killing and macrophage phagocytosis than WT and OE cells. Together, these data suggest that PGLYRP1 protects tumour cells, and in particular CSCs, from immune-mediated elimination. The latter is likely very necessary for the early steps of tumour formation to overcome the initial immune response and for the metastatic process. Indeed, PGLYRP1 was detectable in early PanIN lesions and in metastatic lesions. Furthermore, PGLYRP1 OE cells colonised more efficiently the liver than WT cells in our orthotopic models, and KO cells were incapable of metastatising in an orthotopic or intravenous injection model.

Regarding the protective mechanism of action of PGLYRP1, our results strongly point to an interaction between PGLYRP1 and TNFR1, as it appears that the interaction between them disrupts TNFα signalling and decreases cytotoxic susceptibility in PDAC cells. Inhibition of TNFα signalling with infliximab or rPGLYRP1 treatment led to protection against MΦ phagocytosis in PGLYRP1 KO cells. While more studies are required, PGLYRP1 certainly modulates the tumour immune cell composition and may play a previously unrecognised role in altering immune cell behaviour, promoting their protumoural characteristics and influencing their survival. Interestingly, we found that PGLYRP1 expression is induced via TNFα leading to immune evasion through several mechanisms. These results are in line with other works published in the last years. For example, Tekin *et al* described that MΦ-derived TNFα was cytotoxic for certain PDAC tumour cells,^56^ while recently Dixit *et al* showed that it induces immunosuppression by decreasing the expression of IL33.^39^ In addition, a study published by Tu *et al* associates TNFα with the ability to reprogram PDAC subtypes, inducing a more aggressive phenotype.^57^ Apart from these studies, Bianchi *et al* recently described how neutrophil-derived TNF regulates a tolerogenic circuit in PDAC via chemokine (C-X-C motif) ligand 1 (CXCL1).^58^ Likewise, and in agreement with these results, the analysis of human PDAC tumours carrying KRAS and TP53 alterations identified TNF signalling as a putative mediator of immunoregulation.^59^ Thus, TNFα signalling appears to be a key regulator of the PDAC immune status, as it drives the production of different molecules that directly affect the tumour immune landscape.

Although PDAC remains refractory to immune checkpoint inhibitors,^60^ some encouraging results are emerging in the field,^12 13^ suggesting that overcoming immunosuppression in PDAC will require targeting multiple pathways. Although TNFα targeting was presented as a promising therapy in PDAC to overcome its effects in immune evasion^61^ and tumour evolution,^57^ its application in clinical trials was not effective.^62 63^ Thus, targeting TNFα-related molecules instead might lead to more effective treatments as has been recently proposed.^64^ Since the available PGLYRP1 KO mouse is viable and only shows increased susceptibility to intraperitoneal infections,^65^ exploring the development of therapies to target PGLYRP1 as a potential immunotherapeutic approach should be considered. Furthermore, a recent article published by Schnell *et al* also pointed towards the potential of PGLYRP1 as a novel target for immunotherapy in cancer, as apart from reducing tumour size in other cancer models, its targeting did not generate autoimmune neuroinflammation.^32^ In addition, from a clinical point of view and supported by our results, PGLYRP1 could also be useful as a biomarker for patient stratification.

In summary, we have identified a subpopulation of CSCs that expresses PGLYRP1. Not only is PGLYRP1 a novel CSC marker, but it promotes immune evasive properties, plays a pivotal role in initiating pancreatic cancer and facilitates metastatic colonisation. Future investigations will elucidate the precise mechanisms underlying PGLYRP1-mediated immune evasion in pancreatic CSCs and its full clinical utility as a diagnostic marker and immunotherapeutic target for patients with PDAC.

## Materials and methods

### Primary and established cell line culture

Pancreatic tumours from KPC mice were harvested, cut into pieces and digested with collagenase P (Collagenase Type P, Cat no. J62406.03, Alfa Aesar) for 15 min at 37°C, followed by incubation with 0.25% trypsin for 3 min. Cells were then cultured in RPMI 1640 media (Invitrogen, Cat no. 61870044) containing 10% fetal bovine serum and 50 units/mL penicillin/streptomycin. Epithelial clones were picked, pooled and further expanded to obtain a heterogeneous cancer cell line. Human PANC185 and PANC354 PDAC PDX-derived cultures were established as previously described from PDXs.^66^ Original PDXs were obtained from Dr Manuel Hidalgo under a Material Transfer Agreement with the Spanish National Cancer Centre (CNIO), Madrid, Spain (reference no. I409181220BSMH). HEK293T, A549, Huh7, HN30, SW480, TTC-466 and HCC-1954 cell lines were cultured in RPMI 1640 media supplemented with 10% fetal bovine serum and 50 units/mL penicillin/streptomycin. Prior to use, all cell lines were authenticated and tested for mycoplasma contamination. For proliferation assays, 25 000 KPC ID11 or ID95 WT and PGLYRP1 KO cells were cultured, in triplicate, in multiwell plates in adherent conditions. Cells were trypsinised at 24, 48 and 72 hours later and counted, using 24 hours as a reference point.

### RNA expression microarrays

Expression arrays were performed at the CNIO Genomic Unit using the SurePrint G3 Mouse Gene Expression 8×60K arrays (Agilent Technologies) according to the manufacturer’s instructions. The microarray data have been deposited in GEO database with accession number ID: GSE222986. Images were quantified using Agilent Feature Extraction Software (V.10.1.1). Microarray background subtraction was carried out using the *normexp* method. Quantiles were used to perform normalisation. Filtered data were tested for differential expression applying R limma package^67^ (Bioconductor project; www.bioconductor.org). To account for testing of multiple hypotheses, the estimated significance level (p value) was adjusted using the Benjamini and Hochberg false discovery rate (FDR) correction. Those transcripts with an FDR <0.05 were selected as differentially expressed between the triple-positive population and all other tumour cells. Volcano plots were generated using GraphPad PRISM 8 representing -log(p value) versus log(fold change) of the differentially expressed genes between the triple-positive population and all other tumour cells. A heatmap was also generated with GraphPad PRISM 8. Normalised signal values for each gene were included for three KPC cell lines grown as spheroids compared with adherent monolayers.

GSEA was performed using annotations from Reactome, KEGG and additional gene sets from the Molecular Signature Database (MSigDB) (www.broadinstitute.org/gsea/index.jsp) or described in the literature.^59 68 69^ Detailed information about used gene sets is included in online supplemental table 1. Genes were ranked based on limma moderated t-statistics. After Kolmogorov-Smirnov testing, those gene sets showing an FDR of <0.15, a well-established cut-off for the identification of biologically relevant gene sets,^70^ were considered enriched between classes under comparison.

### In vivo tumourigenic assays

For orthotopic experiments, 10^4^ KPC ID11 or ID95 control, PGLYRP1 OE or KO cells were resuspended in 50 µL Matrigel and slowly injected into the pancreas of 10-week-old C57Bl/6J mice. Mice were sacrificed at 4 weeks postinjection. The pancreata, spleens, lungs and livers were excised, photographed, weighed and divided into two pieces. One of the pieces was fixed in 4% Paraformaldehyde (PFA) overnight at 4°C and subsequently paraffin embedded for histological analysis, while the other was digested as detailed above. Digested single-cell suspensions were used to determine the percentage of mCherry^+^ or BFP^+^ cells and the presence of micrometastases in the livers, as well as to determine the immune cell infiltration composition by flow cytometry using an Attune NxT Acoustic Cytometer (ThermoFisher Scientific). Antibodies used are detailed in online supplemental table 4. For tumourigenesis assays in NOD.CB17-Prkdc^scid/scid^/Rj mice (in-house breeding facility, Instituto de Investigaciones Biomedicas Sols-Morreale, CSIC-UAM), 10^3^ KPC ID11 or KPC ID95 control, OE or KO cells were resuspended in 50 µL Matrigel and subcutaneously injected into 10-week-old female mice and tracked for 3 weeks to confirm tumour formation. At the time of sacrifice, tumours were extracted, photographed, weighed and fixed in 4% PFA overnight at 4°C and subsequently paraffin embedded.

### Statistical analyses

Results are presented as means±SEM or standard deviation, as indicated. Student’s t-test was used to determine differences between means of groups unless otherwise stated. P<0.05 was considered statistically significant. Non-statistically significant results are displayed as ns. All analyses were performed using GraphPad Prism V.8.0 (San Diego California, USA).

### Data availability

Transcriptional data generated in this study from expression microarrays have been deposited in GEO database with accession number ID: GSE222986. Unique identifiers for publicly available datasets are indicated, a list of figures that have associated raw data can be provided and there are no restrictions on data availability.

Additional methods can be found in online supplemental methods.

## Data Availability

Data are available in a public, open access repository. Transcriptional data generated in this study from expression microarrays have been deposited in GEO database with accession number ID: GSE222986. Additional publicly available dataset references: Schlesinger Y, Yosefov-Levi O, Kolodkin-Gal D, Granit RZ, Peters L, Kalifa R, et al. Single-cell transcriptomes of pancreatic preinvasive lesions and cancer reveal acinar metaplastic cells’ heterogeneity. Nat Commun. 2020;11(1):4516.38. Nicolle R, Raffenne J, Paradis V, Couvelard A, de Reynies A, Blum Y, et al. Prognostic Biomarkers in Pancreatic Cancer: Avoiding Errata When Using the TCGA Dataset. Cancers. 2019;11(1).40. Espinet E, Gu Z, Imbusch CD, Giese NA, Büscher M, Safavi M, et al. Aggressive PDACs Show Hypomethylation of Repetitive Elements and the Execution of an Intrinsic IFN Program Linked to a Ductal Cell of Origin. Cancer discovery. 2021;11(3):638-59.41. Hwang WL, Jagadeesh KA, Guo JA, Hoffman HI, Yadollahpour P, Reeves JW, et al. Single-nucleus and spatial transcriptome profiling of pancreatic cancer identifies multicellular dynamics associated with neoadjuvant treatment. Nature genetics. 2022;54(8):1178-91.43. Martinelli P, Carrillo-de Santa Pau E, Cox T, Sainz B, Jr., Dusetti N, Greenhalf W, et al. GATA6 regulates EMT and tumour dissemination, and is a marker of response to adjuvant chemotherapy in pancreatic cancer. Gut. 2017;66(9):1665-76.44. Moffitt RA, Marayati R, Flate EL, Volmar KE, Loeza SG, Hoadley KA, et al. Virtual microdissection identifies distinct tumor- and stroma-specific subtypes of PDAC. Nature genetics. 2015;47(10):1168-78.45. Janky R, Binda MM, Allemeersch J, Van den Broeck A, Govaere O, Swinnen JV, et al. Prognostic relevance of molecular subtypes and master regulators in PDAC. BMC Cancer. 2016;16:632.

# Supplementary material for: The Peptidoglycan Recognition Protein 1 confers immune evasive properties on pancreatic cancer stem cells
**Source:** Gut. 2024 May 16;73(9):1489–508. doi: 10.1136/gutjnl-2023-330995
**Supplement:** Supplementary data

## **The Peptidoglycan Recognition Protein 1 Confers Immune Evasive Properties on Pancreatic Cancer Stem Cells**

### Supplementary Figures

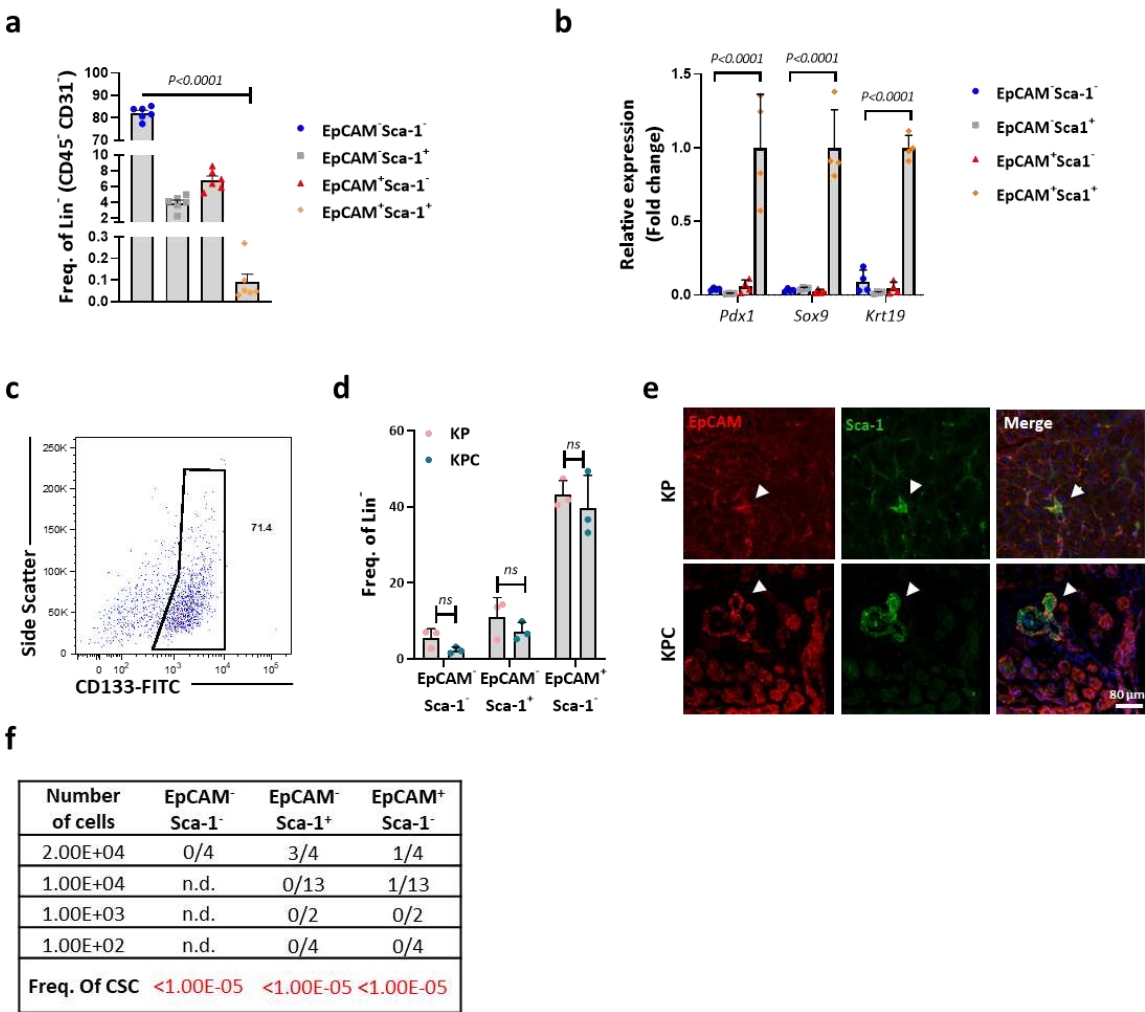

**Supplementary Figure 1. EpCAM<sup>+</sup>Sca1<sup>+</sup> pancreatic cells retain stemness phenotypes.** **(a)** Frequency (Freq) of different cell lineages (CD45 and CD31 negative populations) in the pancreas, defined by EpCAM and Sca-1 expression, shown as the mean  $\pm$  SEM comparing each population with the double positive population (n=6, P values determined by One-Way ANOVA, with Dunnett's post-hoc test). Lin; Lineage. **(b)** RT-qPCR analysis of indicated markers for progenitor populations in the pancreas, shown as the mean fold change in mRNA levels  $\pm$  STDEV with EpCAM<sup>+</sup>Sca-1<sup>+</sup> set as 1.0 (n=4, P values determined by One-Way ANOVA, with Dunnett's post-hoc test). **(c)** Representative flow cytometry plot showing CD133 expression in EpCAM<sup>+</sup>Sca-1<sup>+</sup> cells. **(d)** Differences in cell populations defined by EpCAM and Sca-1 expression in pancreata from KC and KPC mice at 8 weeks, shown as the mean of the frequency (Freq)  $\pm$  STDEV (n=3, P values determined by Two-Way ANOVA test). **(e)** Representative confocal images of pancreata from 8-weeks old KP and KPC

animals simultaneously stained for EpCAM (red), Sca-1 (green) and DAPI (nuclear marker, blue). Arrowheads indicate double positive (EpCAM<sup>+</sup>Sca-1<sup>+</sup>) populations. Scale=80µm. **(f)** Panel detailing tumorigenic potential (number of tumors formed/number of injections) of the indicated FACS-sorted populations and predicted frequency (Freq.) of CSCs as a function of the dilutions tested. Indicated numbers of cells were resuspended in Matrigel<sup>TM</sup> and subcutaneously injected in different flanks of athymic nude mice.

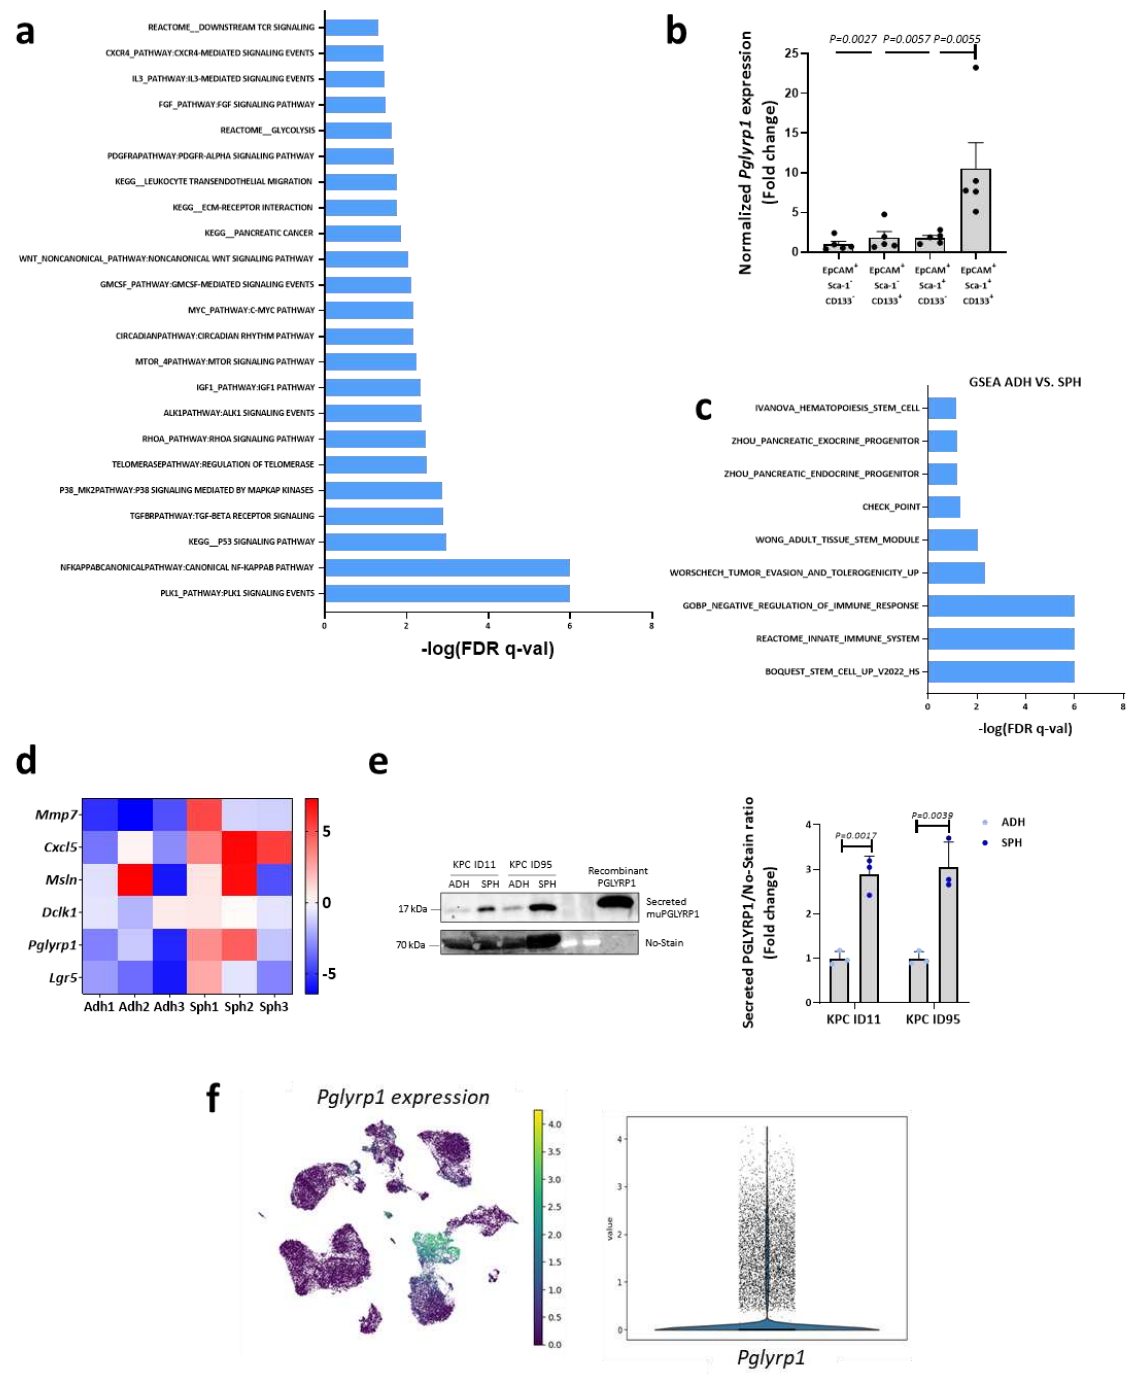

**Supplementary Figure 2. CSC transcriptomic analysis, PGLYRP1 expression and secretion.** (a) Gene sets enriched in the transcriptional profile of the triple-positive CSC population showing upregulation of pathways related with tumoral processes and innate immunity. Shown are the  $-\log(\text{FRD } q\text{-val})$  values for each pathway using the KEGG, NCI, REACTOME and custom signatures genesets, meeting the significance

criteria: nominal p-value of  $<0.05$ , FDR  $< 25\%$ . **(b)** RT-qPCR analysis of *Pglyrp1* expression in the indicated sorted pancreatic tumor populations, shown as the mean fold change of *Pglyrp1* mRNA levels  $\pm$  SEM ( $n=5$ , P values determined by One Way ANOVA, with Dunnett's post-hoc test). **(c)** Gene sets enriched in the transcriptional profile of murine tumor cells grown as spheroids (SPH) showing an upregulation in stem cell and immune evasion signatures compared with adherent (ADH) monolayers. Shown are the  $-\log(\text{FDR q-val})$  values for each pathway using REACTOME and custom signatures genesets, meeting the significance criteria: nominal p-value of  $<0.05$ , FDR  $< 25\%$  ( $n=3$  biological replicates). **(d)** Heat map for spheroids (Sph) versus adherent (Adh) monolayers showing the expression levels (z-score) of the genes previously identified to be enriched in triple-positive CSCs in ( $n=3$  biological replicates). **(e)** Left panel: Representative Western Blot of secreted murine (mu) PGLYRP1 protein levels in conditioned media protein extracts derived from adherent (ADH) monolayer or spheroid (SPH) cultures. 

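The remaining genes of the heat map behaved differently from one another across the 3 KPC cell lines. Mmp7 was not well above background on any adherent array and well above it on all 3 spheroid arrays, so only a bound can be given. The mean of the spheroid arrays was at least 11.2-fold higher than the lowest signal measured above background, or the probe's own signal where that was higher, on the adherent arrays. Cell line 1 carries this bound: the lines gave at least 157, 3.18 and 2.82-fold, and without the spheroid array of cell line 1 the bound for the means fell to 2.96-fold. The log2 signal in spheroids was 13.62 in cell line 1, against 7.84 and 7.89 in cell lines 2 and 3. Lgr5 rose by 3.35 and 1.47 in cell lines 1 and 2 and by at least 0.55 in cell line 3, with an adjusted p of 0.307 in limma, or 0.0387 with the slide as a block, and was well above background on 2 of the 3 adherent arrays. Tspan8, which the heat map leaves out, rose by 0.97 on average with an adjusted p of 0.414. It rose by 0.67, 1.26 and 0.97 in cell lines 1, 2 and 3, and the mean lay between 0.56 and 1.40 with an array or a line left out. Msln was lower in spheroids in each line, with differences of -0.09, -0.38 and -1.05, but the mean difference of -0.51 (standard error 0.70) lay within the spread between lines. It turned to 0.38 with the slide as a block, which does not compare the cultures within each line. It was 0.21 without the spheroid array of cell line 3. That fit keeps the adherent array of cell line 3 (14.65, against 16.15 and 15.83 in cell lines 1 and 2) without its partner. With the cell line as a block the standard error was 0.24 and the adjusted p 0.266. The brightest of the 3 Dclk1 probes differed by 0.17 (standard error 0.45), with cell lines 1 and 2 higher and cell line 3 lower, and without both arrays of cell line 2 the difference was -0.43. The other Dclk1 probes differed by 0.12 and 0.62, the latter higher in 3 of 3 lines.

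Of the gene sets shown for spheroids, the Reactome Innate Immune System set could be tested. The mouse version used lists 579 genes, more than the paper's version, and 396 were measured. Their median log2 difference was 0.0215 and their mean 0.205. The set passed neither in limma's camera nor in fry. In preranked GSEA on the moderated statistics of limma, the type of test used by the paper, it had a normalised enrichment score of 1.28 and an FDR of 0.031 among 675 sets. That FDR rose to 0.26 without both arrays of cell line 1 and fell to 0.000161 without those of cell line 2. The other gene sets of the panel were not analysed here.

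**Figure D1:**
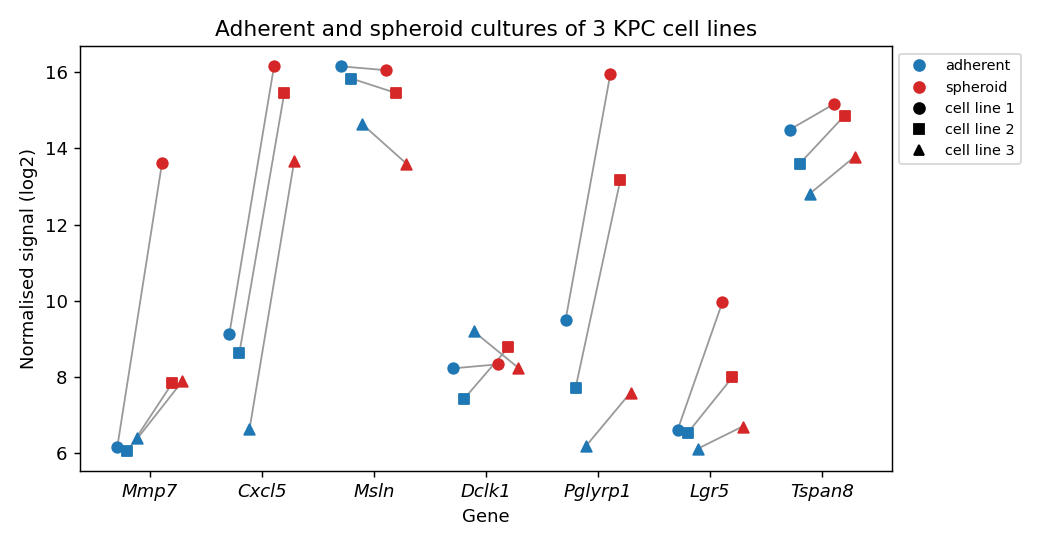
Normalised log2 signal (y axis) of the 7 genes (x axis) in adherent (blue) and spheroid (red) cultures, 1 point per array, with lines joining the cultures of one cell line and a marker shape per line. Cxcl5 rises by a similar amount in the 3 lines, whereas Pglyrp1 reaches 15.95 in spheroids of cell line 1 and 7.59 in those of cell line 3.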

Recombinant muPGLYRP1 was included as a positive control, and the No-Stain Protein Labeling Reagent was included as a normalization control. Right panel: Densitometric quantification of secreted PGLYRP1 protein levels shown as the mean fold change of the PGLYRP1/No-Stain reagent ratio  $\pm$  STDEV, with ADH set as 1.0 ( $n=3$ , P values determined by unpaired t-test). **(f)** Left panel: UMAP of *Pglyrp1* expression in the metaplastic compartment from the Schlesinger *et al.* dataset (1). Right panel: Violin plot indicating the level of expression in the metaplastic compartment.

**Supplementary Figure 3. PGLYRP1 is not essential for stemness.** **(a)** Left panel: Western Blot analysis of intracellular murine (mu) PGLYRP1 expression in WT and OE cell lines (ID11 and ID95). GAPDH was used as a loading control. Right panel: Quantification of muPGLYRP1 expression in both cell lines, shown as the mean fold change in PGLYRP1/GAPDH densitometric levels  $\pm$  STDEV, with WT set as 1.0 (n=3, P values determined by unpaired t-test). **(b)** Growth curves indicating the mean volume ( $\text{mm}^3$ )  $\pm$  SEM over 14 days following injection of 100,000, 10,000 or 1,000 cells of ID95 wildtype (WT), overexpressing (OE) or KO cells (n of injections=8). The slopes for each group were compared using the “Comparing slopes tool” (GraphPad v8). P values to compare between groups were calculated by Two Way ANOVA. **(c)** Left panel: Images of tumors obtained after injection of the indicated number of WT, OE or KO cells (ID11 and ID95) in immunocompetent mice. Right panel: Quantification of the mean tumor weights (mg)  $\pm$  SEM for WT, OE and/or KO tumors (n of injections=8, P values determined by One Way ANOVA, Tukey post-hoc test (ID11 10,000 cells) or unpaired t-test). **(d)** Representative H&E-stained sections of subcutaneous tumors formed from wildtype (WT), overexpressing (OE) or KO cells injected in immunocompetent mice for the above-described ELDA. Scale bars = 60  $\mu\text{m}$ . **(e)** Left panel: Images of tumors obtained after injection of 100,000 WT or Scramble/Cas9 (SCR) KPC cells in immunocompetent mice. Right panel: Quantification of the mean tumor weights (mg)  $\pm$  SEM for WT and SCR tumors (n of injections=10, P values determined by unpaired t-test). **(f)** Images of tumors obtained after injection of 1,000 WT, OE or KO cells (ID11 and ID95) in NOD.SCID mice. **(g)** Left panel: Growth curves indicating the mean volume ( $\text{mm}^3$ )  $\pm$  SEM over 14 days following injection of 1,000 cells of ID11 WT, OE or KO cells in NOD.SCID mice (n of injections=8). The slopes for each group were compared using the “Comparing slopes tool” (GraphPad v8). P values to compare between groups were calculated by Two Way ANOVA. Right panels: Quantification of the mean tumor weights (mg) or mean final tumor volumes ( $\text{mm}^3$ )  $\pm$  SEM for WT, OE and/or KO tumors. Volumes shown as the mean fold change with WT set as 1.0 (n of injections=8, P values determined by One Way ANOVA, with Tukey post-hoc test).

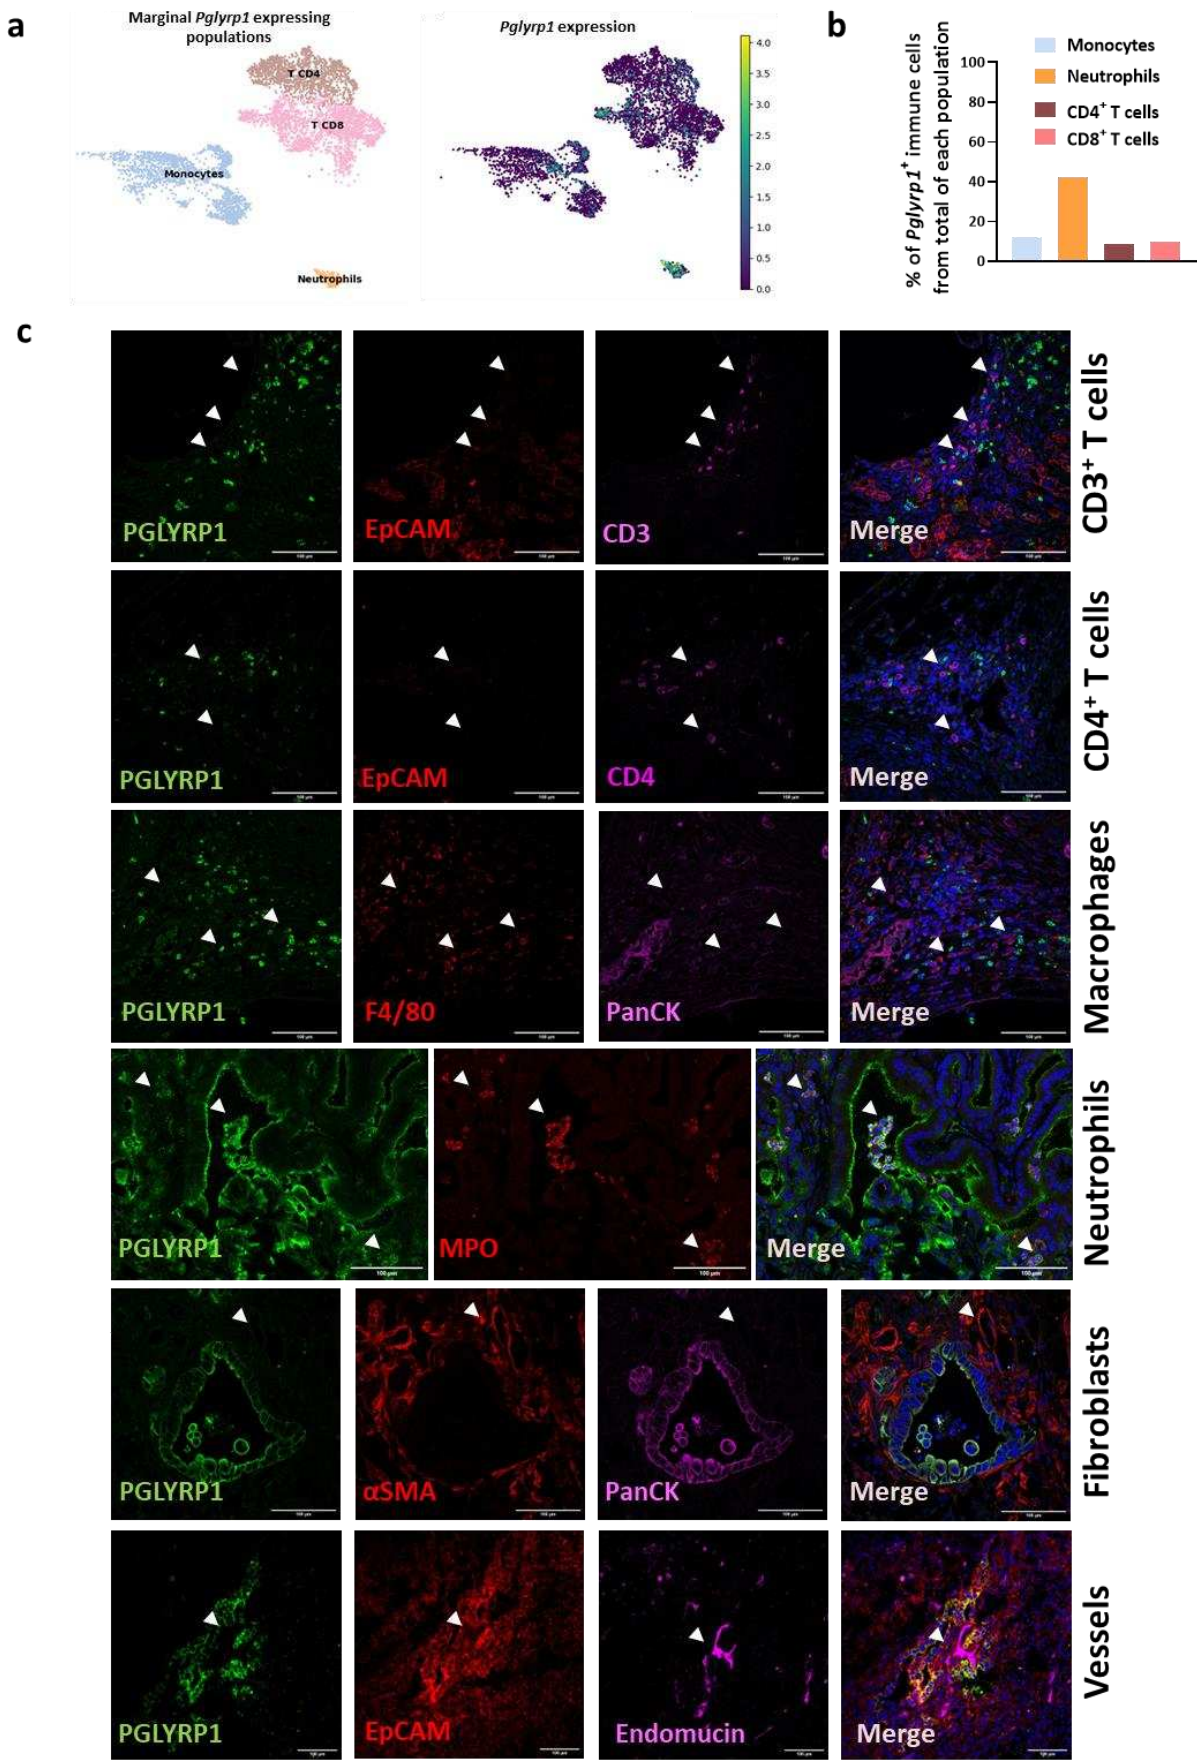

**Supplementary Figure 4. PGLYRP1 expression on stroma cells.** (a) UMAPs of the immune populations in murine tumors which express *Pglyrp1*, being present in neutrophils and some subsets of monocytes and T cells. (b) Quantification of the frequency in the percentage of *Pglyrp1* expressing immune cells from the total population. (c) Representative confocal microscopy images of KPC tumors stained for PGLYRP1 (green), tumor cell markers (EpCAM or PanCK), immune cell markers (CD3, CD4, F4/80 or MPO), fibroblasts ( $\alpha$ SMA) or vessels markers (Endomucin). Arrowheads indicate PGLYRP1<sup>+</sup> immune cells in the tumor microenvironment. Scale bars = 100  $\mu$ m.

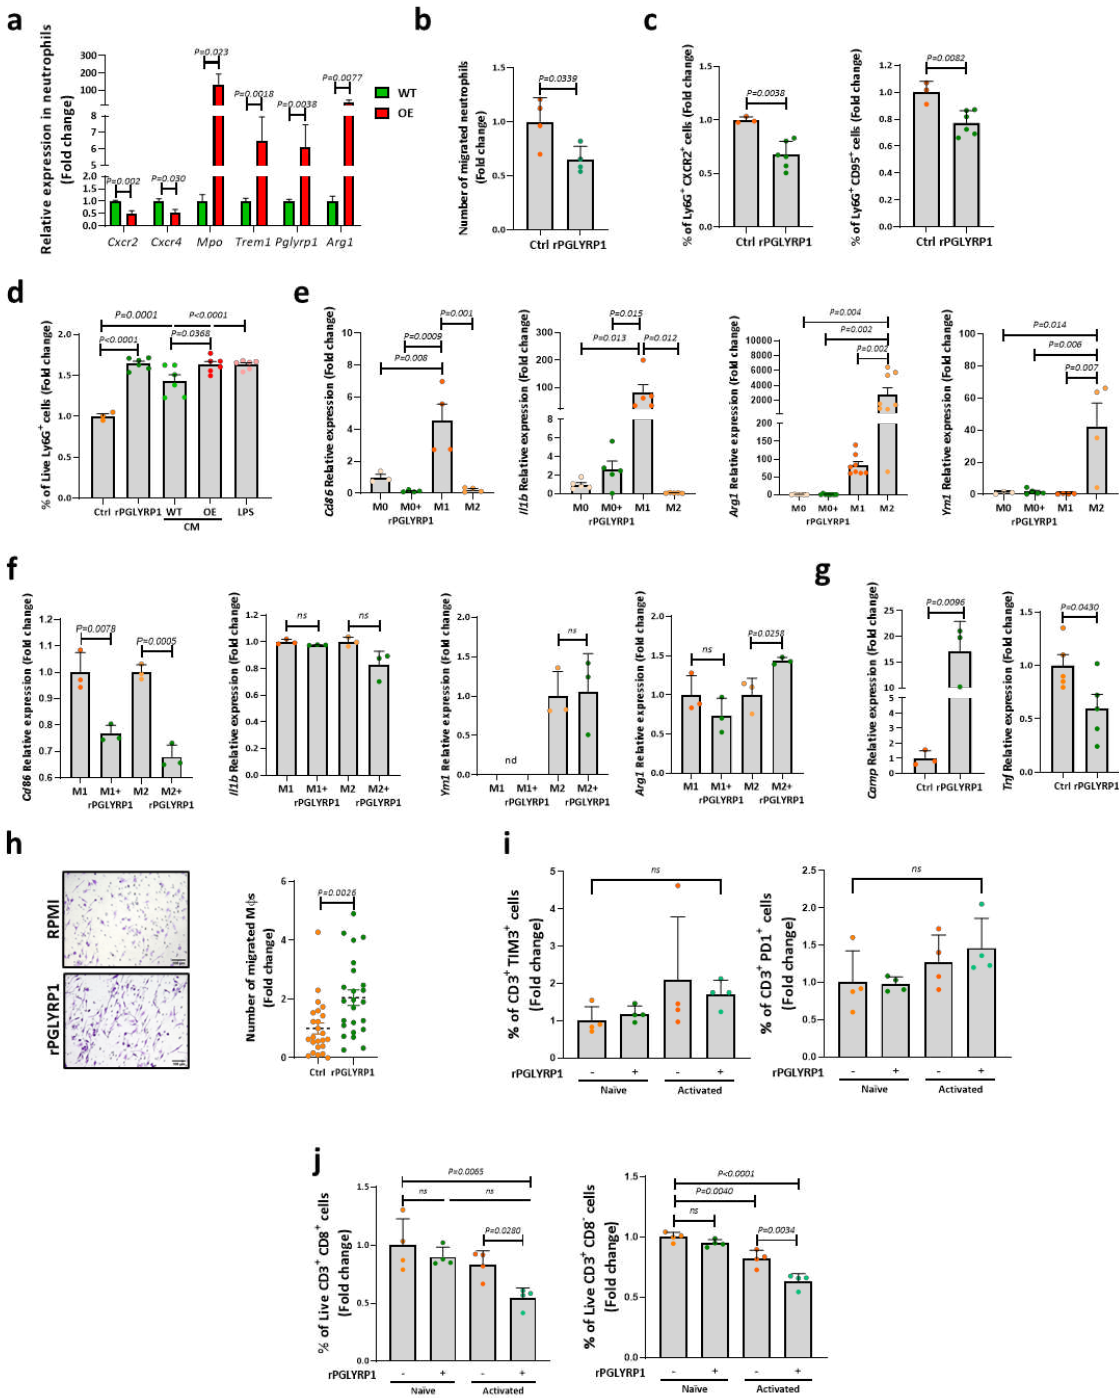

**Supplementary Figure 5. The effects of PGLYRP1 on neutrophils, macrophages and T cells.** (a) RT-qPCR analysis of genes related with migration and immune evasion in sorted neutrophils from KPC PGLYRP1 WT and OE tumors, shown as the mean fold change in mRNA levels ± SEM, with WT set as 1.0 (n=3 tumors, P

values determined by unpaired t-test). **(b)** Quantification of the number of migrated freshly-isolated neutrophils exposed to RPMI (Ctrl) or RPMI+rPGLYRP1 (rPGLYRP1) in a trans-well system, represented as mean fold change  $\pm$  STDEV with Ctrl set as 1.0 (n=4, P values determined by unpaired t-test). Neutrophils were obtained from spleens from 3 different mice. **(c)** Quantification of flow cytometric analysis of the percentage of Ly6G<sup>+</sup>/CXCR2<sup>+</sup> or Ly6G<sup>+</sup>/CD95<sup>+</sup> freshly isolated neutrophils after rPGLYRP1 exposure, represented as mean fold change  $\pm$  STDEV with Ctrl set as 1.0 (n=3 for controls and n=6 for rPGLYRP1, P values determined by unpaired t-test). Neutrophils were obtained from spleens from 3 different mice. **(d)** Quantification of live neutrophils, by flow cytometry, after treatment with LPS, rPGLYRP1, KPC WT- or KPC OE-derived conditioned medium (CM). Shown is the mean fold change  $\pm$  SEM, with Ctrl set as 1.0 (n=3 for RPMI group and n=6 for the rest, P values determined by One Way ANOVA, with Tukey post-hoc test). **(e)** RT-qPCR analysis of genes related with M $\Phi$  polarization in untreated (M0), M1-like, M2-like, or rPGLYRP1-treated non-polarized M $\Phi$ s, shown as the mean fold change in mRNA levels  $\pm$  STDEV, with M0 set as 1.0 (n=4, P values determined by One Way ANOVA, with Dunnett's post-hoc test). **(f)** RT-qPCR analysis of the previously mentioned genes in polarized M $\Phi$ s with or without rPGLYRP1, shown as the mean fold change in mRNA levels  $\pm$  STDEV, with untreated M $\Phi$ s set as 1.0 (n=3, P values determined by unpaired t-test). **(g)** RT-qPCR analysis of *Camp* and *Tnf* expression in untreated (Ctrl) or rPGLYRP1-treated non-polarized M $\Phi$ s, shown as the mean fold change in *Camp* or *Tnf* mRNA levels  $\pm$  STDEV, with Ctrl set as 1.0 (n=3, P values determined by unpaired t-test). **(h)** Left panel: Pictures of crystal violet stained migrated M $\Phi$ s in transwell inserts with RPMI or RPMI plus rPGLYRP1 (n=3). Scale=100 $\mu$ m. Right panel: Number of migrated M $\Phi$ s exposed to RPMI (Ctrl) or RPMI+rPGLYRP1 (rPGLYRP1) in a trans-well system, shown as the mean fold change  $\pm$  SEM with Ctrl set as 1.0 (n=24, P values determined by unpaired t-test). **(i)** Left panel: Quantification of TIM3<sup>+</sup> activated or non-activated (naïve) live (DAPI<sup>-</sup>) CD3<sup>+</sup> T cells after rPGLYRP1 treatment. Shown is the mean fold change  $\pm$  STDEV, with naïve non-treated cells (control) set as 1.0 (n=4, P values determined by Two Way ANOVA). Right panel: Quantification of PD1<sup>+</sup> activated or non-activated (naïve) live (DAPI<sup>-</sup>) CD3<sup>+</sup> T cells after rPGLYRP1 treatment. Shown is the mean fold change  $\pm$  STDEV, with naïve non-treated cells (control) set as 1.0 (n=4, P values determined by Two Way ANOVA). **(j)** Left panel: Quantification of activated

or non-activated (naïve) live (DAPI<sup>-</sup>) CD3<sup>+</sup>CD8<sup>+</sup> T cells after rPGLYRP1 treatment. Shown is the mean fold change  $\pm$  STDEV, with naïve non-treated cells (control) set as 1.0 (n=4, P values as determined by Two Way ANOVA). Right panel: Quantification of activated or non-activated (naïve) live (DAPI<sup>-</sup>) CD3<sup>+</sup>CD8<sup>+</sup> T cells after rPGLYRP1 treatment. Shown is the mean fold change  $\pm$  STDEV, with naïve non-treated cells (control) set as 1.0 (n=4, P values determined by Two Way ANOVA).

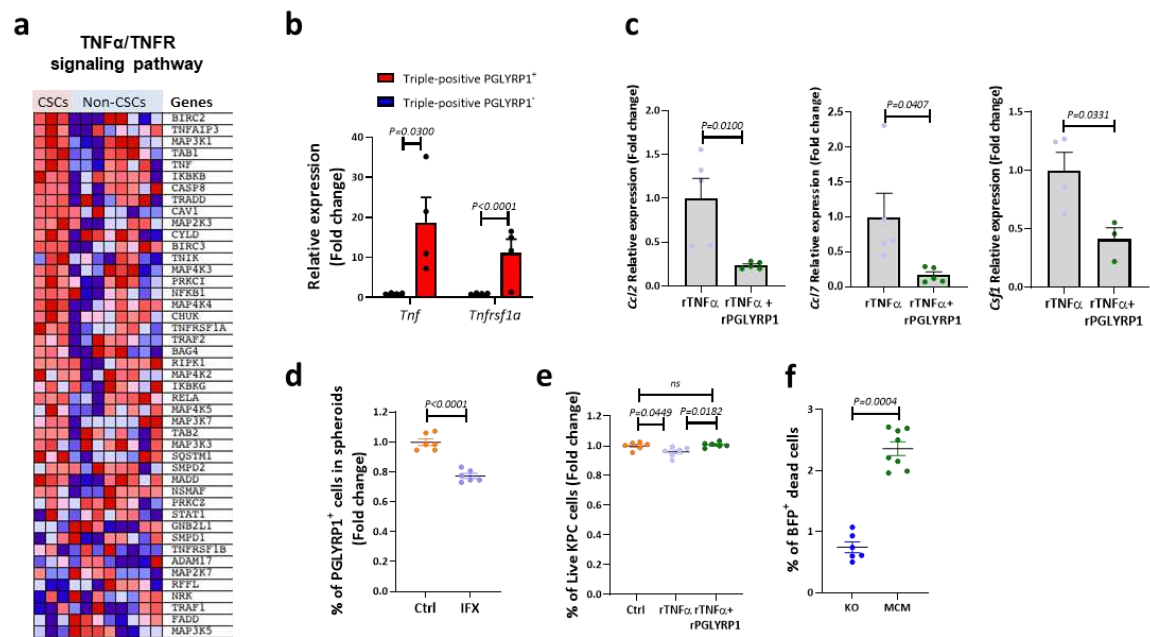

**Supplementary Figure 6. PGLYRP1 counteracts TNFα by blocking its effects *in vitro*.** (a) Heatmap showing the upregulated genes from the TNF-TNFR signaling pathway in triple-positive CSCs versus non-CSCs (n=3 for each population). (b) RT-qPCR analysis of *Tnf* and *Tnfrsf1a* expression in triple-positive PGLYRP1<sup>+</sup> or PGLYRP1<sup>-</sup> CSCs, shown as the mean fold change in mRNA levels ± SEM, with triple-positive PGLYRP1<sup>+</sup> cells set as 1.0 (n=4, P values determined by unpaired t-test). (c) RT-qPCR analysis of downstream genes regulated by TNFα-TNFR1 signaling in KPC cells after recombinant (r)TNFα and rTNFα+rPGLYRP1 treatment for 6 hours, shown as the mean fold change in mRNA levels ± SEM, with rTNFα treated cells set as 1.0 (n=3, P values determined by unpaired t-test). (d) Quantification of the percentage of PGLYRP1<sup>+</sup> KPC cells grown as spheroids in control (Ctrl) and Infliximab-treated (IFX) conditions, shown as the mean fold change ± SEM with Ctrl set as 1.0 (n=6, P values determined by unpaired t-test). (e) Quantification by flow cytometry of live cells after rTNFα and rTNFα+rPGLYRP1 treatment for 6 hours, represented as the mean fold change ± SEM, with control set as 1.0 (n=6, P values determined by unpaired t-test). (f) Quantification by flow cytometry of BFP<sup>+</sup> PGLYRP1 KO dead cells after MΦ-conditioned media (MCM) treatment for 24 hours, represented as the mean fold change ± SEM, with KO set as 1.0 (n=6 for KO and n=8 for MCM, P values determined by unpaired t-test).

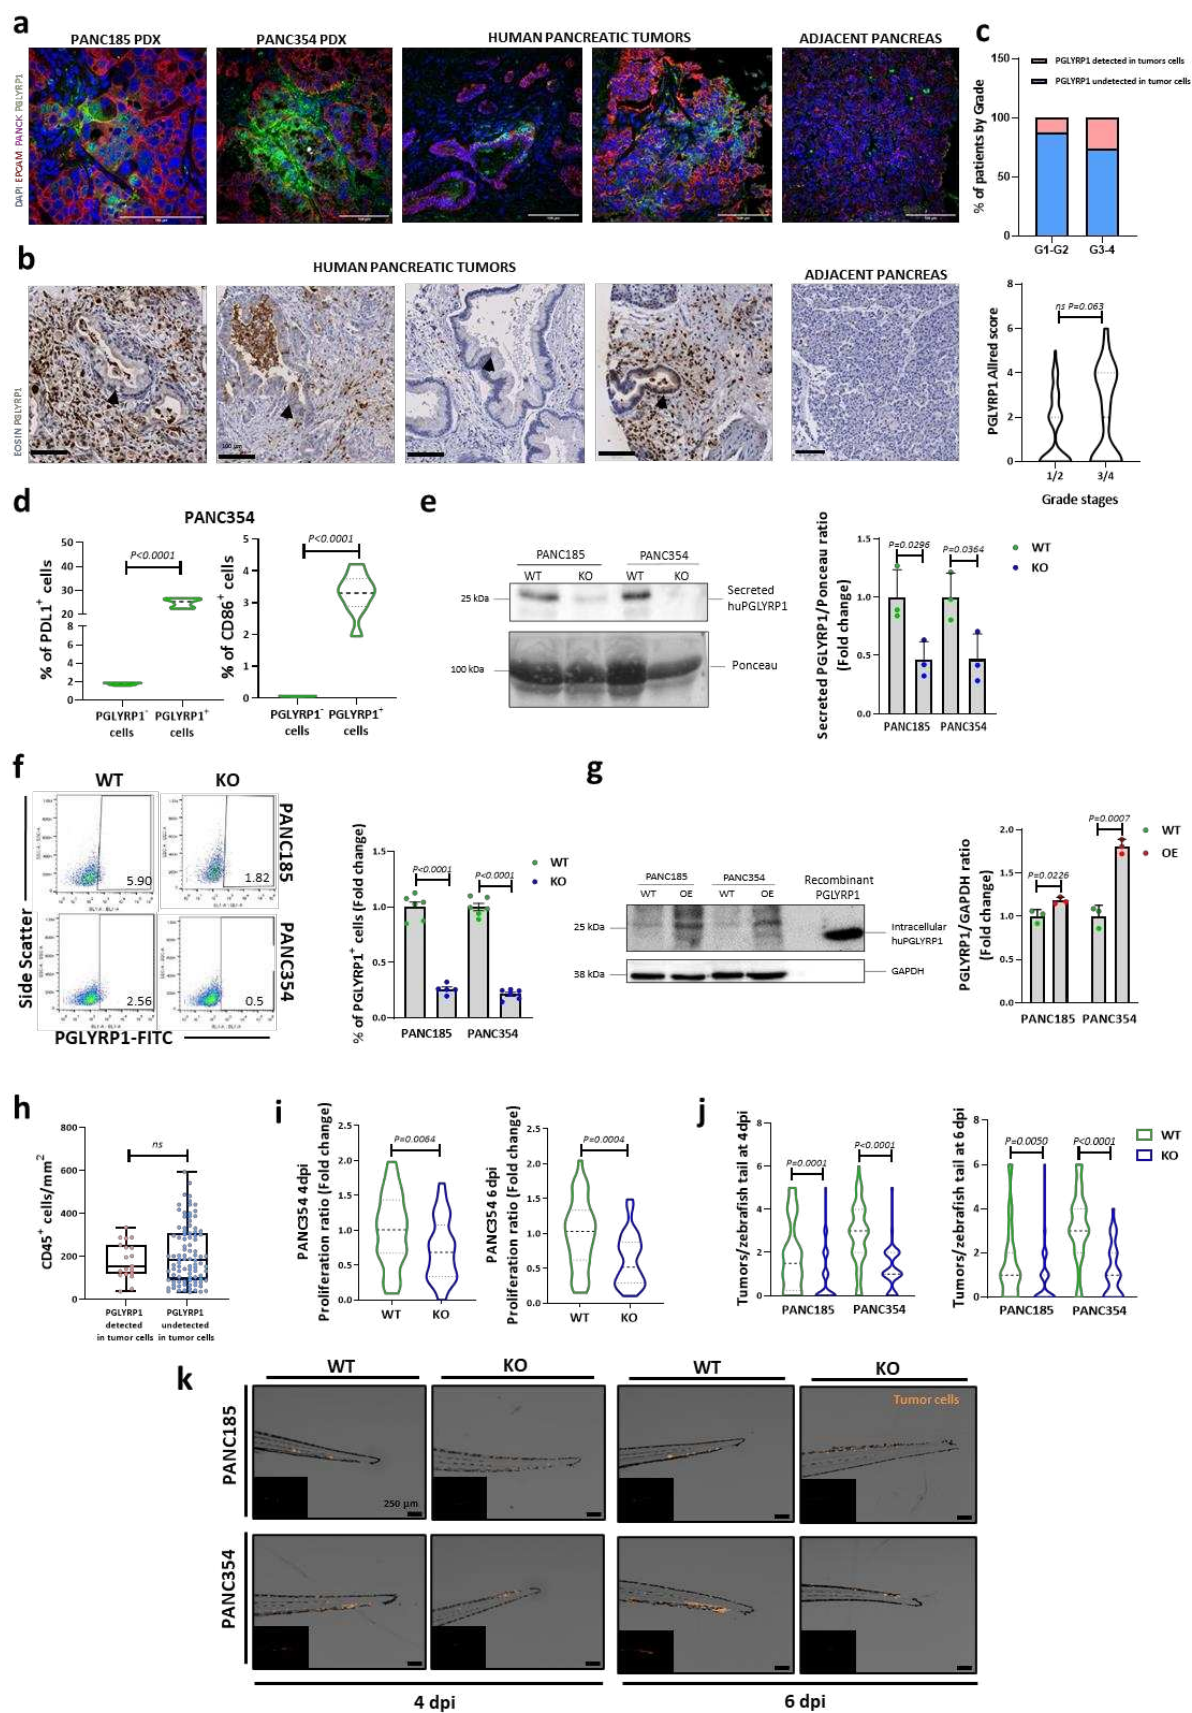

**Supplementary Figure 7. Effects of PGLYRP1 modulation in human PDAC cells *in vitro* and *in vivo*. (a)**

Representative immunofluorescence confocal-microscopy images of PGLYRP1 (green), EPCAM (red), PANCK (pink) and DAPI (nuclear marker, blue) expression in human PDXs (PANC185 and PANC354), human PDAC tumors and healthy adjacent human pancreatic tissue. Scale bars = 100  $\mu$ m. **(b)** Representative images of human PDAC tumor tissue and healthy adjacent tissue included in a tissue microarray and stained for PGLYRP1 (DAB, brown). PGLYRP1 was detected in immune cells present in the stroma and in epithelial tumor cells (indicated with black arrowheads). Scale=100 $\mu$ m. **(c)** Top panel: Percentage of patients with PGLYRP1 expression in tumor cells (pink) and with undetected PGLYRP1 expression (blue) segmented by grade. Bottom panel: Frequency of patients classified by grade according to PGLYRP1 detection in tumor cells and total PGLYRP1 expression quantified by semiquantitative Allred score in patients segmented by grade (n=113, P values determined by unpaired t-test). **(d)** Violin plots representing the mean percentage of PDL1<sup>+</sup> or CD86<sup>+</sup> cells in the PGLYRP1<sup>-</sup> or <sup>+</sup> populations in PANC354 (n=6 for PDL1 and n=9 for CD86, P values determined by unpaired t-test). **(e)** Left panel: Representative Western Blot of secreted human (hu) PGLYRP1 in conditioned media protein samples from wildtype (WT) and KO PANC185 and PANC354 primary PDX-derived cultures. Ponceau staining was included as a normalization control. Right panel: Densitometric quantification represented as the mean fold change of PGLYRP1/Ponceau ratio  $\pm$  STDEV, with WT set as 1.0 (n=3, P values determined by unpaired t-test). **(f)** Left panel: Representative flow cytometry plots of the percentage of PGLYRP1<sup>+</sup> cells in wildtype (WT) and KO PANC185 and PANC354 primary PDX-derived cultures. Right panel: Quantification represented as the mean fold change in PGLYRP1 expression  $\pm$  SEM, with WT set as 1.0 (n=6 P values determined by unpaired t-test). **(g)** Left panel: Representative Western Blot analysis of intracellular human (hu) PGLYRP1 expression in PANC185 and PANC354 cells: WT control and overexpressing (OE) PGLYRP1. GAPDH was included as a loading control. Right panel: Densitometric quantification represented as the mean fold change in PGLYRP1/GAPDH ratio  $\pm$  STDEV, with WT set as 1.0 (n=3, P values determined by unpaired t-test). **(h)** Quantification of CD45<sup>+</sup> cells per mm<sup>2</sup> of tumor in the tissue microarray with samples stratified by detectable or undetectable staining for PGLYRP1 in tumor cells (n= 113 patients, P values determined by unpaired t-test). **(i)** Quantification of the proliferation of PANC354 WT and KO cells

at 4- and 6-days post injection (dpi) compared to 1 dpi in a *D. rerio* zebrafish xenograft model. Shown are violin plots representing the mean fold change in proliferation, with WT set as 1.0 (n=37, P values determined by unpaired t-test). **(j)** Quantification of the number of tumors present in the tail of each zebrafish injected with WT or KO cells at 4 and 6 dpi. Using the GraphPad function 'Identify Outliers', outliers were discarded and afterwards an unpaired t-test was used with a confidence interval of 95% to compare the different conditions. **(k)** Representative images of zebrafish embryos xenografted with PANC185 and PANC354 WT or PGLYRP1 KO cells at 4 and 6 dpi. Images are shown in gray scale merged with fluorescent images of the injected cells. Fluorescence channel alone is added to each image for better visualization of the cells and the distribution (left bottom inlet). Scale bar = 250µm.

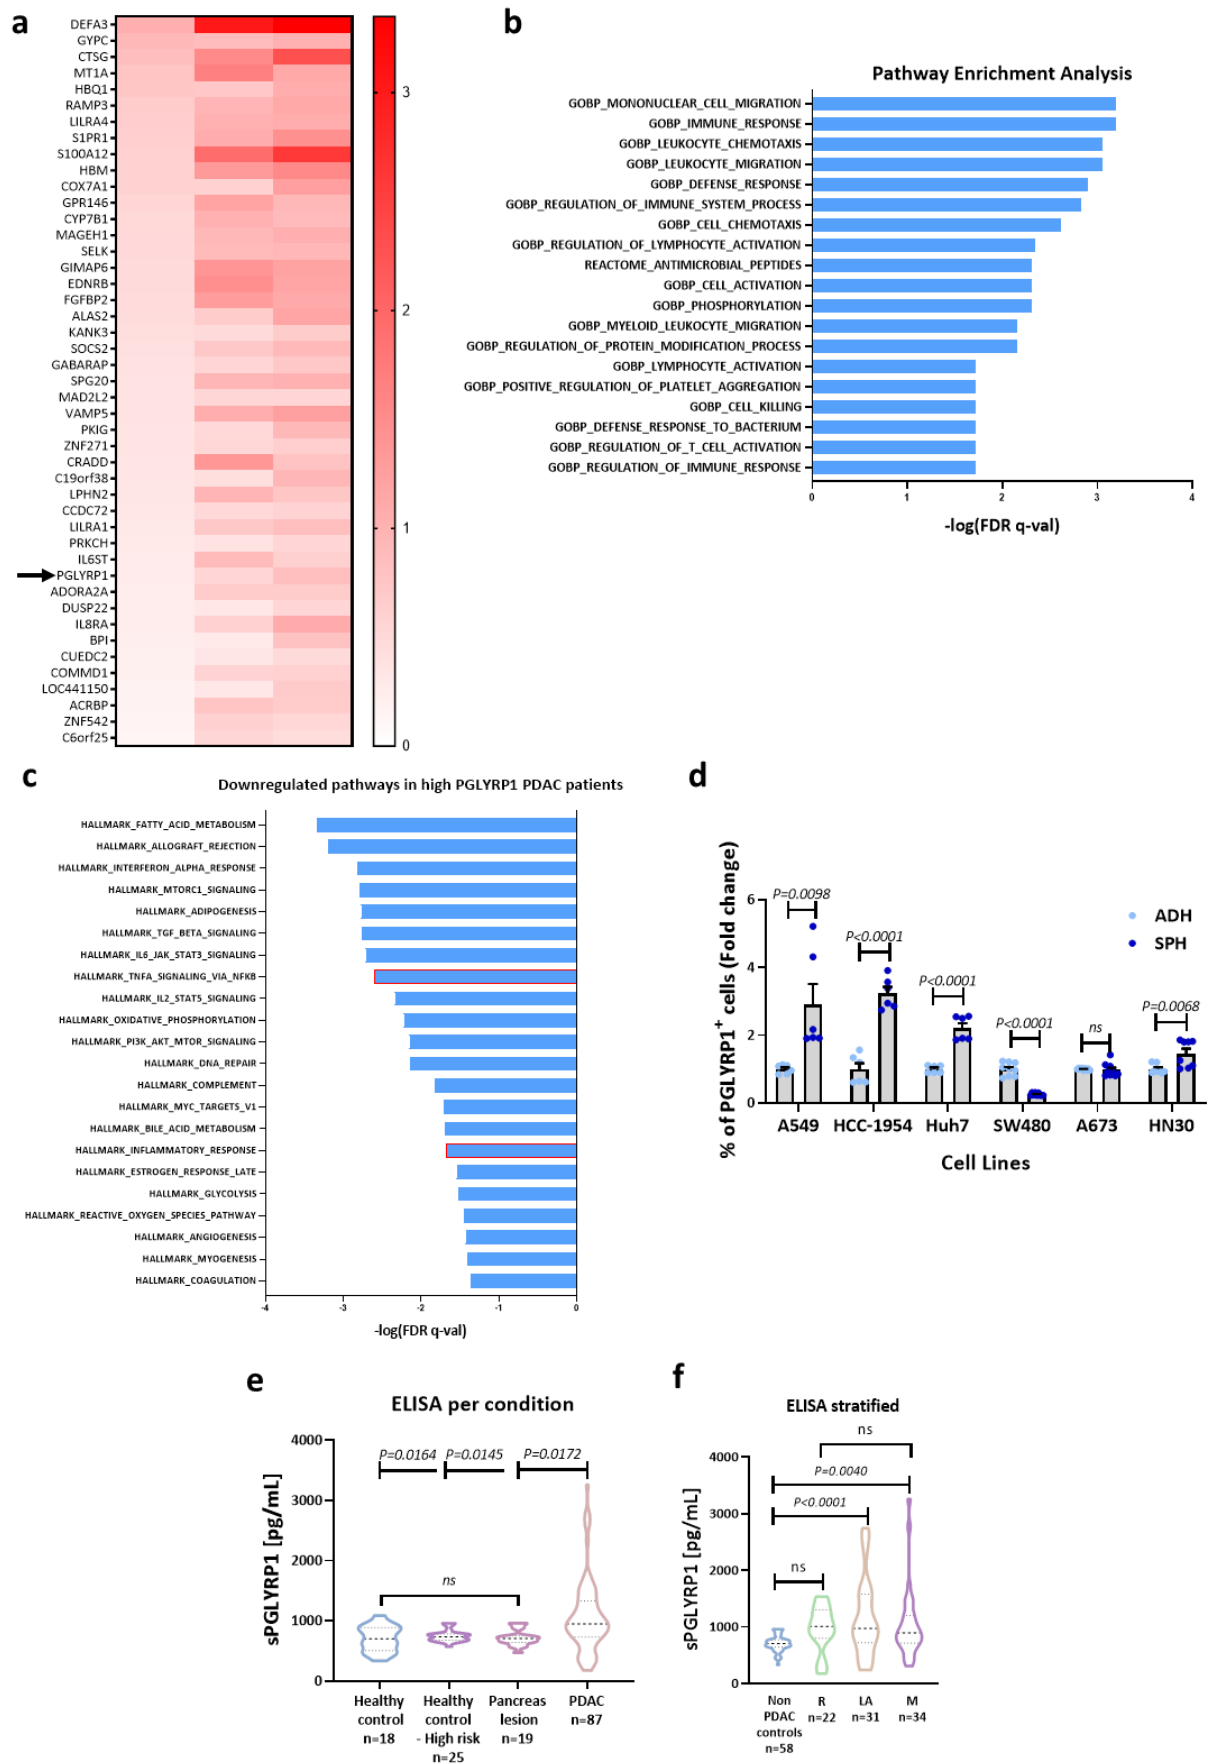

**Supplementary Figure 8. Analyses of human PDAC samples and other tumors. (a)** Heatmap representing common upregulated genes for PDAC primary tumors, and liver and lung metastases compared to their healthy counterparts obtained from the Moffitt database. *PGLYRP1* is indicated with an arrow. **(b)** Common downregulated pathways in patients with high *PGLYRP1* levels from the TCGA, Janky and META databases. Shown are the  $-\log(\text{FRD } q\text{-val})$  values for each pathway geneset used, meeting the significance criteria: nominal p-value of  $<0.05$ , FDR  $< 25\%$ . **(c)** Pathway enrichment analysis obtained from the common upregulated genes from the Moffitt database. Shown are the  $-\log(\text{FRD } q\text{-val})$  values for each pathway geneset used, meeting the significance criteria: nominal p-value of  $<0.05$ , FDR  $< 25\%$ . Mentioned pathways are highlighted in red. **(d)** Flow cytometric analysis of the percentage of *PGLYRP1*<sup>+</sup> cells in spheroids (SPH) and adherent (ADH) cultures from the indicated different tumor cell lines, shown as the mean fold change  $\pm$  SEM, with ADH set as 1.0 (n=3, P values determined by unpaired t-test). A549, lung adenocarcinoma cells; HCC-1954, breast cancer cells; Huh7, hepatocellular carcinoma cells; SW480, colorectal cancer cells; A673, Ewing's sarcoma cells; and HN30, head and neck squamous carcinoma cells. **(e)** Violin plots representing the mean levels of soluble *PGLYRP1* (pg/ml) as determined with an ELISA assay in healthy donors, healthy donors with high risk of developing PDAC, patients with other pancreatic lesions and PDAC patients (P values determined by One-Way ANOVA, Tukey post-hoc test). **(f)** Violin plots representing the mean levels of soluble *PGLYRP1* (pg/ml) as determined with an ELISA assay. Non-PDAC controls (n=58) versus indicated stages (R: resectable, LA: locally advanced, M: metastasis) (P values determined by One-Way ANOVA, Tukey post-hoc test).

# **The Peptidoglycan Recognition Protein 1 Confers Immune Evasive Properties on Pancreatic Cancer Stem Cells**

## **Supplementary Methods**

**Database interrogation and analyses.** Correlations between human genes present in the TCGA dataset were made applying a Pearson  $r$  correlation. The Moffit database (GSE71729) was analyzed using NCBI's GEO2R, clustering and comparing samples in 3 categories (healthy pancreas vs. primary tumor, healthy liver vs. liver PDAC metastases, healthy lung vs. lung PDAC metastases). P-value was adjusted by the Benjamini and Hochberg method, and significantly ( $p < 0.05$ ) up- and downregulated genes were analyzed. A heatmap was made using GraphPad PRISM 8. Gene set enrichment analysis (GSEA) was performed using the up- and down-regulated genes from the Moffit database and comparing the patient samples expressing high levels of PGLYRP1 to those expressing low levels of PGLYRP1 from the TCGA, META and Bailey datasets (2-4).

OS curves were made using OSpaad (5) by selecting the combination of all the seven datasets available and comparing the upper tercile of patients according to *PGLYRP1* expression versus the lower tercile of stage I or stage III PDAC patients.

Murine scRNA-seq dataset (GSE141017) was downloaded from the Gene Expression Omnibus (GEO) database, corresponding to the work of Schlesinger et al., 2020. Data consists of six-to-eight weeks old Ptf1a-Cre<sup>ER</sup>, LSL-Kras<sup>G12D</sup>, LSL-tdTomato (PRT) mice from which pancreatic tissue was collected for single-cell isolation at six different time points post-Tamoxifen injection (PTI): Two mice from 3 months PTI, two mice from 5 months PTI and one mouse for each of the other time points: 17 days, 6 weeks and 9 months PTI. While almost all late-stage samples include noninvasive low-grade PanINs, a 15 months PTI mouse was also sampled, which did develop an invasive PDAC. Initially available filtered raw transcript counts formatted as gene-cell matrices were imported into Scanpy (v.1.7.2) via Python (6). Transcripts were filtered to remove samples with less than 200 counts per cell among all genes and with a mitochondrial gene content higher than 20%. Genes or features expressed in less than three cells were also excluded from the analysis. Finally, doublets were removed from the dataset using the Solo tool from scVI tools (v.0.19.0). Scanpy was used for data normalization, log-transformation, selection of highly variable genes and principal component analysis (PCA). Normalization of expression levels was carried out at a count level, to counts per 10000; and was then followed by log2 transformation. Log-transformed data was used for the identification of highly variable genes using the Scanpy Wilcoxon test function `ranked_genes_group()`, selecting those with  $\text{adj} < 0.05$  and  $|\text{Log2foldchange}| > 1$ , which

were then subjected to PCA. The optimal number of principal components was calculated using the Elbow fit method. PCA results were visualized via Uniform Manifold Approximation and Projection (UMAP). Neighborhoods were calculated using the `pp.neighbors()` Scanpy function and the UMAP connectivities were computed with the Scanpy `tl.umap()` function as euclidean distances. From the obtained projection, Leiden clustering was performed with the Scanpy function `tl.leiden()` with a resolution of 1. Integration of different samples was performed on normalized PCA data using scVI tools (v.0.19.0) previous to Leiden clustering. Integrated clusters were classified as different cell types based on the expression level of specific marker genes per cluster. Cells identified as metaplastic belonging to the 15 months PTI sample were automatically categorized as tumoral cells. Python packages Numpy, Pandas and Matplotlib (7) were used for data formatting and processing. Both Scanpy and Seaborn (8) were both used for data visualization.

RNA expression data of human normal/PDAC epithelial cells (GSE134217) were obtained from fresh primary untreated PDAC specimens and distal adjacent normal pancreas by cell sorting. Epithelial cells were defined as EPCAM<sup>+</sup> (CD326-FITC, 1:11, Clone: AC128, Miltenyi Biotec), and CD45<sup>-</sup> (CD45-VioBlue, 1:11, Clone: 5B1, Miltenyi Biotec) after cell death exclusion using propidium iodide. Patients received partial pancreatoduodenectomy at the Department of General, Visceral and Transplantation Surgery, University of Heidelberg. Patients were part of the HIPO-project. The study was approved by the ethical committee of the University of Heidelberg (case number S-206/2011 and EPZ-Biobank Ethic Vote #301/2001) and conducted in accordance with the Helsinki Declaration; written informed consent was obtained from all patients. RNA extraction, library preparation and RNA sequencing were performed as previously described (9).

Single cell RNA-seq from treatment-naïve human PDAC samples were obtained from the Hwang *et al.* study (GSE202051 and GSE199102) (10). Data was downloaded through the Single cell Data Portal from Broad Institute ([https://singlecell.broadinstitute.org/single\\_cell](https://singlecell.broadinstitute.org/single_cell)) with cell annotations. R package Seurat v5.0.1 was used for analysis of the data. Tumor cells were filtered, and cells were annotated as PGLYRP1<sup>+</sup> when gene expression was higher than 0. FindAllMarkers function was used to generate the markers list for PGLYRP1<sup>+</sup> and PGLYRP1<sup>-</sup> tumor cells. The final list of PGLYRP1<sup>+</sup> cells markers was performed by filtering genes with  $\log_2FC > 1$  and  $FDR\text{-}pval < 0.05$ . Visualization of gene expression through the different cell-types and clusters were as

performed using UMAP, ViolinPlot and DotPlot functions.

**RNA isolation for microarray analysis.** For the analysis of mouse tumor-derived cell populations, Lineage<sup>-</sup> (CD45<sup>-</sup>CD31<sup>-</sup>), EpCAM<sup>+</sup>Sca-1<sup>-</sup>CD133<sup>-</sup>, EpCAM<sup>+</sup>Sca-1<sup>-</sup>CD133<sup>+</sup>, EpCAM<sup>+</sup>Sca-1<sup>+</sup>CD133<sup>-</sup> and EpCAM<sup>+</sup>Sca-1<sup>+</sup>CD133<sup>+</sup> tumor cells (~10,000 per array) were directly FACS-sorted into Trizol Reagent (Invitrogen) and RNA was purified using manufacturer's instructions with the exception of the addition of 3 µg of linear polyacrylamide (Applied Biosystems) preceding the precipitation step. Three biological replicates were obtained for each tumor population. For the comparison of mouse primary tumor cell lines grown as adherent monolayers or as spheroids (conditions detailed below), 5,000 cells/ml (10 ml) were grown for 72 h in tissue-culture dishes or in ultra-low attachment dishes (Corning). After 72 h, cells were harvested in Trizol Reagent (Invitrogen) and RNA was purified using the manufacturer's instructions. Isolated RNA was further purified using the RNeasy MinElute Cleanup kit (Qiagen) following the manufacturer's instructions.

**General RNA extraction and RT-qPCR analysis.** RNA was extracted using guanidine thiocyanate as described before (11) and cDNA synthesized with the SuperScript IV VILO cDNA synthesis kit (Cat. no 11756050, Invitrogen) followed by RT-qPCR analysis using SYBR green and a StepOne Plus real-time thermo-cycler (Applied Biosystems). The thermal cycle conditions consisted of an initial denaturation step of 10 min at 95°C followed by 40 cycles of denaturation (15 s at 95°C) and annealing (1 min at 60°C). The results obtained for each gene were normalized with the β-actin or HRPT levels. Primers are listed in **Supplementary Table 2**.

**Western Blot analysis.** Cells were harvested and lysed in RIPA buffer (Sigma, Cat no. R0278-50ML) supplemented with a protease inhibitor cocktail (Roche Applied Science, Indianapolis, IN). Cell supernatants were concentrated using the Millipore Centriplus centrifugal concentrator 30kDA (Millipore, Cat. no. 4423), as per the manufacturer's instructions. Fifty µg of protein were resolved by SDS-PAGE and transferred to Amersham™ HybondR P Western blotting PVDF membranes (Sigma, Cat no. 10600021). Membranes were sequentially blocked with 1X PBS containing 5% BSA (w/v), incubated with a 1:500-1:5000 dilution of indicated antibodies (see **Supplementary Table 3**) overnight at 4°C, washed 3 times with 1X PBS containing 0.5% Tween20 (v/v), incubated with horseradish peroxidase-conjugated secondary antibodies, and washed again to remove unbound antibody. Bound antibody complexes were detected with SuperSignal chemiluminescent

substrate (Pierce, Cat no. 34580) and images were obtained using the MyECL or iBright Imager (Thermo Fisher Scientific). Densitometric ratios were determined using ImageJ software and by measuring the intensity of each band and normalizing to total protein (i.e., No Stain Protein Labeling Reagent, Thermo Fisher Scientific, Cat no. A44717; Ponceau S solution, Sigma, Cat no. P7170) or a specific housekeeping loading control.

**Spheroids culture.** Spheroids enriched in CSCs were generated by culturing cancer cells in ultra-low attachment plates (Corning) using serum-free DMEM/F12 (Invitrogen, Cat no. 21331046) supplemented with B27 1:50 (Invitrogen, Cat no. 17504044), 20 ng/ml bFGF (PAN-Biotech, Sigma, Cat no. GF446-10UG), L-Glutamine (Invitrogen, Cat no. 25030081), 50 units/ml penicillin/streptomycin (Invitrogen, Cat no. 11548876) and fungizone (Invitrogen, Cat no. 15290018). For spheroid formation assays, pancreatic CSC spheroids were generated by culturing primary pancreatic cancer cells (2,000 cells/ml) using the aforementioned medium. For serial passaging, 4-7-day-old spheroids were harvested using 40 µm cell strainers, dissociated into single cells with trypsin, and then re-cultured for 4-7 additional days. Spheroid formation was quantified using a Casy TTC cell counter (OMNI Life Science GmbH & Co KG, Bremen, Germany). Counts > 40µm were considered spheroids. For infliximab (Cat no. Y0002047, Sigma-Aldrich) treatment, spheroids were cultured for 4-7 days and then treated with 10 µg/ml for 24 hours. After that, they were processed for further analysis as indicated.

**Organoid formation.**  $2 \times 10^4$  sorted cells were plated per well in a 24-well plate in semi-solid growth factor reduced Matrigel™ (Cat no. 356234, Corning) with culture medium (DMEM-F12 supplemented with B-27, 10ng/ml EGF (PeproTech, Cat no. 315-09), 5% fetal calf serum, 50 units/ml penicillin/streptomycin). After 1 day, medium was changed to serum-free medium, and cells were incubated for 10 more days.

**Single cell suspension preparation.** Tumors and pancreata were digested with Collagenase P (Roche, Cat no. 11213857001), to obtain single cell suspensions. Briefly, tissues were minced using a scalpel and forceps and transferred to a 50ml conical tube. Five ml of FBS-free medium and 50 µl of Collagenase P 1X (0.2mg/ml), Dispase (0.8 mg/ml) and DNase (0.5 mg/ml) were added to the tubes. Samples were incubated for 15 min at 37°C, vortexing every 5 min. After incubation, digestions were stopped by adding 1 ml of HBSS containing 10% FBS. Tubes were centrifuged for 5 min at 1500 rpm and supernatants were removed. ACK lysis buffer was used to remove erythrocytes by incubating samples for 5 min at room temperature, HBSS was then added, and

samples were centrifuged, supernatant removed, and cell pellets resuspended in flow cytometry buffer (PBS with 2%FBS and 3 mM EDTA).

**Flow cytometry and cell sorting.** For analysis of murine cells, cell suspensions were incubated with purified anti-mouse CD16/CD32 (Fc Shield, 2.4G2, Cat no. 70-0161-U100, TONBO) to block Fc receptors, while for the analysis of human cells, cell suspensions were blocked with Flebogamma (Grifols) for 15min at 4°C. For cell surface marker expression, refer to antibodies listed in **Supplementary Table 4**. For all assays, 2µg/ml DAPI (4',6-diamidino-2-phenylindole, Sigma, Cat no. D9542-5MG), 1 µg/ml PI (3,8-Diamino-5-[3-(diethylmethylammonio)propyl]-6-phenylphenanthridinium diiodide Phenanthridinium, Alfa Aesar, Cat no. J66584), 1µl/mL LIVE/DEAD™ Fixable Green Dead Cell Stain (Thermo Fisher Scientific, Cat no. L23101) or 1 µg/ml TO-PRO-3 iodide (Thermo Fisher Scientific, Cat no. T3605) were used to exclude dead cells. Cells were resuspended in Flow buffer [1X PBS; 3% FBS (v/v); 3mM EDTA (v/v)] before analysis. All samples were analyzed using a 4-laser Attune™ NxT Acoustic Cytometer (Thermo Fisher Scientific) or sorted using a FACS MoFlo Astrios instrument (Becton Dickinson). Data analysis was performed using FlowJo software (Tree Star Inc., Ashland, OR.).

**Histopathology and tissue microarrays.** Specimens were fixed in 10% buffered formalin and embedded in paraffin or OCT. For histopathological analyses, tissues were serially sectioned, and every 4th section was stained with hematoxylin and eosin (H&E). Representative sections were chosen for the grading and enumeration of lesions and quantification of tissue damage. For H&E-stained slides of pancreata, areas were marked as normal tissue, ADM, PanIN or PDAC tumor tissue. Moreover, tumors were classified as differentiated or poorly differentiated using the guidelines from the College of American Pathologists (<https://documents.cap.org/protocols/cp-pancreas-exocrine-17protocol-4001.pdf>). For macroscopic images of tumors or metastatic tissue, a Motic EasyScan One was used to acquire whole images and images were scaled and annotated with Motic DS Assistant software. For the TMAs, human PDAC tumor tissue samples were provided by the tissue bank of the University Medical Center Mainz in accordance with the regulations of the tissue biobank and the approval of the ethics committee of University Medical Center Mainz (2019-14390; Landesärztekammer RLP). Tissue samples of 113 patients with primary resected therapy naive PDAC

were spotted on tissue microarrays (TMA). To overcome heterogeneity, 4 array spots of each tissue were generated (2 central, 2 peripherals; diameter: 1 mm). Prior to incubation with the primary antibody, heat-induced antigen retrieval was conducted using citrate-based buffer (pH 6.0 Dako EnVision, Glostrup, Denmark). Then, a primary mouse monoclonal anti-hPGLYRP1 antibody (Cat no. MAB2590, R&D) was used at a dilution of 1:250. Antibody-binding was visualized with DAB+ chromogen (Dako). The stained tissue slides were scanned at 400× magnification using a slide scanner (NanoZoomer 2.0-HT, Hamamatsu Photonics K.K., Hamamatsu, Japan). Analysis was performed using NDP2.view software (Hamamatsu). The staining was quantified by using semi-quantitative and the widely established Allred scoring system, the sum of staining intensity and distribution. Tissue samples were provided by the tissue bank of the University Medical Center Mainz in accordance with the regulations of the tissue biobank and the approval of the ethics committee of University Medical Center Mainz.

**Immunofluorescence and confocal microscopy.** Spheroids were stained as described by the M.J. Bissell laboratory (12). Briefly, cells were spun down and washed once before resuspension in 15µl of PBS, plated on super-frost slides, dried, and fixed in 4% formaldehyde. After permeabilization with 0.3% Triton X-100 in PBS, slides were incubated in blocking solution (PBS, 0.1% BSA, 10% horse serum, 1% donkey F(ab') anti-mouse IgG (Cat no. 715-006-151, Jackson ImmunoResearch), 0.2% Triton X-100, 0.05% Tween 20) and then stained.

For staining of pancreata and tumors embedded in OCT, samples were sectioned (6µm) and fixed in 4% PFA. When required, sections were permeabilized with 0.3% Triton X-100 for 10 minutes and washed with PBS. After incubation with blocking solution (3% BSA, 1% donkey serum, 0.05% Tween 20, 0.1% Triton X-100), primary antibodies (**Supplementary Table 3**) were added and incubated overnight at 4°C followed by a 1h incubation with secondary antibodies and DAPI. Images were obtained using a TCS SP5 confocal microscope (Leica). For 2D sections in paraffin, FFPE blocks were cut using a Leica RM2125 RTS microtome, sections were deparaffinated with decreasing concentrations of ethanol and antigen retrieval with 1 mM EDTA was used. After incubation with blocking solution (PBS 1x, 1% BSA, 2% FBS), primary antibodies were added and incubated overnight at 4°C, followed by a 1h at 37°C incubation with secondary antibodies and DAPI. Samples were mounted in ProLong (Invitrogen, Cat no. P36970) and images were obtained using a Confocal Laser

Scanning Microscope LSM710 (Zeiss) or Stellaris 8 STED microscope (Leica). Images were analyzed in ImageJ software. For 3D quantitative confocal microscopy, FFPE-embedded tumors were deparaffinized as described before (20 µm slides) or following already published protocols (13) and cut using a Leica Vibratome VT1200 (300 µm slides). Tissue sections were blocked, incubated, and cleared as previously described (14), and images were obtained using a Stellaris 5 confocal microscope (Leica). Surfaces and spots were created and quantified employing Bitplane Imaris<sup>®</sup> v10, and distances between spots and surfaces were measured.

**Trans-well migration assay.** Invasion assays were performed using 8.0 µm transparent PET membrane trans-well chambers (Cat no. 353097, Falcon).  $1 \times 10^5$  murine immortalized bone marrow-derived macrophages (kindly provided by Dr. Antonio Castrillo), freshly isolated neutrophils or NK-92 cells were added to the top of the insert, and 750 µl of complete RPMI media (as control media) or media plus recombinant PGLYRP1 (1 µg/ml, BioTechne, Cat no. 2696-PG-050/CF) was added to the lower chamber. The assay chambers were incubated for 6–24 h at 37°C. Invaded macrophages were fixed in 4% PFA and stained with Crystal Violet, and the number of cells that migrated through to the lower chamber were counted. For neutrophils, migrated and non-migrated cells were collected and stained with Anti-Ly6G antibody and analyzed by flow cytometry as described above.

**Lentivirus production and transduction.** Lentiviral particles were produced by transfection of 293T cells (Invitrogen) following a polyethylenimine (PEI)-based protocol, as previously described (15). Briefly,  $8.5 \times 10^5$  293T cells were co-transfected with 1 µg packaging plasmid psPAX2, 1 µg envelope plasmid pVSVG and 2 µg of the indicated backbone plasmid: pRRL-CMV-IRES-mCherry, pReceiver-Lv106\_PGLYRP1 (murine PGLYRP1, 217EX-Mm05789-Lv206, GeneCopoeia), pReceiver-Lv106\_PGLYRP1 (human PGLYRP1, 217EX-U0257-Lv206, GeneCopoeia), pCAS9 or 5 different PGLYRP1-CRISPR plasmids (Target sequences: For murine PGLYRP1 were CATGACCGTCCTCTCCAATA, AGGCGGCTAGAGCACTCGGA and ATGTCTATGAAGGCCGAGGC; for human PGLYRP1 were GATACCACCACATAGCGTAA and GAAGACGGGCTCGTATACGA; and they were cloned into pKLV2-U gRNA5(BbsI)-PGKpuro2ABFP-W backbone vector from Addgene (#67974)) or control scrambled sgRNA CRISPR Lenti-vector (Addgene, #67974). After 8 h, the transfection medium was replaced with complete RPMI media and recombinant lentiviruses were harvested 48 h and 72 h later. Virus particle-containing

supernatants were filtered through 0.45  $\mu$ M PVDF membrane filters, aliquoted and stored at  $-80^{\circ}\text{C}$  until needed. For lentivirus transduction, PDAC cells were seeded in 6-well plates at a concentration of  $3\text{--}5 \times 10^5$  cells/well. One milliliter of the respective lentivirus was directly overlaid onto cells in the presence of polybrene (Cat. no TR-1003, Sigma) at a final concentration of 8  $\mu\text{g}/\text{ml}$ . After 16 h, medium was changed and after 48 h, antibiotic selection was initiated. Stably-transduced cells were obtained after BFP- or mCherry-positive cell sorting using a FACS Vantage SE Flow Cytometer for PGLYRP1-CRISPR, controls and PGLYRP1 overexpressing cells, respectively, or after antibiotic cell selection using Blasticidin (5–10  $\mu\text{g}/\text{ml}$ ; Cat. no R21001, Invitrogen) (Cas9) or Puromycin (2  $\mu\text{g}/\text{ml}$ ; Cat. no P9620, Sigma) (PGLYRP1 overexpression and CRISPR). Before their use, OE and KO cultures were antibiotic-selected to ensure, up to a minimum, of 80% mCherry+ or BFP+ cells.

**Immune cell isolation.** Murine bone-marrow-derived cells (BMDC) were isolated from the femur and tibiae of at least two mice by centrifugation. BMDC pellets were resuspended in RPMI 1640 media (Invitrogen, Cat no. 61870044) and cultured in the absence of serum for 24h to allow monocytes to attach. Monocytes were then differentiated into macrophages under adherent conditions on non-tissue culture-treated 100mm dishes in RPMI supplemented with 10% FBS and 10ng/ml of murine M-CSF (Cat no. 315-02, PeproTech). Murine neutrophils were isolated from spleens or tumors and sorted based on the expression of the markers Ly6C and Ly6G.

Blood samples from healthy donors were provided by the BioBank Hospital Ramón y Cajal-IRYCIS (PT13/0010/0002), integrated in the Spanish National Biobanks Network (ISCIII Biobank Register No. B.0000678). Samples were processed following standard operating procedures with the appropriate approval of the Hospital Ramón y Cajal Ethical and Scientific Committee (Control No.: DE-BIOB-73 AC65, RG.BIOB-57, and RG.BIOB-54), with informed consent and according to Declaration of Helsinki principles. Blood samples were diluted with PBS (Cat no. 10010023, Gibco) and Ficoll (Cat no. L6115, Merck) and were used to isolate peripheral blood mononuclear cells (PBMCs). PBMCs were divided across three 6-well culture plates (per donor) with RPMI 1640 media containing 10% FBS and 50 units/ml penicillin/streptomycin. After

24 h, monocytes adhered to the plate surface were separated from the lymphocytes that remained in suspension and that were seeded in T-75 flasks for their subsequent activation and growth.

**Macrophage phagocytosis assay.** Five days after isolation of macrophages, tumor fluorescent cells were harvested and seeded together with macrophages during 24 h. In case of Infliximab and anti-PGLYRP1 treatment, cells were incubated with 10 µg/ml or 0.5 µg/ml, respectively. Afterwards, cells were detached using scrapers and macrophages phagocytosing fluorescent tumor cells were measured by flow cytometry, as described above, gating on the double-positive population: CD11b and reporter genes (i.e., mCherry or BFP).

**T cell cytotoxicity assay.** Murine T cells were isolated from spleens and cultured overnight at 37°C in a humidified incubator with 5% CO<sub>2</sub> with mouse T-Activator CD3/CD28 Dynabeads (ThermoFisher Scientific) and recombinant mouse IL-2 (30 U/ml, Cat. no 212-12, Peprotech) for at least 48 hours to achieve a T cell enrichment of at least 80%. Seven days after isolation and expansion of human T cells from PBMCs (described above), T cells were activated with phytohemagglutinin-P (Cat no. L8754, Merck) at a concentration of 5 µg/ml and with 20 ng/ml of human rIL-2 (Cat no. PHC0026, Gibco) for 7 days. Subsequently, fluorescent WT, OE or CRISPR human or murine tumor cells were incubated with T cells (or medium control) in wells of a 96-well plate in a 1:5 ratio for 24 h at 37°C in a humidified incubator with 5% CO<sub>2</sub>. Afterwards, cytotoxicity was determined by quantifying dead tumor cells (labeled with mCherry or BFP), using TO-PRO-3 staining by flow cytometry and a comparison between the excess of cell death compared to the controls (i.e., background) was performed.

**Immune cell polarization assays.** For macrophage polarization, primary bone marrow-derived MΦs were cultured with 10 ng/ml of IL-4 (Cat no. 214-14, PeproTech) for 48h (M2), LPS (Cat. no L4391, Sigma) + IFNγ (Cat. no 315-05, Peprotech) (M1) or recombinant PGLYRP1 (1 µg/mL). Macrophage polarization was confirmed by qPCR analysis of indicated mRNAs. For neutrophil polarization, Ly6G<sup>+</sup> neutrophils were isolated from spleens by FACS and cultured with RPMI media or RPMI media plus recombinant PGLYRP1 (1 µg/mL) or KPC cell lines conditioned media. CXCR2 or CD95 expression was measured by flow cytometry. For T cell viability and polarization, T cells were enriched from a splenocyte culture and sorted for CD3 expression. 100,000 T cells were cultured with RPMI or RPMI media plus recombinant PGLYRP1 (1 µg/mL) with or without previous

T cell activation as described above. Cytotoxicity was measured using DAPI and polarization was measured by flow cytometry.

**Stimulation assay.** For stimulation assays, tumor or immune cells were seeded in 6-well plates and treated with 1 ml of complete RPMI medium plus recombinant PGLYRP1 (1 µg/mL, Cat. no. 2696-PG-050/CF, Biotechne) and/or TNFα (20 ng/mL, Cat. no. MBS2553644) during 6 or 24h, or with macrophage conditioned medium for 24h. After indicated time points, cells were trypsinized and harvested for flow cytometry analysis of cytotoxicity “excess” (i.e., the difference between basal cell death levels and those after stimulation) and/or expression of the indicated markers.

**Mice.** The KPC (LSL-Kras<sup>G12D/+</sup>;LSL-Trp53<sup>R172H/+</sup>;Pdx-1-Cre) mouse model of PDAC has been previously described (16). All *in vivo* procedure in mice were conducted in accordance with protocols approved by the local Animal Experimental Ethics Committee of the Instituto de Salud Carlos III (PA 34-2012) or the Committee for Animal Care from the Universidad Autónoma de Madrid (UAM) (Ref# CEI-25-587) and the Comunidad de Madrid (PROEX 335/14, 294/19, 289/14 or 201.4/23). For all *in vivo* experiments, mice were housed according to institutional guidelines and all experimental procedures were performed in compliance with the institutional guidelines for the welfare of experimental animals and in accordance with the guidelines for Ethical Conduct in the Care and Use of Animals as stated in The International Guiding Principles for Biomedical Research involving Animals, developed by the Council for International Organizations of Medical Sciences (CIOMS).

**Extreme Limiting Dilution Analysis.** For assessing tumorigenic potential of the different tumor cell subsets, serial dilutions of sorted cells were injected into the flanks of athymic Foxn1nu/nu mice (Envigo). Cells were embedded in a mixture 1:1 Medium:Matrigel™ in a final volume of 30 µl. Animals were examined twice a week for tumor formation for up to 2 months, and were sacrificed when the diameter of the tumor reached 1cm<sup>2</sup>. CSC frequency was calculated using the ELDA software (17). C57Bl/6J mice were purchased from our in-house breeding facility (Instituto de Investigaciones Biomedicas Sols-Morreale CSIC-UAM). Three dilutions (100,000, 10,000 and 1,000 cells) of KPC ID11 and ID95 WT, PGLYRP1 OE and PGLYRP1 KO cell lines were subcutaneously injected into 10-week-old female C57Bl/6J mice and tracked for 3 weeks for tumor formation. At the time of sacrifice, tumors were extracted, photographed, weighed, and fixed in 4% PFA overnight at 4°C and

subsequently paraffin embedded.

**Murine model of pancreatitis.** Pancreatitis was induced by treatment with Cerulein (Cat no. C9026, Sigma), a cholecystokinin analog, as a single daily intraperitoneal injection (0.1 ml of a 50 µg/ml solution in saline buffer) 5 days per week during the duration of the study in C57Bl6 mice. After treatment, mice were euthanized, and inflammation was checked by the presence of acinar to ductal metaplasia in H&E-stained slides from FFPE-embedded pancreata.

**Intravenous metastasis assay.** For lung colonization assays, C57Bl/6J mice were injected intravenously via the tail vein with 10<sup>6</sup> KPC PGLYRP1 WT, OE or KO cells (resuspended in 100 µl 0.9% physiological saline solution) using a 27-G needle. Lungs were harvested 3 weeks post injection, photographed, weighed, fixed in 4% PFA overnight at 4 °C and subsequently paraffin embedded.

**Zebrafish maintenance and xenograft assays.** Zebrafish adults (*Danio rerio*, wild type) were crossed to obtain embryos. Adults were kept in aquaria with a ratio of 1 fish / L of water, day/night cycle of 14:10h, respectively; and water temperature was maintained at 28.5°C, according to published procedures (18). Procedures used in the experiments, fish care and treatment were performed in agreement with the Animal Care and Use Committee of the University of Santiago de Compostela and the standard protocols of Spain (Directive 2012-63-DaUE). At the end of the experiments, the embryos used were euthanized by tricaine overdose.

Zebrafish embryos were obtained mating adults and collected at 0hpf (hours post fertilization) and placed in an incubator at 28.5°C in petri dishes until 48hpf. On the day of the experiment, tumor cells were trypsinized, labeled with Dil (Cat. no D3911, Thermo Fisher) and concentrated in an Eppendorf at approximately 1 million cells/condition and resuspended in 10µl of PBS with 2% of PVP40) to avoid cellular aggregation. Afterwards, 2-day-old embryos were anesthetized with 0.003% of tricaine (Cat. no E10521, Sigma) and injected with PANC354 or PANC185 cells (WT or CRISPR). Cell injection was performed using borosilicate needles (1 mm O.D. x 0.75 mm I.D.; World Precision Instruments). Between 100 and 200 cells were injected into the circulation of each fish (Duct of Cuvier) using a microinjector (IM-31 Electric Microinjector, Narishige) with an output pressure of 15kPa and 20ms of injection time per injection. After the injection, embryos were maintained at 34°C until 6 days post injection (dpi) in 30mL petri dishes with SDTW (Salt Dechlorinate Tap

Water).

Imaging of the injected embryos was performed using a fluorescence stereomicroscope (AZ-100, Nikon) at 1, 4 and 6dpi to measure the proliferation and metastasis capacity of the injected cells in the caudal hematopoietic tissue (CHT) of the zebrafish embryos in each of the conditions assayed. In order to perform the analysis of the images of the embryos taken at the different time points (1, 4 and 6 dpi), Quantifish software (19) was used. This software processes all the images and measures fluorescence intensity and area of positive pixels, corresponding to the cells injected, above a certain threshold. With these parameters, integrated density is obtained allowing one to compare different times between images and obtain a proliferation ratio of the cells in the region of the caudal hematopoietic tissue (CHT) of the embryos, where the cells normally metastasize. A ratio equal to 1 means the maintenance of the cells, above 1, the cells are proliferating and below 1 the cells are dying. In addition, the number of tumors present in each image corresponding to the tails of the embryos were counted. Tumor counts were selected based on the size of the tumor and the separation between the cell masses in the tail of the fish.

**PGLYRP1 Enzyme-Linked ImmunoSorbent Assay.** Blood samples from PDAC patients and healthy donors were provided by the BioBank Hospital Ramón y Cajal-IRYCIS (PT17/0015/0010), integrated in the Spanish National Biobanks Network (ISCIII Biobank Register No. B.0000678) and from the "Collection of samples of the Familial Pancreas Cancer Registry" of the Carlos III Institute (ISCIII ref no.: C.0003953). PGLYRP1 levels in serum samples were determined using the human PGLYRP1 ELISA kit (Cat no. EHPGLYRP1, Invitrogen) as per the manufacturer's instructions.

**TNF $\alpha$  Enzyme-Linked ImmunoSorbent Assay.** Conditioned medium from KPC cells grown in adherent conditions or as spheroids were collected, and the levels of soluble TNF $\alpha$  were determined using the murine TNF $\alpha$  ELISA kit (Cat no. DY410-05, R&D) as per manufacturer's instructions.

**Patient and public involvement in research.** Neither patients nor the public were directly involved in this research. Included are patient samples that were provided with informed consent via the BioBank Hospital Ramón y Cajal-IRYCIS (detailed above).

## **The Peptidoglycan Recognition Protein 1 Confers Immune Evasive Properties on Pancreatic Cancer Stem Cells**

### Supplementary Tables

Supplementary Table 1. Custom gene signatures employed

| Name                                                 | Number of genes | Reference      |
|------------------------------------------------------|-----------------|----------------|
| BENPORATH_ES1                                        | 379             | PMID: 18443585 |
| ZHOU_PANCREATIC_EXOCRINE_PROGENITOR                  | 11              | PMID: 18754011 |
| RAMALHO_STEMNESS_UP                                  | 196             | PMID: 12228720 |
| WONG_ADULT_TISSUE_STEM_MODULE                        | 721             | PMID: 18397753 |
| WONG_EMBRYONIC_STEM_CELL_CORE                        | 335             | PMID: 18397753 |
| STEM CELL GENE SET (Palmer et al. 2012)              | 189             | PMID: 22909066 |
| IVANOVA_HEMATOPOIESIS_STEM_CELL                      | 191             | PMID: 12228721 |
| HEMATOPOIETIC STEM CELL HOMEOSTASIS                  | 33              | GO:0061484     |
| BOQUEST_STEM_CELL_UP                                 | 262             | PMID: 15635089 |
| KRAS P53 PDAC IMMUNOREGULATORY PROGRAM (DATTA ET AL) | 20              | PMID: 35701533 |
| REACTOME_INNATE_IMMUNE_SYSTEM                        | 278             | R-HSA-168249   |
| LIN_TUMOR_ESCAPE_FROM_IMMUNE_ATTACK                  | 19              | PMID: 17308126 |
| INVASIVE_GENE_SIGNATURE_LIU_ET_AL_NEJM               | 186             | PMID: 17229949 |

Supplementary Table 2. Primers

| Gene             | Species | Sequence Forward         | Sequence Reverse         |
|------------------|---------|--------------------------|--------------------------|
| <i>Arginase1</i> | Mouse   | TCATTGGGTGGATGCTCACAC    | GAGAATCCTGGTACATCTGGGAA  |
| <i>B-ACTIN</i>   | Human   | GCGAGCACACGAGCCTCGCCTT   | CATCATCCATGGTGAGCTGGCGG  |
| <i>B-Actin</i>   | Mouse   | CGGTTCCGATGCCCTGAGCTCTT  | CGTCACACTTCATGATGGAATTGA |
| <i>Camp</i>      | Mouse   | GCAGTTCAGAGGGACGTC       | GTTCTTGAAGGCACATTGC      |
| <i>Ccl2</i>      | Mouse   | CACTACCTGCTGCTACTCA      | GCTTGGTGACAAAACTACAGC    |
| <i>Ccl7</i>      | Mouse   | GATCTCTGCCACGCTTCTGT     | GGTGATCCTTCTGTAGCTCTTG   |
| <i>Cd86</i>      | Mouse   | ACGTATTGGAAGGAGATTACAGCT | TCTGTCAGCGTTACTATCCCGC   |
| <i>Csf1</i>      | Mouse   | GCCTCCTGTTCTACAAGTGGAAG  | ACTGGCAGTTCCACCTGTCTGT   |
| <i>Il1b</i>      | Mouse   | TGGACCTTCCAGGATGAGGACA   | GTTCATCTCGGAGCCTGTAGTG   |
| <i>Krt19</i>     | Mouse   | AGTCTCGCTGGTAGCTCAGATG   | CTACCTTGCTCGGATTGAGGAG   |
| <i>Pdx1</i>      | Mouse   | AAGCTCACGCGTGGAAG        | GCCGGGAGATGTATTTGTTAA    |
| <i>PGLYRP1</i>   | Human   | CCATGTCCATTGGCATCAGCTTC  | GAGCACATAGTTGGACCTCAGG   |
| <i>Pglyrp1</i>   | Mouse   | CAATGTGCAGCATTACCACA     | CCGTCCTCTCCATAAGGAA      |
| <i>Sox9</i>      | Mouse   | TCCACGAAGGGTCTCTTCTC     | AGGAAGCTGGCAGACCAGTA     |
| <i>Tnf</i>       | Mouse   | TCGGGGTGATCGGTCCCAA      | TGGTTTGCTACGACGTGGGCT    |
| <i>Ym1</i>       | Mouse   | GGGCATACCTTTATCCTGAG     | CCACTGAAGTCATCCATGTC     |
| <i>Trem1</i>     | Mouse   | CCTGTTGTGCTCTTCCATCCTG   | CGGGTTGTAGTTGTGTCACTGG   |
| <i>Mpo</i>       | Mouse   | CGTGTCAGTGGCTGTGCCTAT    | AACCAGCGTACAAAGGCACGGT   |
| <i>Tnfrsf1a</i>  | Mouse   | GTGTGGCTGTAAGGAGAACCAG   | CACACGGTGTTCTGAGTCTCCT   |
| <i>Cxcr2</i>     | Mouse   | CTCTATTCTGCCAGATGCTGTCC  | ACAAGGCTCAGCAGAGTCACCA   |
| <i>Cxcr4</i>     | Mouse   | GACTGGCATAGTCGGCAATGGA   | CAAAGAGGAGGTCAGCCACTGA   |

Supplementary Table 3. Western Blot and immunofluorescence antibodies

| Western Blot/Immunofluorescence |        |                 |                  |             |                          |
|---------------------------------|--------|-----------------|------------------|-------------|--------------------------|
| Epitope                         | Host   | Reactivity      | Dilution         | Application | Manufacturer (Cat no).   |
| Amylase                         | Rabbit | Mouse           | 1:100            | IF          | Sigma (A8273)            |
| CD133/1                         | Mouse  | Human           | 1:100            | IF          | Miltenyi (130-111-756)   |
| CD133                           | Rabbit | Mouse           | 1:200            | IF          | Abcam (ab19898)          |
| CD133-APC                       | Rat    | Mouse           | 1:100            | IF          | eBioscience (17-1331-81) |
| CD3                             | Rat    | Mouse           | 1:100            | IF          | eBioscience (14-0032-82) |
| CD4                             | Rat    | Mouse           | 1:100            | IF          | eBioscience (14-0041-82) |
| CD45-FITC                       | Rat    | Mouse           | 1:50             | IF          | BD (553080)              |
| EpCAM                           | Rabbit | Mouse,<br>Human | 1:100            | IF          | Abcam (ab71916)          |
| EpCAM                           | Rat    | Mouse           | 1:100            | IF          | Biolegend (118202)       |
| F4/80                           | Rabbit | Mouse           | 1:100            | IF          | Proteintech (28463-1-AP) |
| Hes1                            | Mouse  | Mouse           | 1:100            | IF          | SantaCruz (sc-166410)    |
| Insulin                         | Mouse  | Mouse           | 1:100            | IF          | SantaCruz (sc-8033)      |
| Krt19                           | Mouse  | Mouse           | 1:100            | IF          | Abcam (ab220193)         |
| MPO                             | Rabbit | Mouse           | 1:100            | IF          | Abcam (ab9535)           |
| NK1.1-PE                        | Mouse  | Mouse           | 1:50             | IF          | BioLegend (156504)       |
| PanCK                           | Mouse  | Mouse,<br>Human | 1:200            | IF          | Sigma (C5992)            |
| Sca-1-PE                        | Rat    | Mouse           | 1:100            | IF          | eBioscience (12-5981-82) |
| Secondary Alexa Fluor 488       | Donkey | Rat             | 1:200            | IF          | Invitrogen (A21208)      |
| Secondary Alexa Fluor 546       | Donkey | Rabbit          | 1:200            | IF          | Invitrogen (A31572)      |
| Secondary Alexa Fluor 555       | Donkey | Rabbit          | 1:200            | IF          | Invitrogen (A31572)      |
| Secondary Alexa Fluor 568       | Donkey | Mouse           | 1:200            | IF          | Invitrogen (A10040)      |
| Secondary Alexa Fluor 647       | Donkey | Goat            | 1:200            | IF          | Invitrogen (A21447)      |
| Secondary Alexa Fluor 647       | Donkey | Rabbit          | 1:200            | IF          | Invitrogen (A32795)      |
| Secondary Alexa Fluor 647       | Donkey | Mouse           | 1:200            | IF          | Invitrogen (A31571)      |
| Secondary Alexa Fluor 680       | Donkey | Mouse           | 1:200            | IF          | Invitrogen (A10038)      |
| Secondary AlexaFluor 488        | Donkey | Goat            | 1:200            | IF          | Invitrogen (A11055)      |
| Secondary AlexaFluor 594        | Donkey | Rat             | 1:200            | IF          | Thermo Fisher (A21209)   |
| Streptavidin-AF488              |        |                 | 1:800            | IF          | Molecular Probes, S11223 |
| GAPDH                           | Mouse  | Mouse,<br>Human | 1:5000           | WB          | Thermo Fisher (AM4300)   |
| Secondary HRP                   | Donkey | Goat            | 1:5000           | WB          | Rockland (605-703-002)   |
| Secondary HRP                   | Sheep  | Mouse           | 1:5000           | WB          | Amersham (NA931)         |
| Secondary HRP                   | Donkey | Rabbit          | 1:5000           | WB          | Amersham (NA934)         |
| Tubulin                         | Mouse  | Mouse,<br>Human | 1:5000           | WB          | Elabscience (E-AB-20033) |
| PGLYRP1                         | Goat   | Mouse           | 1:100-<br>1:1000 | WB/IF       | R&D (AF2696)             |
| PGLYRP1                         | Goat   | Human           | 1:1000           | WB/IF       | R&D (AF2590)             |

Supplementary Table 4. Flow cytometry antibodies

| Host    | Reactivity   | Target        | Fluorochrome    | Company           | Cat. No.         | Dilution |
|---------|--------------|---------------|-----------------|-------------------|------------------|----------|
| rat     | human/mouse  | CD11b         | PerCpCy5.5      | TONBO bioscience  | 65-0112          | 0.25/50  |
| rat     | human/mouse  | CD133         | FITC            | eBioscience       | 11-1331-82       | 5/50     |
| mouse   | human        | CD133/1       | Vio Bright R667 | Miltenyi          | 130-111-756      | 2.5/50   |
| rat     | mouse        | CD133/1       | APC             | Miltenyi          | 130-102-197      | 5/50     |
| rat     | mouse        | CD206         | PE              | Thermo Scientific | 12-2061-80       | 0.5/100  |
| rat     | mouse        | CD31          | FITC            | BD                | 553372           | 1/50     |
| mouse   | mouse        | CD31          | Pacific Blue    | ThermoFisher      | RM5228           | 1/50     |
| hamster | mouse        | CD3ε          | APC-Cy7         | BioLegend         | 100330           | 1.25/50  |
| rat     | mouse        | CD4           | PE              | BioLegend         | 100512           | 0.5/50   |
| rat     | mouse        | CD45          | PE-Cy7          | eBioscience       | 25-0451-82       | 0.6/100  |
| mouse   | mouse        | CD45          | Pacific Blue    | ThermoFisher      | MCD4528          | 0.6/100  |
| rat     | mouse        | CD8           | APC             | BioLegend         | 100712           | 1/100    |
| mouse   | human        | CD86          | PerCP-Cy5.5     | BioLegend         | 374215           | 1/100    |
| mouse   | mouse        | CD86          | APC             | Miltenyi          | 130-102-558      | 5/50     |
| mouse   | mouse        | CD95          | PE              | eBioscience       | 12-0951-81       | 2.5/50   |
| rat     | mouse        | CXCR2         | APC             | Biolegend         | 149311           | 2.5/100  |
| mouse   | human        | CXCR4 (CD184) | PE              | Miltenyi          | 130-117-354      | 1/50     |
| rat     | mouse        | EpCAM (CD326) | PE              | Miltenyi          | 130-102-265      | 1/50     |
| mouse   | human/mouse  | EpCAM (CD326) | APC             | Biolegend         | 324208           | 1/50     |
| rat     | mouse        | F4/80         | APC             | Miltenyi          | 130-102-379      | 1/100    |
| hamster |              | IgG           | APC             | BioLegend         | 400911           |          |
| hamster |              | IgG           | APC-Cy7         | Biolegend         | 400927           |          |
| human   |              | IgG1          | APC             | Miltenyi          | 130-113-446      |          |
| rat     |              | IgG1 K        | AF700           | Biolegend         | 400420           |          |
| rat     |              | IgG1 K        | PE              | BioLegend         | 400407           |          |
| mouse   |              | IgG2a K       | PE              | BioLegend         | 400211           |          |
| rat     |              | IgG2a K       | PE              | BioLegend         | 400507           |          |
| rat     |              | IgG2a K       | AF700           | Invitrogen        | 56-4321-80       |          |
| Rat     |              | IgG2a K       | APC             | BioLegend         | 400511           |          |
| Rat     |              | IgG2b K       | PE              | BioLegend         | 400607           |          |
| Rat     |              | IgG2b K       | PE-Cy7          | Biolegend         | 400617           |          |
| rat     |              | IgG2b K       | PerCP-Cy5.5     | eBioscience       | 45-4031-80       |          |
| rat     |              | IgG2c K       | APC-Cy7         | Biolegend         | 400719           |          |
| mouse   |              | IgG3 K        | FITC            | Biolegend         | 401317           |          |
| rat     | mouse        | Ly-6C         | APC-Cy7         | BioLegend         | 128025           | 1.25/100 |
| rat     | mouse        | Ly-6G         | AF700           | BioLegend         | 127621           | 0.5/100  |
| hamster | mouse, human | PD1 (CD279)   | PE              | eBioscience       | 12-9985-81       | 1/50     |
| mouse   | human        | PDL1          | A700            | R&D               | FAB1561N         | 5/50     |
| rat     | mouse        | PDL1          | APC             | Biolegend         | 124311           | 1/100    |
| mouse   | human/mouse  | PGLYRP1       | AF488           | NovusBio          | NB100-56719AF488 | 1/50     |

|       |             |                 |       |            |             |         |
|-------|-------------|-----------------|-------|------------|-------------|---------|
| rat   | human/mouse | Sca-1 (Ly-6A/E) | AF700 | Invitrogen | 56-5981-82  | 1.25/50 |
| rat   | mouse       | Sca-1 (Ly-6A/E) | PE    | BD         | 553335      | 1.25/50 |
| human | mouse       | TIM3 (CD366)    | FITC  | Miltenyi   | 130-120-823 | 1/50    |
| human | human       | TNFR1           | APC   | Miltenyi   | 130-120-324 | 1/50    |

Supplementary Table 5. Top 100 upregulated genes in murine CSCs

|          |          |           |         |
|----------|----------|-----------|---------|
| Mmp7     | Wfdc2    | Iqgap3    | Mcm4    |
| Cldn2    | Arc      | Rgs3      | Akr1b7  |
| PGLYRP1  | Tmem45a  | Cd44      | Vsig1   |
| Cldn2    | Anxa1    | Cebpd     | Ctgf    |
| Sprr2a2  | Myo6     | Ugt1a6b   | Shc2    |
| Msln     | Ly6d     | Tmprss4   | Rbm4b   |
| Expi     | Ecm1     | Foxq1     | Clca2   |
| Ctse     | Lgals4   | Dclk1     | Eya2    |
| Tspan8   | Kif23    | Hist1h2ab | Ehf     |
| Cxcl5    | Onecut2  | S100a6    | Pla2g4a |
| Me1      | Golm1    | Glis3     | Avil    |
| Gcnt3    | Cfi      | Sprr1a    | Sftpd   |
| Ltf      | Dclk1    | Heg1      | Cd14    |
| Rgs17    | Pld1     | Inf2      | Phlda1  |
| Vcam1    | Dctd     | Tmeff2    | S100b   |
| Plscr1   | St8sia3  | Degs2     | Rgs4    |
| AA986860 | Muc6     | Pard3     | Plekha6 |
| Itga2    | Lgals4   | Eps8l3    | Vcam1   |
| Sftpd    | Tinagl1  | Efna5     | Cxcl16  |
| Tff1     | Gpa33    | Adam8     | Gm4634  |
| Mcpt2    | Smpd3    | Pik3cg    | Ly6c1   |
| Bace2    | Pxdn     | Tm4sf1    | Me1     |
| Anxa3    | Tnfrsf23 | P2rx2     | Plac8   |
| Slc39a4  | Aadac    | Vnn1      | Lrrc26  |
| Car2     | Mal      | Cxcr4     | Mcpt8   |

## References

1. Schlesinger Y, Yosefov-Levi O, Kolodkin-Gal D, Granit RZ, Peters L, Kalifa R, et al. Single-cell transcriptomes of pancreatic preinvasive lesions and cancer reveal acinar metaplastic cells' heterogeneity. *Nat Commun.* 2020;11(1):4516.
2. Nicolle R, Raffenne J, Paradis V, Couvelard A, de Reynies A, Blum Y, et al. Prognostic Biomarkers in Pancreatic Cancer: Avoiding Errata When Using the TCGA Dataset. *Cancers.* 2019;11(1).
3. Bailey P, Chang DK, Nones K, Johns AL, Patch AM, Gingras MC, et al. Genomic analyses identify molecular subtypes of pancreatic cancer. *Nature.* 2016;531(7592):47-52.
4. Martinelli P, Carrillo-de Santa Pau E, Cox T, Sainz B, Jr., Dusetti N, Greenhalf W, et al. GATA6 regulates EMT and tumour dissemination, and is a marker of response to adjuvant chemotherapy in pancreatic cancer. *Gut.* 2017;66(9):1665-76.
5. Zhang G, Wang Q, Yang M, Yao X, Qi X, An Y, et al. OSpaad: An online tool to perform survival analysis by integrating gene expression profiling and long-term follow-up data of 1319 pancreatic carcinoma patients. *Molecular Carcinogenesis.* 2020;59(3):304-10.
6. Wolf FA, Angerer P, Theis FJ. SCANPY: large-scale single-cell gene expression data analysis. *Genome biology.* 2018;19(1):15.
7. Hunter JD. Matplotlib: A 2D Graphics Environment. *Computing in Science & Engineering.* 2007;9(3):90-5.
8. Waskom ML. seaborn: statistical data visualization. *The Journal of Open Source Software.* 2021.
9. Espinet E, Gu Z, Imbusch CD, Giese NA, Büscher M, Safavi M, et al. Aggressive PDACs Show Hypomethylation of Repetitive Elements and the Execution of an Intrinsic IFN Program Linked to a Ductal Cell of Origin. *Cancer discovery.* 2021;11(3):638-59.
10. Hwang WL, Jagadeesh KA, Guo JA, Hoffman HI, Yadollahpour P, Reeves JW, et al. Single-nucleus and spatial transcriptome profiling of pancreatic cancer identifies multicellular dynamics associated with neoadjuvant treatment. *Nature genetics.* 2022;54(8):1178-91.
11. Chomczynski P, Sacchi N. Single-step method of RNA isolation by acid guanidinium thiocyanate-phenol-chloroform extraction. *Analytical biochemistry.* 1987;162(1):156-9.
12. Lee GY, Kenny PA, Lee EH, Bissell MJ. Three-dimensional culture models of normal and malignant breast epithelial cells. *Nat Methods.* 2007;4(4):359-65.
13. Tanaka N, Kanatani S, Tomer R, Sahlgren C, Kronqvist P, Kaczynska D, et al. Whole-tissue biopsy phenotyping of three-dimensional tumours reveals patterns of cancer heterogeneity. *Nature Biomedical Engineering.* 2017;1(10):796-806.
14. Gomariz A, Helbling PM, Isringhausen S, Suessbier U, Becker A, Boss A, et al. Quantitative spatial analysis of haematopoiesis-regulating stromal cells in the bone marrow microenvironment by 3D microscopy. *Nat Commun.* 2018;9(1):2532.
15. Sainz B, Jr., Barretto N, Martin DN, Hiraga N, Imamura M, Hussain S, et al. Identification of the Niemann-Pick C1-like 1 cholesterol absorption receptor as a new hepatitis C virus entry factor. *Nature medicine.* 2012;18(2):281-5.
16. Hingorani SR, Wang L, Multani AS, Combs C, Deramaudt TB, Hruban RH, et al. Trp53R172H and KrasG12D cooperate to promote chromosomal instability and widely metastatic pancreatic ductal adenocarcinoma in mice. *Cancer Cell.* 2005;7(5):469-83.
17. Hu Y, Smyth GK. ELDA: extreme limiting dilution analysis for comparing depleted and enriched populations in stem cell and other assays. *Journal of immunological methods.* 2009;347(1-2):70-8.
18. Westerfield M. *The Zebrafish Book: A Guide for the Laboratory Use of Zebrafish (Danio Rerio)*: University of Oregon Press; 2000.
19. Stirling DR, Suleyman O, Gil E, Elks PM, Torraca V, Noursadeghi M, et al. Analysis tools to quantify dissemination of pathology in zebrafish larvae. *Scientific reports.* 2020;10(1):3149.

How the deposited data were processed for this re-analysis (not part of the article)

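The expression of 3 KPC tumour-derived cell lines, each grown in adherence and as spheroids, was measured on 6 1-colour Agilent arrays. The authors deposited the intensity of each spot as the scanner software gave it, together with a table of log2 values that they had background-corrected and normalised. The headers name version 10.7.3.1 of the scanner software, which is not the version given in the methods. The files hold the median and not the mean intensity of each spot, so the median was used where the mean had been planned. Sorted triple-positive cells were not analysed here.

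From the intensities, normexp background correction (saddle method, offset 50) was computed over all spots with limma 3.58.1 in R 4.3.3. Control spots and spots marked as outliers were then left out, which removed 155 of 55681 probes, spots of one probe were averaged and the arrays were normalised by quantiles. Each column of the log2 table the authors deposited matched its own array best, with at least 99.66% of probes within 0.1. Signal over background limits the precision: between 44.4% and 53.3% of probes were well above background. The spike-in signal over background was 30.6 and 30.2 on the arrays of cell line 1 and between 371 and 558 on the other 4.

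Probes were named by matching their RefSeq accession, without versions, to the GRCm38.p6 annotation. This is not the build named in the array headers, so it served for names alone. Of 55681 probes 26056 matched, and of the 26108 NM accessions 97.75% matched. Probes well above background on at least 3 arrays were tested with limma (lmFit and eBayes) and Benjamini-Hochberg adjustment at an FDR of 0.05, without a block. Gene sets were tested with camera (correlation 0.01), fry, camera with an estimated correlation and preranked GSEA (fgsea 1.28.0), on 1 probe per gene. Reactome pathways came from the fgsea package and were limited to 15 to 500 measured genes. There were 9 lists written by hand for proliferation, serum response, cholesterol synthesis, hypoxia and glycolysis, interferon response, TNF targets, mesenchymal, epithelial and leucocyte genes.

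Same-numbered cultures come from one cell line by the sample labels. Deviations from the group means correlated across probes at 0.479, 0.394 and 0.497 within the 3 lines and at most 0.0686 between lines, so the numbers pair the samples, and the fit with the cell line as a block is given where it changes a call or a count. The samples, the tests, the alternatives, the lists and the rule for naming genes were fixed before the data were examined. The rule takes the genes named by the paper beside Supplementary Figure 2d, the genes Tnf, Tnfrsf1a, Epcam, Ly6a, Prom1, Cd274 and Cd86 measured by other assays in the paper, Cd47 from its introduction, the 5 genes with the smallest p in each direction that changed the same way in all lines (since fewer than 10 genes passed), and 3 per direction from Table S5. A gene selected by this rule is not reported here. The alternatives set then were other background corrections, scalings and filters, the cell line or slide as a block, each array or line left out, the deposited values, an intensity trend and the mean of a gene's probes. The scan date as a block, and each of the 3 blocks combined with another filter, were added after seeing the data, as were the bounds for single lines and with arrays or lines left out.

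The fit was tested on simulated data with the means, line effects and spread of these 26296 probes, of which 200 were changed. The changes had preset sizes, were the same in all lines, and the noise was independent between probes, so the rates need not hold for the real arrays. Without the block 28.5% of the changed probes were recovered with 0 false calls, and with it 24.0% with 1. Among unchanged probes, limma's p was under 0.05 for 1.48% without the block and 5.83% with it, so the fit without the block was conservative there.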

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

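The tests over other splits of the arrays, and those of the proliferation and interferon response genes, were chosen after the results were seen, and the differences between cell lines were not tested, since each line has 1 culture per condition.

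Tspan12, Egln3 and Palm3 passed in limma without a block and lie outside the genes the paper discusses. Tspan12 rose by 3.00 and Egln3 by 2.48 on the log2 scale in spheroids, and the fitted difference of Palm3 was -4.21, each with the same direction in 3 of 3 lines. Palm3 was not well above background on any spheroid array, so only a bound was measured: the mean was at least 18.2-fold lower in spheroids, the lines at least 12.8, 16.9 and 27.7-fold, and the mean without cell line 3 at least 14.7-fold. Of the 10 splits into 3 arrays against 3, the real one alone gave as many as 4 probes (1 of 10, and 1 of the 4 splits that part all 3 lines), but 10 splits are too few to exclude chance. In limma without the spheroid array of cell line 3, 183 probes passed, and without any other single array 0 passed, with between 2360 and 5446 at an unadjusted p of 0.05.

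Of 674 Reactome pathways, 262 passed in camera at an FDR of 0.05, 222 of them lower in spheroids, led by Mitotic Prometaphase. At that FDR 0 passed in limma's rotation test fry, against 294 at an unadjusted p of 0.05 in fry and 295 in camera, so these calls depend on the test. With the cell line as a block 1 pathway passed in fry and 258 in camera. The 1 in fry was Complement cascade, with 15 genes and a median of 2.34. Its FDR in fry was 0.0152 with that block and 0.0675 without it. The real split gave the most pathways (1 of 10), yet another split reached 248, and chance cannot be excluded.

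Of the 9 lists, 6 passed in camera after adjustment: proliferation (median -2.36), cholesterol synthesis (-0.91), serum response (-0.83), hypoxia and glycolysis (0.92), TNF targets (1.07) and interferon response (2.01). With an array or a line left out, the median of cholesterol synthesis lay between -1.44 and -0.47. That of serum response lay between -1.21 and -0.48 and that of TNF targets between 0.68 and 1.43. TNF targets rose most in cell line 1, by a median of 1.85 against 0.46 and 0.28 in cell lines 2 and 3. In fry, hypoxia and glycolysis (adjusted p = 0.0156), serum response and TNF targets (0.03 each) passed and the other 6 did not, and with the cell line as a block serum response alone passed (adjusted p = 0.0019). With the correlation estimated from the arrays, hypoxia and glycolysis alone had an unadjusted p under 0.05 (p = 0.0193), which rose to 0.0967 with the cell line as a block. At least as many lists passed in 3 of the 10 splits. Chance cannot be excluded, and so few splits could not have excluded it whatever the count. One of these splits sets slide 1 against the other slides, and with the slide as a block 9 lists passed. The leucocyte list (median 0.50, adjusted p = 0.0531), the epithelial list (0.70, adjusted p = 0.137) and the mesenchymal list (-0.01, adjusted p = 0.816) did not pass in camera without the block, and the leucocyte and epithelial lists passed with the cell line as a block (0.0286 and 0.00564). The mean of the mesenchymal list was -0.0858, while camera gave it an upward direction.

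All 27 proliferation genes measured were lower in spheroids in each line, with medians of -1.29, -1.54 and -4.11 in cell lines 1, 2 and 3. The tables argue against the normalization as the whole of it, since the highest median under 3 other scalings was -2.32, against the slide, with a median of -1.59 under that block, and against the arrays of cell line 3 alone, with a median of -1.36 without them. The medium, the density of the cultures and a slower cell cycle in spheroids stay open and were not tested.

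The interferon response genes rose most in cell line 3, by a median of 4.08 against 0.75 and 0.69 in cell lines 1 and 2. Genes with a like adherent signal rose by a median of 0.235 in cell line 3. Quantile normalisation gives all arrays the same distribution, so this value could hardly have shown a brighter array and does not test for it. The line itself and its one spheroid culture, which also lay alone on its slide, stay open.

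For the brightest Dclk1 probe, cell line 3 was lower in spheroids (-0.96) while cell lines 1 and 2 were higher (0.10 and 1.37). The probes of this gene disagree: a second was at -0.02, 1.40 and -1.03 in cell lines 1, 2 and 3, and the third was higher in each line (0.35, 0.79 and 0.72). Epcam was lower in cell line 2 (-0.20) and higher in cell lines 1 and 3 (3.15 and 0.11). The median of the mesenchymal list was -0.58 in cell line 1 against 0.03 and 0.10 in the other lines, and that of the Reactome Innate Immune System set was -0.0543 in cell line 2 against 0.0382 and 0.00646. For that set, 3 of the 10 splits gave as small a camera p. Chance cannot be excluded, and 10 splits could not have excluded it whatever the count. No explanation was tested for these differences.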

How the results depend on the processing

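The scan date as a block, the blocks combined with another filter and the tests over other splits of the arrays were chosen after seeing the data.

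The number of probes past an FDR of 0.05 changed by over 1.5 times under most alternatives. Against 4 probes, 3 of them higher, the numbers were 38 (26 higher) with the processed signal scaled to its 75th percentile, 8 (7 higher) with 75th percentile scaling after normexp, 1 (higher) with cyclic loess and 2 (both higher) for probes well above background on all arrays. With the cell line as a replicate block 81 passed, with the slide 583 and with the scan date 22. With the stricter filter these blocks gave 89, 286 and 22, and with no filter 4, 126 and 8. Leaving out arrays or lines gave 0 to 183 probes: 183 without the spheroid array of cell line 3, 92 without cell line 3 and 0 in each other case. The slide block rests on 5 arrays, since the spheroid array of cell line 3 has a slide to itself, and on slide 2 it compares cultures of different lines. Otherwise the cause was not tested. The median over all probes moved to -0.108 and -0.13 under the 75th percentile scalings, against -0.0257.

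The median of the Table S5 genes lay between 0.28 and 1.31 over the alternatives and the set passed in each camera fit with the preset correlation. Without a block it did not pass in fry (median 0.65, p = 0.252) or with the estimated correlation (median 0.65, p = 0.392). With the cell line as a block it passed in fry (p = 0.00608), but not with the estimated correlation (p = 0.0553). Preranked GSEA, which takes no account of the correlation between genes, gave the set a normalised enrichment score of 2.03 and an FDR of 3.9e-05. In the fit without a block, at least as small a camera p came from 5 of the 10 splits of the arrays, and from 2 of the 4 that part all 3 lines. Chance cannot be excluded for this set, and 10 splits could not have excluded it whatever the count. One of these splits sets slide 1 against the other slides, and with the slide as a block the set passed in camera with a median of 1.31.

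For the Reactome Innate Immune System set (median 0.0215), preranked GSEA alone gave a call (permutation p = 0.0116 over genes ranked by limma's statistic), and its FDR stayed under 0.05 in 16 of 20 alternatives. It was 0.187 with the processed signal, 0.715 on probes well above background on all arrays, 0.112 without the adherent array of cell line 1 and 0.26 without cell line 1. The paper's FDR limits for gene sets are looser than 0.05. The value of 0.112 meets the limits of both its methods and its legend, and 0.187 that of the legend alone. The median was negative under both 75th percentile scalings (-0.0954 and -0.0717), the stricter filter (-0.0125) and the slide block (-0.0235), and lay between -0.0194 and 0.0368 with an array or a line left out, while camera kept an upward direction.

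The numbers of pathways and of lists stayed within 1.5 times of 262 and 6 in every alternative run. So did those of heat map genes and of markers higher in spheroids, 6 each, but these were counted whether or not a gene passed the filter, so the filters could not change them. Egln3, Palm3 and Tspan12 kept their direction in every alternative that measured them, and lost the threshold in 10, 8 and 7. Genes dim on an array, such as Palm3, Pglyrp1 and Mmp7, were not tested under the stricter filter.

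Signs turned for some results that were not called. With the slide as a block Msln was at 0.38 and Ly6a at 0.22. Leaving out arrays or lines, Msln lay between -1.02 and 0.21, Dclk1 between -0.43 and 0.74 and Epcam between -0.0946 and 2.59. For the mesenchymal list, whose median of -0.0113 without a block was negative already, the direction of camera turned from up to down: with the slide as a block (median -0.49), on probes well above background on all arrays (-0.25), with the cell line as a replicate block (-0.0113) and in some fits with arrays or lines left out, where the median lay between -0.42 and 0.48. The cause was not tested. The median of the epithelial list fell to -0.13 without the adherent array of cell line 3 and to -0.11 without the spheroid array of cell line 1, with no turn in the direction of camera. The cell line block also let Cxcl5, Prom1, Rasgef1a, Rras2 and Col4a2 pass, and the epithelial and leucocyte lists. Among the named genes and sets it changed no other call in limma or in camera with the preset correlation.

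Between 44.4% and 53.3% of probes were well above background, so changes of dimmer genes were not measured on part of the arrays.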

Differences from the paper's values

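In this part the scan date as a block was chosen after the results were seen.

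For the Reactome Innate Immune System set, the paper's minus log FDR q is about 6.0 in Supplementary Figure 2c, read by eye. Preranked GSEA gave 1.51 on the log10 scale, or 3.47 on the natural log scale, with another version of the set. That version lists 579 genes, more than the paper's, and its FDR was taken over 675 sets other than the paper's collection. The comparison therefore cannot tell whether the paper's value is reproduced. The base of the figure's log is not named. On the log10 scale none of the 20 alternatives set before the data were examined came within 1.5 times of the paper's value, the nearest being 3.79 without cell line 2. On the natural log scale 10 of the 20 did, among them the cell line as a block (6.99), the slide as a block (4.75), cyclic loess (4.98) and no filter on dim probes (4.70), and 10 did not. The scan date as a block, which was chosen after seeing the values, gave 4.62 on that scale.

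The paper states that the genes of triple-positive CSCs were seen again in spheroids. Of the 7 genes, 6 had a higher mean in spheroids here. Msln did not, with a log2 difference of -0.51 and lower values in 3 of 3 lines. It was higher with the slide as a block (0.38) and without the spheroid array of cell line 3 (0.21), but neither fit pairs the cultures of each line.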

Other observations

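The tests of the explanations for Pglyrp1 and Epcam were chosen after the results were seen, and so were the 3 leucocyte genes set against Pglyrp1 in cell lines 1 and 2 and the limit set for them, with the values of all 18 genes known.

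The paper measured Tnf, Tnfrsf1a and surface markers in other KPC cultures by other assays (figure 7B,C, figure 3G). On these arrays Tnf rose by 4.74 and 3.42 in cell lines 1 and 2. In cell line 3 it was not well above background in either culture, so no change was measured there, and the adjusted p of 0.378 in limma, or 0.0113 with the slide as a block, includes these background readings. Tnfrsf1a rose by 0.83, 1.35 and 2.07 in cell lines 1, 2 and 3 (adjusted p = 0.151). Prom1, which encodes CD133, rose by 3.51 on average and passed with the cell line as a block (adjusted p = 0.0299), not without it (0.162). Ly6a, which encodes Sca-1, was lower in 3 of 3 lines, with a mean difference of -0.85 (adjusted p = 0.726, or 0.105 with the block). That difference turned to 0.22 with the slide as a block and lay between -1.82 and -0.05 with an array or a line left out. Epcam rose by 1.02 on average (adjusted p = 0.805) and Cd274 by 0.57 (adjusted p = 0.497). Cd274 rose mainly in cell line 3, with differences of 0.28, 0.05 and 1.37 in cell lines 1, 2 and 3. Its mean difference lay between 0.15 and 0.83 with an array or a line left out. Cd86 was not well above background on any array. Cd47, which the paper names in its introduction, rose by 0.93 (adjusted p = 0.125).

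From Table S5, the genes with the smallest p were Cebpd (2.67), Cxcl5 (6.97) and Tmem45a, which was not well above background on any adherent array, with a spheroid mean at least 9.61-fold higher (at least 4.90, 9.49 and 19.1-fold in cell lines 1, 2 and 3, and 6.82-fold for the means without cell line 3), and in the other direction Ccn2 (-2.23), Dctd (-1.42) and Mcm4 (-1.64). None passed an FDR of 0.05 in limma without the block. Among the genes next by p in each direction were Rasgef1a (2.24), Cxcl1 (3.41), Rras2 (-2.14), Col4a2 (-2.11), Cnn2 (-2.23) and Sorbs2 (-2.57), and none of these passed either.

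Neutrophils are named by the paper as the main producers of PGLYRP1, with epithelial cells as another source. Its methods describe the KPC lines as expanded from picked epithelial clones. RNA of leucocytes in the spheroid cultures was weighed as a technical source of the rise of Pglyrp1. Of 18 leucocyte genes on the array, 4 were both higher in all 3 lines and well above background on all 3 spheroid arrays. Lyz2 and Tyrobp were not well above background on any array, whereas Ltf rose by 7.88 in cell line 1 and by at least 5.91 in cell line 2, and S100a9 by at least 5.32 in cell line 1, where the adherent culture was not well above background. Cd3e, Cd4, Csf1r, Itgam, S100a8 and Elane were well above background on all 3 adherent arrays too. In cell line 1, S100a8, Csf1r and Cd3e rose by 2.36, 1.71 and 0.09, while Cd4, Itgam and Elane were lower (-0.30, -0.09 and -0.93). In cell lines 1 and 2, where Pglyrp1 rose by 6.46 and 5.47, Ptprc, Lyz2 and Tyrobp, which leucocytes or myeloid cells hold in abundance, were not well above background in either culture and their readings were higher by at most 0.18, which argues against leucocyte RNA as the source of the rise there. Since Lyz2 and Tyrobp were not well above background on any array and Ptprc on 1 alone, this rests on probes that were not seen to respond here. The rises of S100a9, S100a8 and Csf1r in cell line 1 go the other way. So does the rise of Ltf in cell lines 1 and 2, but Ltf is also a gene of Table S5. That list came from tumour cells sorted without leucocyte markers, so Ltf alone does not tell leucocyte RNA from expression by tumour cells. For the smaller rise in cell line 3, leucocyte RNA and expression by the cultured cells cannot be told apart, since Pglyrp1 was well above background only in the spheroid culture there, at 7.59.

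Epcam, one of the markers that define triple-positive cells, had a log2 signal of 6.75 and 6.86 in the adherent and spheroid cultures of cell line 3, against 9.05 to 12.20 in the other cultures. Genes with a like signal differed by a median of -0.289 between cell line 3 and the other lines in adherent cultures, against -3.34 for Epcam. Since quantile normalisation gives all arrays the same distribution, this could hardly have shown a dimmer array and does not test for it. Of 18 epithelial genes, 17 were lower in cell line 3 in adherent cultures (median -2.11) and 18 in spheroids (median -2.67), and of 14 mesenchymal genes 10 and 11 were higher (medians 0.33 and 1.09). A candidate explanation is a more mesenchymal state of this line. RNA from mesenchymal cells in both of its cultures would give the same pattern and stays open.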
